# Pleiotropic and nonredundant effects of an auxin importer in *Setaria* and maize

**DOI:** 10.1093/plphys/kiac115

**Published:** 2022-03-14

**Authors:** Chuanmei Zhu, Mathew S Box, Dhineshkumar Thiruppathi, Hao Hu, Yunqing Yu, Callista Martin, Andrew N Doust, Paula McSteen, Elizabeth A Kellogg

## Abstract

Directional transport of auxin is critical for inflorescence and floral development in flowering plants, but the role of auxin influx carriers (AUX1 proteins) has been largely overlooked. Taking advantage of available AUX1 mutants in green millet (*Setaria viridis*) and maize (*Zea mays*), we uncover previously unreported aspects of plant development that are affected by auxin influx, including higher order branches in the inflorescence, stigma branch number, glume (floral bract) development, and plant fertility. However, disruption of auxin flux does not affect all parts of the plant, with little obvious effect on inflorescence meristem size, time to flowering, and anther morphology. In double mutant studies in maize, disruptions of *ZmAUX1* also affect vegetative development. A green fluorescent protein (GFP)-tagged construct of the Setaria AUX1 protein Sparse Panicle1 (SPP1) under its native promoter showed that SPP1 localizes to the plasma membrane of outer tissue layers in both roots and inflorescences, and accumulates specifically in inflorescence branch meristems, consistent with the mutant phenotype and expected auxin maxima. RNA-seq analysis indicated that most gene expression modules are conserved between mutant and wild-type plants, with only a few hundred genes differentially expressed in *spp1* inflorescences. Using clustered regularly interspaced short palindromic repeats (CRISPR)–Cas9 technology, we disrupted *SPP1* and the other four *AUX1* homologs in *S. viridis*. SPP1 has a larger effect on inflorescence development than the others, although all contribute to plant height, tiller formation, and leaf and root development. The AUX1 importers are thus not fully redundant in *S. viridis*. Our detailed phenotypic characterization plus a stable GFP-tagged line offer tools for future dissection of the function of auxin influx proteins.

## Introduction

The plant hormone auxin is a mobile signal that is transported between cells by both influx and efflux proteins (Naramoto, 2017). It is involved in organ initiation and growth in all parts of the plant and is particularly well known for its effects on branching (Gallavotti, 2013; Taylor-Teeples et al., 2016; Naramoto, 2017; Olatunji et al., 2017; Korver et al., 2018). Efflux proteins, particularly homologs of PIN-FORMED1 (PIN1; Petrásek et al., 2006; Balzan et al., 2014; Naramoto, 2017), have been studied extensively in many plant species, with particular attention in Arabidopsis (*Arabidopsis thaliana*), long the model of choice for studies of auxin function. As a result, much has been discovered about the flow of auxin out of cells (e.g. Verna et al., 2019) and how auxin gradients are established throughout the plant (e.g. Heisler et al., 2005; Wang and Jiao, 2018 and many others).

In contrast, the flow of auxin into cells (auxin influx) has received much less attention, particularly in reproductive organs. In Arabidopsis single-gene mutants of any of the four auxin influx carriers (AUXIN1 [AUX1] and LIKE AUXIN1 [LAX1–3]) have normal above-ground structures and higher order mutants affect only leaf phyllotaxis (Kleine-Vehn et al., 2006; Bainbridge et al., 2008; Peret et al., 2012; Swarup and Péret, 2012). Perhaps, because of this subtle mutant phenotype, far less is known about influx than efflux, especially as regards vegetative and inflorescence development. Also the *AUX1/LAX* genes in Arabidopsis are more closely related to each other than any of them is to the *AUX1-like* genes known in grasses (Huang et al., 2017). This lack of one-to-one correspondence, in addition to the lack of a strong phenotype in Arabidopsis, prevents direct extrapolation from Arabidopsis to any monocot, particularly cereal crops and their relatives.

A recently identified mutation in an auxin influx carrier in the model grass green millet (*Setaria viridis*), SPARSE PANICLE1 (SPP1) (Huang et al., 2017), offers an opportunity to uncover aspects of auxin influx disruption. SPP1 is homologous to the maize (*Zea may*s) protein ZmAUX1 and to the four Arabidopsis AUX1 proteins, but unlike in Arabidopsis, the *spp1* mutation (presumed to abolish gene function) causes an obvious defect in the inflorescence, thus providing a system in which the effects of disrupting influx are easily seen. *SPP1* was named for the wide spacing of its primary inflorescence branches, and its role in auxin transport was supported by observation of clearly agravitropic roots (Huang et al., 2017). However, few other aspects of plant growth and development were considered in the original paper, including many that would be expected to require normal auxin transport. For example, the *S. viridis* inflorescence typically exhibits many orders of branches, some of which produce spikelets and others that end blindly (known as bristles; see Doust and Kellogg (2002)). Disruption of SPP1 should affect these higher order branches and the balance of spikelet-bearing branches and bristles, as well as other aspects of above-ground architecture such as tillering and relevant gene expression.

AUX1 mutants have been reported in other grasses (maize, rice [*Oryza sativa*], and purple false brome [*Brachypodium distachyon*]) but these studies focused on roots (Yu et al., 2015; Zhao et al., 2015; Huang et al., 2017; van der Schuren et al., 2018), which were agravitropic in all species, consistent with disruption of auxin pathways. In addition, the rice mutants had fewer lateral roots (Yu et al., 2015; Zhao et al., 2015), whereas the *S. viridis* mutants had a normal number (Yu et al., 2015; Zhao et al., 2015; Huang et al., 2017; van der Schuren et al., 2018). Neither Yu et al. (2015) nor Zhao et al. (2015) reported changes in the inflorescence in rice *OsAUX1* mutants. In *Brachypodium distachyon*, *bdaux1* mutants are sterile and some above-ground structures are affected, but the phenotypes are not described in detail (van der Schuren et al., 2018). Thus the role of AUX1 in above-ground development remains largely unexplored, especially in grasses and cereal crops.

Here we show that mutations in *SPP1* (=*SvAUX1*) and its homolog in maize affect shoot phenotypes including development of the gynoecium and floral bracts (glumes); these are not side-effects of meristem size variation or differences in developmental timing. Based on the phenotypes of higher order mutants involving all five *S. viridis AUX1-like* loci, we show that *SPP1* is not redundant with the other loci and is the major locus controlling inflorescence architecture. *ZmAUX1*, investigated because of the wealth of auxin-related mutants in maize, enhanced the mutant phenotypes of several auxin pathway genes and revealed an unexpected enhanced effect on leaf number. In *S. viridis*, SPP1 was internally tagged, and localized to the plasma membrane (PM) of epidermal cells in inflorescence branch meristems (BMs) and roots. Only a few hundred genes, including several known to be involved in inflorescence development, are differentially expressed between *spp1* and wild-type (WT) inflorescences, indicating highly specific changes in the transcriptome.

## Results

### *spp1* affects tillering, inflorescence branching, gynoecium development, and root hair formation

Mutations in SPP1 affect many aspects of plant development having to do with growth and branching (Figure 1; Supplemental Table S1). In addition to the eponymous sparse panicle phenotype (Figure 1, A–C), mutant plants were significantly shorter than WT (Figure 1, A and D) and produced more tillers (Figure 1, A and E). Mutant panicles were significantly longer than WT (Figure 1, B, C, and F), but increased length did not result in higher yield. Instead, mutants had fewer spikelets at maturity (Figure 1G) and fewer of these were fully developed and fertile (Figure 1H). The reduced number and fertility of spikelets was not caused by a developmental delay; the transition to reproductive growth and flowering in *spp1* mutant plants was only slightly later than in A10.1 (Supplemental Figure S1, A and B), and barely statistically significant. Fertile florets (upper lemma + palea) were significantly larger in the mutant (Supplemental Figure S1C) but percent germination did not differ (Supplemental Figure S1D). Culms (peduncles) were generally thinner in the mutant but overall culm anatomy was similar (Supplemental Figure S1, E–G).

**Figure 1:**
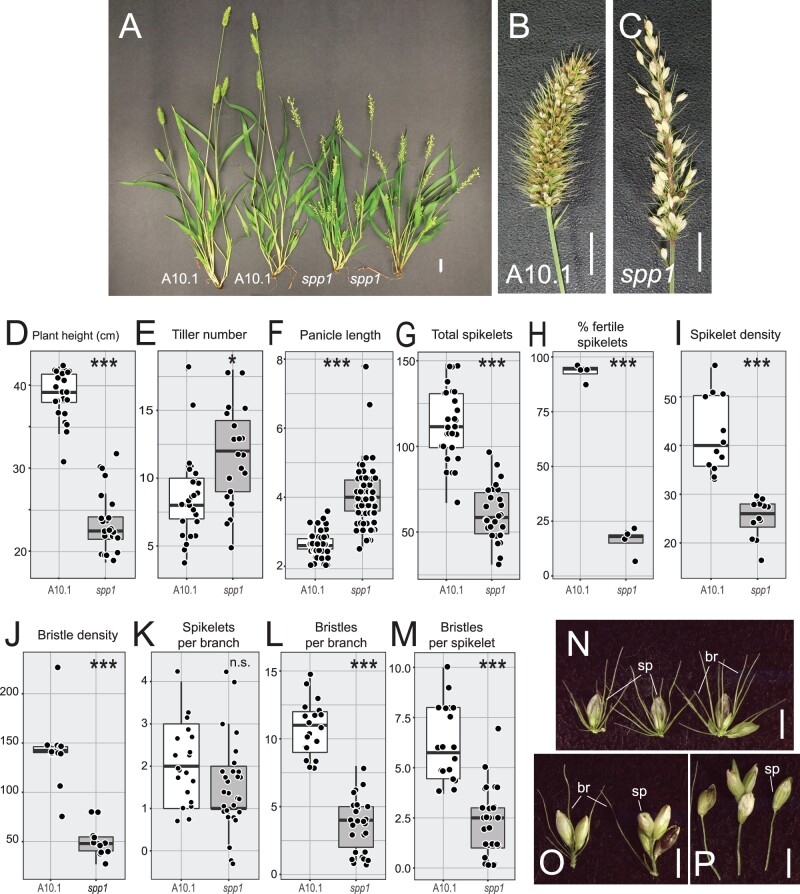
Phenotypes of *spp1* mutants. A, Mature plants of WT (A10.1, left) and *spp1* mutants (right) at 22 DAS. Scale = 2 cm. B and C, Mature panicles. B, WT, (C) *spp1*. Scale = 1 cm. Brown or black spikelets contain fully developed seeds, whereas whitish spikelets are often infertile. D–M, Comparisons of trait values between WT (left box, white) and *spp1* mutant (right box, gray) plants. Boxes extend from lower quartile boundary to upper quartile; horizontal bar is median. Whiskers extend to the smallest and largest values within 1.5 times the interquartile range. Dots indicate individual data points. Significance values determined by Welch’s *t* test. Square, 0.01–0.05, *P <0.01, **P <0.001, ***P <0.0001. D, Plant height (cm), (E) Tiller number, (F) Panicle length (cm), (G) Total number of spikelets, (H) Percent fertile spikelets, (I) Spikelet density (number of spikelets per cm), (J) Bristle density (number of bristles per cm), (K) Spikelets per primary branch, (L) Bristles per primary branch, (M) Bristles per spikelet (values from K divided by values from L), (N–P) Individual primary branches from WT (N) and *spp1* (O and P) mutants. Scale = 2 mm. sp, spikelet, br, bristle. Mean, standard deviation (sd), sample sizes, and *P*-values in Supplemental Table S1.

The lower density of spikelets and bristles (fewer of each per cm; Figure 1, I and J) could reflect reduced density of primary branches (observed in early development; see comments on SEM data below) and/or a change in the numbers of spikelets and bristles per branch; the latter would indicate an effect of the mutation on secondary and higher order branches. In mutant panicles, the primary branches have about the same number of spikelets as in WT (Figure 1, K, N, and O), but significantly fewer bristles (Figure 1, L and N–P) and therefore a lower ratio of bristles to spikelets (Figure 1, M–P). In addition, ∼15% of branches in *spp1* had one or a few spikelets at the terminus of a long branch without additional bristles, compared to <1% of A10.1 branches (Figure 1P). Together these observations suggest that the *spp1* mutation affects both the formation of higher order branches and the specification of those branches as spikelets or bristles.

Floral morphology and early development are affected in *spp1* mutants and are likely to be at least partially responsible for the fertility defects of the mutant (Figure 2; Supplemental Table S1). At 18 d after sowing (DAS) when the anthers and gynoecium were first visible in both A10.1 and *spp1*, glumes in the WT were shorter than the flowers (Figure 2A), whereas those in the mutants were unusually long, nearly enclosing the flowers (Figure 2B). In addition, the mutants had fewer branches, bristles, and spikelets at this stage, consistent with the reduced number of bristles per spikelet at maturity (Figure 1M). All spikelets in both genotypes had the expected number of glumes (two) and florets (two), with lemmas, paleas, lodicules, and stamens developing apparently normally in both mutant and WT plants (Figure 2, C–F).

**Figure 2:**
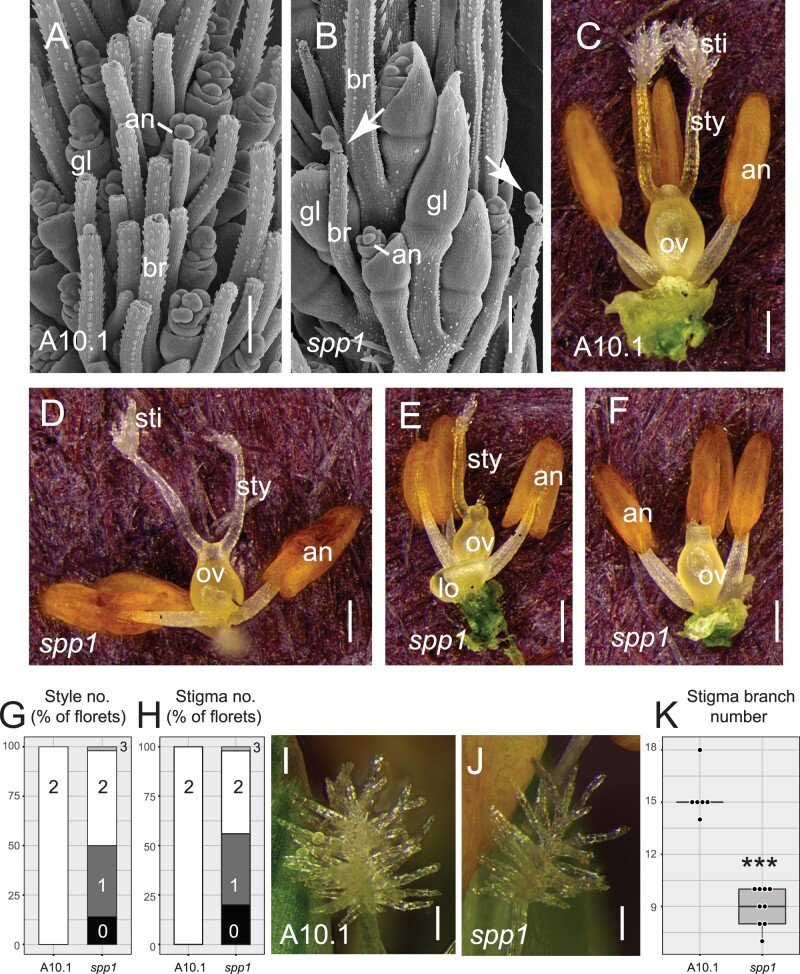
Floral phenotypes of *spp1*. A and B, SEM images of developing spikelets and bristles at 18 DAS. A, WT (A10.1), (B) *spp1*. Arrows show un-detached meristems on bristle tips. Scale = 200 µm. C–F, Reproductive organs in WT (C) and *spp1* (D–F) mutant florets, showing abnormal development of stigmas and styles in the mutants. Scale = 250 μm. G and H, Bar graphs showing percentage of florets with 0, 1, 2, or 3 styles (G) and stigmas (H) in WT (left) and *spp1* (right). I and J, Stigmas from WT (I) and *spp1* florets (J). Scale = 100 μm. K, Stigma branch number counted from one side of the stigma on the focal plane in WT (left box, white) and *spp1* (right box, gray) plants. Box plots as in Figure 1. Significance values determined by Welch’s *t* test and symbols as in Figure 1. Mean, sd, sample sizes, and *P*-values in Supplemental Table S1. an, anther; br, bristle; gl, glume; lo, lodicules; ov, ovary; sti, stigma; sty, style. Image (A) reproduced with permission from Zhu et al. (2018).

Gynoecium formation was abnormal in *spp1*. Only about half of the florets of each mutant plant have two styles, the normal number in WT (Figure 2, C–G). Although recorded as categorical for simplicity, reduction in style and stigma number was in fact quantitative and asymmetrical. One style could be substantially shorter than the other, or reduced to a small protrusion, or missing altogether; in two cases (on different plants), an extra protrusion led to three style-like structures total. If two styles were present, often only one would have a well-developed stigma. Only in one floret of the 50 examined were both styles and stigmas reduced equally and symmetrically. Stigmas in *spp1* plants, when present, were significantly less branched than in WT (Figure 2, H–K; Supplemental Table S1).

Neither primary root length nor lateral root number was obviously altered in *spp1* (Supplemental Figure S1N), but root hair density was significantly lower on both primary and lateral roots in *spp1* compared to A10.1 (Supplemental Figure S1, H, I, L, and M; Supplemental Table S1). In addition, the distance from root tip to the first root hair initiation site was significantly longer in mutant roots (Supplemental Figure S1, J and K).

By applying synthetic auxins to roots, we showed that SPP1 could potentially function in auxin import. In response to a mock auxin treatment, *spp1* roots were agravitropic (Supplemental Figure S2, A and B), as reported (Huang et al., 2017), and had fewer root hairs than WT (Supplemental Figure S2, G and H). 2,4-Dichlorophenoxyacetic acid (2,4-D), which requires auxin importer proteins to move into the cells, could not rescue the mutant phenotypes in roots, consistent with our hypothesis that SPP1 is a bona fide auxin importer (Supplemental Figure S2, C, D, I, J, and M). In contrast, the lipophilic auxin 1-Naphthaleneacetic acid (NAA), which can diffuse freely across the PM, restored both the gravitropic response of *spp1* roots (Supplemental Figure S2, E and F) and also the normal density of root hairs (Supplemental Figure S2, K–M).

### SPP1 controls inflorescence branch initiation, elongation, and identity, but not meristem size

To explore whether the sparse panicle phenotype in *spp1* resulted from branch initiation defects linked to abnormal meristem size, we imaged early inflorescence development with scanning electron microscopy (SEM) (Figure 3, A–N; Supplemental Table S2). Meristem height (the vertical distance from the uppermost branch primordium to the apex of the meristem) dropped significantly between 11 and 12 DAS and again between 12 and 13 DAS, but WT and mutant inflorescences did not differ at any stage of development (Figure 3O). Meristem width was unchanged in either genotype over 10–12 DAS, then dropped significantly in both genotypes between 12 and 13 DAS (Figure 3P); by 14 DAS, *spp1* inflorescences were wider than those in WT (Figure 3P). Overall length of inflorescences before 14 DAS scarcely differed between *spp1* and WT (Figure 3, A–N and Q), indicating that the length difference at maturity was established later in development and probably reflected rachis elongation rather than branch initiation. By 12 DAS, primary branch number in *spp1* was significantly lower than in A10.1, whether counting branches per vertical row (Figure 3R), or all visible branches on one side of the inflorescence (Figure 3S). In contrast to A10.1, which produced primary BMs in a spiral pattern around the inflorescence meristem (IM; Figure 3, A–E, K, and L), *spp1* often failed to initiate a BM or produced unusually large primary BMs (Figure 3, F–J, M, and N). While primary BMs produced distichous secondary BMs in A10.1 (Figure 3, C–E, K, and L), secondary branches often initiated asymmetrically in *spp1* (Figure 3, H–J, M, and N).

**Figure 3:**
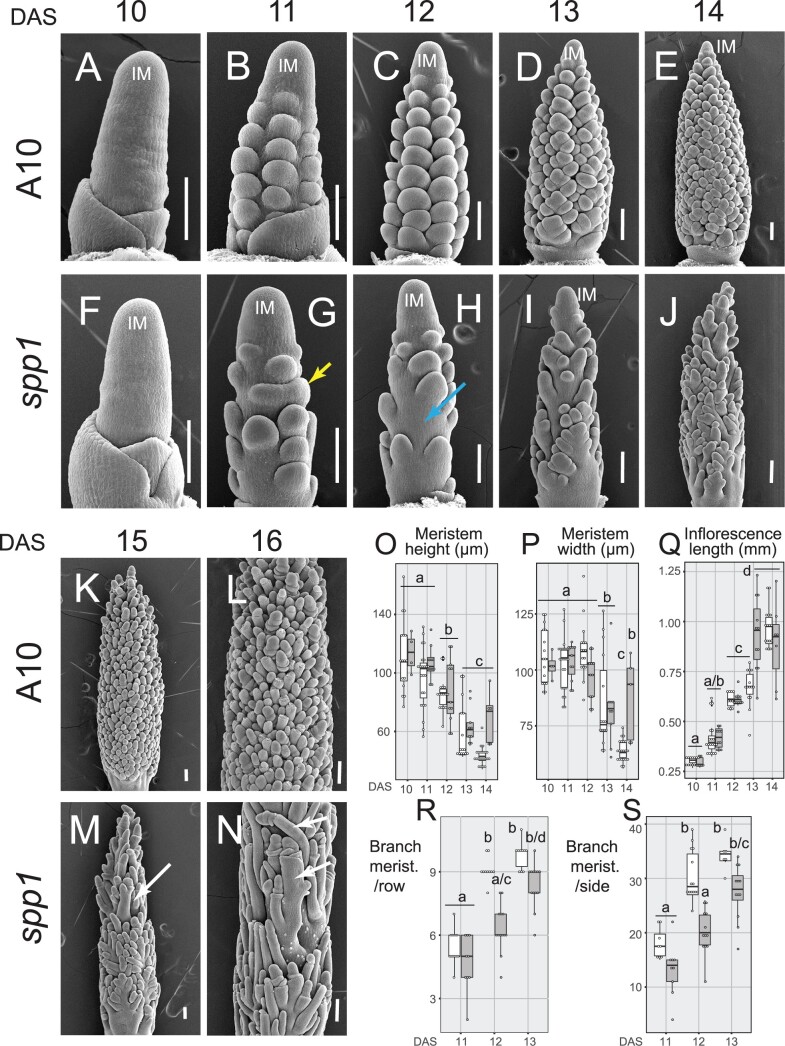
Early inflorescence development of *spp1*. A–N, SEM images of WT (A10.1) (A–E, K, and L) and *spp1* (F–J, M, and N) inflorescences at 10–16 DAS (left to right, one picture for each stage, respectively). Yellow arrow, fused primary BMs; blue arrow, failed initiation of primary BM; white arrows, elongated branch primordia. (O–S) Comparisons of WT (white) and *spp1* (gray) inflorescences as measured from SEM photos. O, meristem height and (P) meristem width (µm) at 10–14 DAS. Q, Inflorescence length (mm) at 10–14 DAS. R and S, Number of primary BMs per vertical row (R) and the total number visible from one side of the inflorescence (S). Box plots as in Figure 1. Significance values determined by ANOVA and Tukey’s honestly significant difference (HSD) test. Boxes with the same letter are not significantly different at *P* < 0.05. Mean, sd, sample sizes, and *P*-values in Supplemental Table S2.

*spp1* was defective in branch elongation and meristem fate determination. Branch primordia in *spp1* elongated more than those in A10.1 (Figure 3, A–N). While most bristles in A10.1 had lost their meristematic tip completely by 16 DAS (Figure 3L), bristles often retained their meristem in *spp1* (Figure 3N) even at 18 DAS (Figure 2, A and B).

### The *Spp1* ortholog in maize, *ZmAux1*, enhances effects of auxin-related genes

Because *S. viridis* lacks a set of auxin-related mutants, we used maize to test genetic interactions of AUX1 with other loci. The mutant for the *SPP1* ortholog in maize, *zmaux1*, produced fewer branches in the tassel and fewer spikelets per row in the ear and tassel compared to the WT (W22 inbred) and heterozygous controls (Supplemental Table S3), a phenotype analogous to that in *S. viridis* (Figure 4, A–G). Also like *S. viridis*, the mutation had no obvious effect on IM sizes (Figure 4, A–F). Spikelets in *Zea* occur in pairs, with a pair generally interpreted as a short lateral branch (Vollbrecht et al., 2005; Whipple, 2017). Therefore, if *zmaux1* affects higher order branches in the inflorescence, it should affect whether both members of the pair initiate and indeed *zmaux1* showed more single and fewer paired spikelets in both ear and tassel (Figure 4, A–F and H; Supplemental Table S3). The tips of *zmaux1* ears were often elongated as were some individual spikelets themselves (Figure 4E), similar to the spikelet-tipped bristles in the *spp1* mutant. Thus *SPP1* controls branch initiation, elongation and fate determination, but not IM size, in both *S. viridis* and maize.

**Figure 4:**
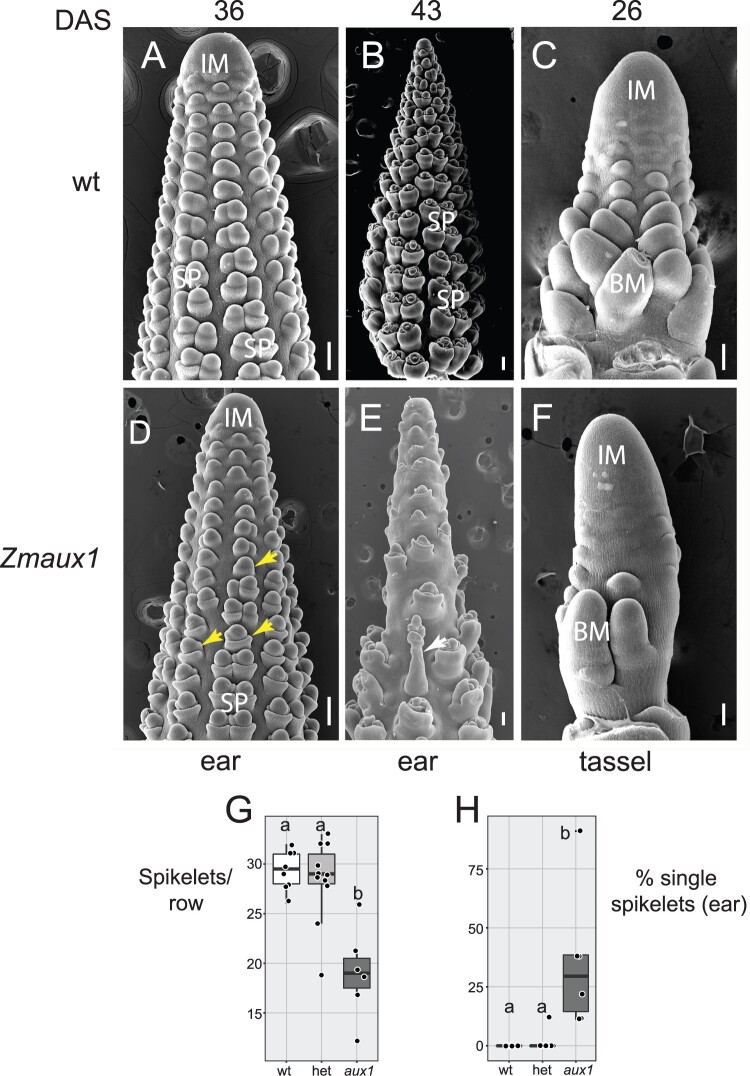
Early ear and tassel inflorescences of *zmaux1*. A–F, SEM images of WT (W22) (A–C) and *zmaux1* (D–F) inflorescences. A and B, are heterozygous WT; *Zmaux1* (C) is homozygous WT. Ears (A, B, D, and E) at 36 (A and D) and 43 DAS (B and E). Tassel at 26 DAS (C and F). Yellow arrows, single spikelets. White arrow, elongated spikelet. G, Number of spikelets per vertical row in the ear in WT (white), heterozygote (light gray) and *zmaux1* (dark gray) plants. H, Percentage single spikelets in ear. Colors as in (G). Box plots as in Figure 1. Significance values determined by ANOVA and Tukey’s HSD test. Boxes with the same letter are not significantly different at *P* < 0.05. Mean, sd, sample sizes, and *P*-values in Supplemental Table S3. Scale = 100 μm. SP, spikelet pair.

We crossed three well-characterized auxin mutants in maize to *zmaux1*, guided by the presumed pathway shown in Figure 5A based on their biochemical functions. These included an auxin biosynthesis mutant (*vanishing tassel 2* [*vt2*], encoding a grass-specific tryptophan aminotransferase; Phillips et al., 2011), a regulator of auxin efflux (*barren inflorescence 2* [*bif2*], encoding a serine/threonine kinase co-orthologous to PINOID in Arabidopsis; McSteen et al., 2007; Pressoir et al., 2009), and an auxin signaling protein (*Bif4*, encoding an AUXIN/INDOLE-3-ACETIC ACID (Aux/IAA) protein; Galli et al., 2015).

**Figure 5:**
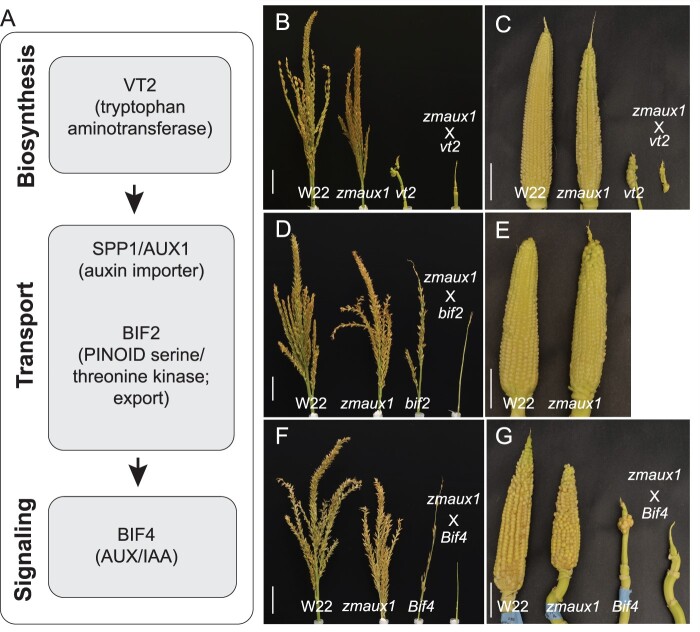
Auxin double mutant analysis in maize. A, Model showing hypothesized relationship of classic genes involved in auxin biosynthesis, transport and signaling, based on information from the literature regarding function. (B, D, and F) tassels and (C, E, and G) ears from F2 progeny of crosses between *zmaux1* and *vt2* (B and C), *bif2* (D and E), and *Bif4* (F and G). Genotypes in each panel are, left to right, WT, *zmaux1*, classical mutant, and double mutant. Most *bif2* and *zmaux1bif2* mutants fail to produce ears. Scale = 5 cm.

Plants with the mutant allele *zmaux1* had reduced branching in the ear and tassel in all three mutant families (*vt2, bif2*, and *Bif4*) (Figure 5, B–G; Supplemental Figures S3–S5). Kernel number, reflecting the total number of spikelets and hence the total number of branches, was also significantly reduced by the *zmaux1* single mutant in *vt2* and *Bif4* mutant families (*bif2* mutants failed to initiate ears), although traits that might contribute to total kernels (ear row number, spikelets per row) were not significantly lower in all cases, probably due to small sample size (Supplemental Table S3; Supplemental Figures S3, D, S4, D, and S5, D). Number of tassel branches was also significantly lower in all cases, but the number and density of spikelets on the main spike of the tassel was not always affected. In contrast, tassel length, height of the flag leaf, and total number of leaves was not significantly different for *zmaux1* mutants (Supplemental Table S3; Supplemental Figures S3–S5).

The effect of the double mutants on inflorescence characteristics is consistent with what we know about the function of the underlying genes. The locus defective in auxin biosynthesis, *vt2*, almost completely abolished branching in both the tassel and ear and suppressed growth of the tassel, thereby completely obviating any effect of *zmaux1*. *vt2* single mutants were indistinguishable from *zmaux1;vt2* double mutants for these traits (Figure 5B; Supplemental Figure S3, B–G). Likewise, BIF2 phosphorylates the auxin efflux carrier ZmPIN1 and its mutation blocks inflorescence branching, presumably by preventing auxin efflux (Skirpan et al., 2009). *bif2* single mutants were also indistinguishable from the *zmaux1;bif2* double mutant for the same branching traits as *vt2* (Supplemental Figure S4, B–G). *Bif4* encodes a protein involved in auxin signaling and creates a less severe defect in branching than *vt2* and *bif2* (Supplemental Figure S5). The *Bif4* mutant phenotype is significantly enhanced in the *zmaux1;Bif4* double mutant for kernel number, tassel branch number, and density of spikelets on the main spike of the tassel, although the effect on ear row number, spikelets per row, and spikelets on the main spike was nonsignificant (Supplemental Figure S5, B–G).

The double mutants had an unexpected effect on vegetative characteristics. As reported previously, the *vt2* and *bif2* mutations led to slight but nonsignificant reductions in flag leaf height and significant reductions in leaf number (McSteen et al., 2007; Phillips et al., 2011), an effect that was enhanced by *zmaux1*; the phenotypes of *zmaux1;vt2* and *zmaux1;bif2* were significantly more severe than either single mutant (Supplemental Figures S3, I and J and S4, I and J). Vegetative traits in the *Bif4* family were less striking than in the other families. Neither *zmaux1* nor *Bif4* single mutants significantly affected leaf number or plant height, but height to the flag leaf was significantly lower in double mutants (Supplemental Figure S5, I and J). The synergistic effect in double mutants involving all three auxin-related genes indicates that *zmaux1* does indeed function in the auxin pathway, and moreover, that auxin import has a role in normal leaf production.

### SPP1 localizes to epidermal cells in BMs in the inflorescence

SPP1 was localized in the *S. viridis* inflorescence using a translational fusion with a green fluorescent protein (GFP) fused to SPP1 (SPP1-iGFP) in an internal facing (cytoplasmic) N-terminal hydrophilic loop of SPP1 (Supplemental Figure S6A). We initially placed *SPP1-iGFP* under a constitutive promoter (*proPvUBI1::SPP1-iGFP*) to check its integrity with transient expression assays in leaves of *Nicotiana benthamiana*. SPP1-iGFP localized preferentially to a thin line at the periphery of epidermal cells, consistent with PM localization (Supplemental Figure S6, B–D).

SPP1-iGFP localization is consistent with its presumed routing through the secretory pathway to the PM as well as the nuclear membrane. Using tissue culture transformation, we introduced our *SPP1-iGFP* construct driven by its native promoter (*proSPP1::SPP1-iGFP*) to *spp1* mutants, validated three independent events by PCR genotyping, and selected one containing an expressed transgene (*spp1_T*) for further characterization (Supplemental Figure S7, A and B). SPP1-iGFP partially rescued defects in *spp1* inflorescences (Supplemental Figure S7, C–I; Supplemental Table S4). For all traits examined, the mean value for the transgenic plants was shifted in the direction of the WT value although the difference between transgenic SPP1-iGFP and *spp1_NT* was not always significant. For plant height at 34 DAS (Supplemental Figure S7D), panicle length (S7F), and spikelets per primary branch (S7H), values for SPP1∼GFP plants were neither significantly different from WT nor from *spp1_NT*, although WT and *spp1_NT* differed significantly from each other. SPP1-iGFP also significantly reduced the agravitropic root phenotype of *spp1* (Supplemental Figure S7, J and K). SPP1-iGFP thus appears to function as a weak mutant allele of SPP1 but is less severe than the original mutation.

Confocal imaging in the T_3_ generation showed that in the developing inflorescence, emerging leaves, and roots, GFP signals were mostly on the cell periphery of outer epidermal layers (Figure 6, A–F; Supplemental Figure S6, E–J). SPP1-iGFP in leaves colocalized with FM4–64, a marker of the PM, confirming that the peripheral location of the signal indeed came from the membrane (Figure 6, D–F). SPP1-iGFP was also visible in a fine perinuclear line, likely to be the nuclear membrane (Figure 6C; Supplemental Figure S6, H and I), and in transcellular strands extending from the nucleus to the PM (Figure 6C).

**Figure 6:**
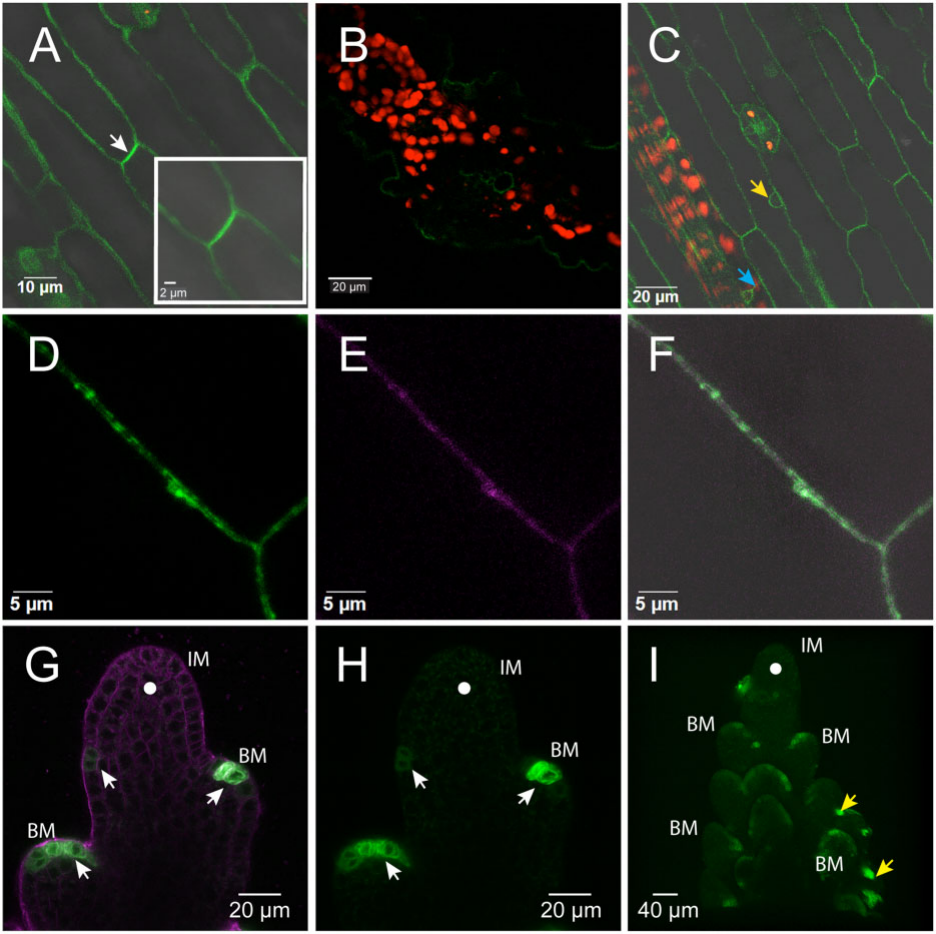
Expression pattern and subcellular localization of SPP1-iGFP in *S. viridis*. A–F, Localization of SPP1-iGFP in stably transformed *S. viridis* leaves at 8 DAS. A, Leaf surface showing fluorescent signals on the PM. Strongest signals on the PM may indicate weak polar localization (white arrowhead). B, Leaf cross section showing SPP1 expression in epidermis and veins. C, Leaf showing weak GFP signals on the transcellular strands (cyan arrowhead) extending from nucleus to PM, and around the nuclear membrane (yellow arrowhead). Red, chlorophyll autofluorescence. D–F, Leaf cells expressing SPP1-iGFP (D; green), counterstained with FM4–64 (E; magenta), visible as a thin line on the PM. Overlay (F) merges (D) and (E). (A, C–F) are single confocal sections; (B) is a projection of several sections. Scales as noted on images. G–I, Localization of SPP1-iGFP in stably transformed *Setaria* inflorescences at 11 DAS. G and H, Expression of SPP1-iGFP fusion protein in primary BMs along inflorescence flanks (white arrowheads). IM lacks fluorescent signals (closed white circle). G, Merged image of green (GFP signals) and magenta (FM4–64 signals) channels. H, Green channel only. See also Supplemental Movie S1. I, A single epidermal confocal focal plane from Supplemental Movie S2 showing epidermal enrichment of SPP1-iGFP expression in meristems of elongating primary branches. A few secondary branches also express SPP1-iGFP (yellow arrowheads). Merged image of green (GFP signals) and magenta (for FM4–64 signals) channels. For (G and H) only, green channel with 0.7 gamma correction to make dim signal on left side of meristem more apparent. All other images uncorrected and linear.

SPP1-iGFP appeared in narrow arc at the apex of and possibly adaxial to primary BMs of the inflorescence (Figure 6, G–I; Supplemental Movie S1) but was absent from the IM itself. Expression remained undetectable in older IMs and decreased in older BMs but was visible in secondary meristems in a position analogous to that seen in primary BMs (Figure 6H; Supplemental Movie S2). Expression decreased or disappeared in older IMs and older BMs (Figure 6I; Supplemental Movie S2). SPP1-iGFP expression was consistently absent in apical regions of both IM and vegetative shoot apical meristems (Figure 6; Supplemental Movies S1–S3).

### *SPP1* affects expression of inflorescence developmental genes

We used RNA-seq to compare gene expression in A10.1 and *spp1* inflorescences at 10, 12, and 14 DAS (see Figure 3; Supplemental Tables S5–S7); transcripts were clustered with WGCNA (Langfelder and Horvath, 2008). 

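The comparison rested on 22 RNA libraries from whole inflorescences of A10.1, the wild-type accession, and of the *spp1* mutant. Each genotype had 4 libraries at 10 DAS, 3 at 12 DAS, and 4 at 14 DAS. The authors trimmed the reads with Trimmomatic and mapped them with tophat2 to version 1 of the S. viridis genome. They called differential expression with cuffdiff and extracted FPKM values for 35214 primary transcripts. Between 10.4 M and 24.3 M first reads per library mapped, which was 86.69% to 93.22% of the reads. The median per group ranged from 14.3 M in *spp1* at 14 DAS to 18.7 M in A10.1 at 12 DAS. FPKM values carry no counts, so the precision given here comes from the spread between replicates, and a gene listed at 0 has no upper limit attached to it. In total, 7222 genes were listed at 0 in all 22 libraries. Differences between genotypes were tested on log2(FPKM + 1) with limma, each stage alone, over the genes with a mean of at least 1 FPKM in the libraries of that stage. The p-values were adjusted within each stage by the Benjamini-Hochberg method, with a threshold of 0.05. All fold changes compare *spp1* with A10.1. The first principal component, PC1, held 48.8% of the variance and had its 8 lowest values in the 10 DAS libraries, whereas PC2 held 13.55%. The later stages overlapped on PC1, where replicate 4 of *spp1* at 14 DAS (13.11) lay below the A10.1 libraries of 12 DAS. Replicate 4 of *spp1* at 14 DAS lay at -58.23 on PC2, with the other 21 libraries between -22.43 and 26.39. This library also had the fewest mapped reads and the lowest mapped share of the 22.

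**Figure D1:**
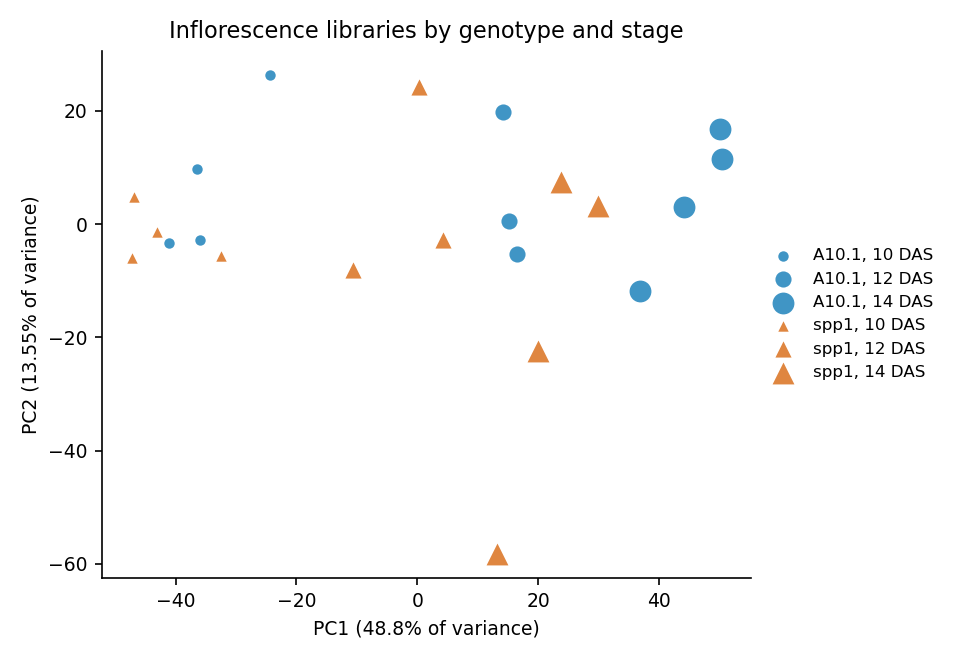
Positions of the 22 libraries on PC1 and PC2 of log2(FPKM + 1), in arbitrary units, with circles for A10.1, triangles for *spp1*, and larger symbols for later stages. The 10 DAS libraries have the lowest values on PC1, and replicate 4 of *spp1* at 14 DAS stands alone at -58.23 on PC2.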

Among the 10,434 transcripts in the analysis, we identified seven co-expression modules in A10.1 inflorescences and ten in *spp1* (Supplemental Figure S8). 

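The selection that the methods describe was applied to the 20 libraries shown in Supplemental Figure S8, which leaves out replicate 4 of both genotypes at 10 DAS. A mean of at least 5 FPKM in at least 1 of the 6 groups was reached by 13964 transcripts. The 75% of these with the largest median absolute deviation of log2(FPKM + 1) made up a set of 10473 transcripts. With all 22 libraries the same selection held 10434 transcripts. The requirement of 5 FPKM in every group moved the number most and left 8786. WGCNA modules were not computed here. In their place, the selected transcripts were clustered within each genotype by average linkage on 1 minus Pearson's r, and the trees were divided into 7 clusters for A10.1 and 10 for *spp1*, the numbers of modules in the study. Clusters of at least 100 transcripts numbered 5 in A10.1 and 6 in *spp1*, and together held 10369 and 10311 transcripts.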

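Preservation was measured as the mean pairwise correlation of a cluster's transcripts in the libraries of the other genotype, set against 1000 random sets of as many selected transcripts. These correlations are across libraries that include all 3 stages, and the transcripts are not independent replicates. Of the 11 clusters with at least 100 transcripts, 8 had a higher mean correlation in the other genotype than every random set. They were 4 of the 5 clusters of A10.1 and 4 of the 6 clusters of *spp1*. The exceptions were the smallest clusters. One held 140 transcripts of A10.1 and had a mean correlation of 0.118 in *spp1*, against 0.221 for the highest random set. The others held 155 and 100 transcripts of *spp1*, with mean correlations of 0.162 and 0.0719 in A10.1 and highest random values of 0.255 and 0.294. With complete linkage, 13 of 16 clusters did so, with all 22 libraries 6 of 10, and with 5 FPKM required in every group 7 of 10.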

None of the modules was genotype specific and most were strongly preserved between genotypes (Supplemental Figure S9). For example, the largest module in A10.1 (turquoise) included 6650 transcripts with low expression at 10 DAS, moderate at 12, and high expression at 14 DAS; 5,571 of these transcripts fell into either the turquoise or blue modules in *spp1*, which showed a similar overall pattern (Supplemental Figures S8 and S9B). 

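The largest cluster of A10.1 held 6293 transcripts, with a mean pairwise correlation of 0.638 in A10.1 and 0.497 in *spp1*, where the highest of the random sets reached 0.116. In *spp1* the largest cluster held 5175 transcripts, with 0.666 in *spp1* and 0.656 in A10.1. The rise with stage was also tested transcript by transcript, with limma in each genotype alone, as the difference between 14 and 10 DAS among the 10473 selected transcripts. In A10.1, 4925 transcripts rose, and in *spp1*, 1025 rose. Both genotypes shared 969 of these, 19.7% of those that rose in A10.1. Irrespective of the threshold, 4778 of the 4925 transcripts (97%) had a higher mean at 14 than at 10 DAS in *spp1*. Across the selected transcripts, the stage changes of the 2 genotypes had a Pearson's r of 0.906. The number rising in *spp1* depended on single libraries. Without replicate 4 of *spp1* at 14 DAS, 2424 transcripts rose in *spp1* and 2282 in both genotypes, whereas without replicate 1 of *spp1* at 10 DAS, 612 rose in *spp1* and 585 in both.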

Most gene ontology (GO) terms were comparable between the two genotypes, but the terms “cellular response to auxin stimulus,” “response to gibberellin,” and “regulation of abscisic acid-activated signaling pathway” showed differential enrichment (Supplemental Figure S10).

Consistent with the high conservation of the WGCNA expression modules, relatively few transcripts were differentially expressed between A10.1 and *spp1*. 

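Between 17645 and 17937 genes were tested per stage, and 363 genes passed the threshold of limma's test at 1 or more stages. Both 12 and 14 DAS shared 30 of these genes, all changed in the same direction, and Sevir.5G459100, Sevir.3G410800, and Sevir.2G038600 passed at all 3 stages. The values of the 2 genotypes did not overlap for 2.59% of the genes tested at 10 DAS, where chance gives 2.86%. At 12 DAS the share was 12.8% against 10% by chance, and at 14 DAS it was 14.3% against 2.86%. The difference between genotypes was further tested for a change with stage, by limma's F test of the genotype by stage interaction in a fit of all 22 libraries. Of 17896 genes, 11 had an adjusted p under 0.05 and 872 an unadjusted p under 0.05. Genes that the authors' deposited tables list as differentially expressed were tested here in 145, 741, and 2457 cases at 10, 12, and 14 DAS. The direction was the same as in the authors' deposited table for 145, 740, and 2457 of them. An unadjusted p under 0.05 from limma was found for 109, 665, and 1949 of these genes. The authors' calls come from the same libraries, so these counts are not independent evidence.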

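At 10 DAS, 5 of 17937 genes had an adjusted p under 0.05 in limma's test, 3 of them higher and 2 lower in *spp1*, and 746 genes had an unadjusted p under 0.05. A log2 fold change above 1 or below -1 was found for 4 of the 5 genes. Sevir.5G459100, annotated in the authors' deposited table as a probable glutathione S-transferase, was listed at 0 in the 4 libraries of A10.1 and had 14.7 ± 8.50 FPKM (SD, n = 4) in *spp1* (adjusted p = 0.00468 by limma). Sevir.3G410800, annotated as a subunit of RNA polymerase III, had 7.33 ± 1.41 FPKM (SD, n = 4) in A10.1 and 1.09 ± 0.442 (SD, n = 4) in *spp1*, a log2 fold change of -2.00 (adjusted p = 0.00468 by limma). Both genes remained past the threshold in the 8 fits that each left out 1 library. Over the 4 alternatives run for single genes, the adjusted p reached 0.0313 for Sevir.5G459100 and 0.0704, which is not past the threshold, for Sevir.3G410800. The log2 fold change was 1.22 for Sevir.J017200, -1.36 for Sevir.2G038600, and 0.87 for Sevir.3G039300, which encodes a PWWP domain protein and is 1 of 25 neighbouring genes on chromosome 3 that were higher in *spp1*. The adjusted p of these 3 genes, 0.0236, 0.0423, and 0.0395 by limma, rose as far as 0.140, 0.201, and 0.191 when 1 library was left out, and to 0.152, 0.114, and 0.156 over the 4 alternatives. Sevir.J017200 and Sevir.2G038600 each remained past the threshold in 1 of the 8 fits, and Sevir.3G039300 in 0 of the 8. The number of genes was 2 without replicate 1 of A10.1 and 5 without replicate 4 of A10.1. A single fit of all 22 libraries moved the count most, to 42 genes.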

At 10 DAS, before the mutant phenotype was visible, only 166 genes were differentially expressed, 57 of which differed more than two-fold (Figure 7A; Supplemental Table S7). At 12 and 14 DAS, still only a few hundred genes were differentially expressed (Figure 7A; Supplemental Table S7), with slightly more downregulated than upregulated in the mutant compared to WT.

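At 12 DAS, 51 of 17718 genes passed the threshold in limma's test, 16 higher and 35 lower in *spp1*, and 30 of them changed more than 2-fold (3 higher, 27 lower). At 14 DAS, 341 of 17645 genes passed, 120 higher and 221 lower, and 78 changed more than 2-fold (13 higher, 65 lower). Unadjusted p-values under 0.05 were found for 1604 and 4039 genes. With a mean of at least 5 FPKM, 20 genes were higher and 25 lower at 12 DAS. The share of lower genes at 14 DAS was 64.8% with FPKM as deposited. When each library was divided by its median ratio to the geometric mean of the libraries, 423 genes passed and 43.3% of them were lower (240 higher, 183 lower), so the majority changed sides. Over all genes tested at 14 DAS, the median log2 fold change was -0.0966 as deposited and -0.0015 after this scaling. Single libraries moved the counts. At 12 DAS they ranged from 9 genes without replicate 4 of A10.1 to 81 without replicate 1 of *spp1*, and at 14 DAS from 65 without replicate 1 of A10.1 to 574 without replicate 4 of *spp1*. Fitting all 22 libraries together gave 93 genes at 12 DAS and 1559 at 14 DAS. Sevir.5G459100 remained higher in *spp1*, with 11.3 ± 3.84 FPKM against 0.103 ± 0.0929 at 12 DAS (SD, n = 3 each, adjusted p = 0.00205 by limma) and 12.1 ± 6.08 FPKM at 14 DAS, where all 4 A10.1 libraries were listed at 0 (adjusted p = 0.000777 by limma). Sevir.2G038600, described as uncharacterized, had log2 fold changes of -2.03 and -1.88 at 12 and 14 DAS (adjusted p = 0.000381 and 0.000101 by limma), with every *spp1* library below every A10.1 library. Among the other genes with the largest changes and no overlap between genotypes, Sevir.9G098200 was listed at 0 in the 3 A10.1 libraries of 12 DAS and had 5.54 ± 1.61 FPKM (SD, n = 3) in *spp1* (adjusted p = 0.00205 by limma). It passed in all 6 fits with 1 library left out, but not in the fit of all 22 libraries (adjusted p = 0.198, the highest of 0.00264 to 0.198 over the alternatives). Its log2 fold change was 1.6 at 10 DAS, where the A10.1 libraries ranged from 0 to 6.67 FPKM. At 14 DAS it was 0.10, with libraries at 0 in both genotypes. Sevir.1G221000, annotated as an ESR2-like ethylene-responsive transcription factor, fell from 14.1 ± 4.66 FPKM (SD, n = 3) to 2.56 ± 0.622 (SD, n = 3) at 12 DAS (adjusted p = 0.0175 by limma, and up to 0.0713 with 1 library left out). The fit of all 22 libraries gave an adjusted p of 0.234 for this gene, the highest of 0.00284 to 0.234 over the alternatives. Sevir.1G308700, an NF-Y subunit B-9-like gene, fell from 21.8 ± 6.36 to 3.39 ± 1.83 FPKM at 12 DAS (SD, n = 3 each, adjusted p = 0.0424 by limma, up to 0.112 with 1 library left out, and 0.0042 to 0.0631 over the alternatives). At 14 DAS, Sevir.9G258500 was listed at 0 in the 4 *spp1* libraries and had 5.01 to 7.98 FPKM in A10.1 (adjusted p = 8.1e-05 by limma), and it passed in all 8 fits with 1 library left out. At 10 DAS its libraries ranged from 0 to 11.07 FPKM in A10.1 and from 0 to 9.47 in *spp1* (log2 fold change -0.05). At 12 DAS they ranged from 0 to 9.16 FPKM in A10.1 and were all at 0 in *spp1*. Sevir.1G359500 was higher in *spp1* at 14 DAS (log2 fold change 2.78, adjusted p = 0.0444 by limma), and it passed in 1 of the 8 such fits. Its mean was lower in *spp1* at 10 and 12 DAS (log2 fold changes of -1.497 and -1.027), neither past the threshold. At 10 DAS its libraries ranged from 0 to 11.52 FPKM in A10.1 and from 0 to 7.03 in *spp1*. At 12 DAS they ranged from 0 to 7.47 FPKM in A10.1 and were all at 0 in *spp1*. Sevir.9G187300 is annotated as an auxin-repressed protein. At 14 DAS it had 60.7 ± 27.8 FPKM in A10.1 and 9.31 ± 5.32 in *spp1* (SD, n = 4 each, adjusted p = 0.0218 by limma). Its adjusted p lay between 0.00861 and 0.0722 in the 8 fits with 1 library left out, 5 of which remained past the threshold. Sevir.3G158100, a glucosyltransferase gene, had 31.3 ± 13.8 FPKM in A10.1 and 5.53 ± 3.47 in *spp1* at 14 DAS (SD, n = 4 each), with an adjusted p of 0.0273 by limma and up to 0.0901 with 1 library left out.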

**Figure 7:**
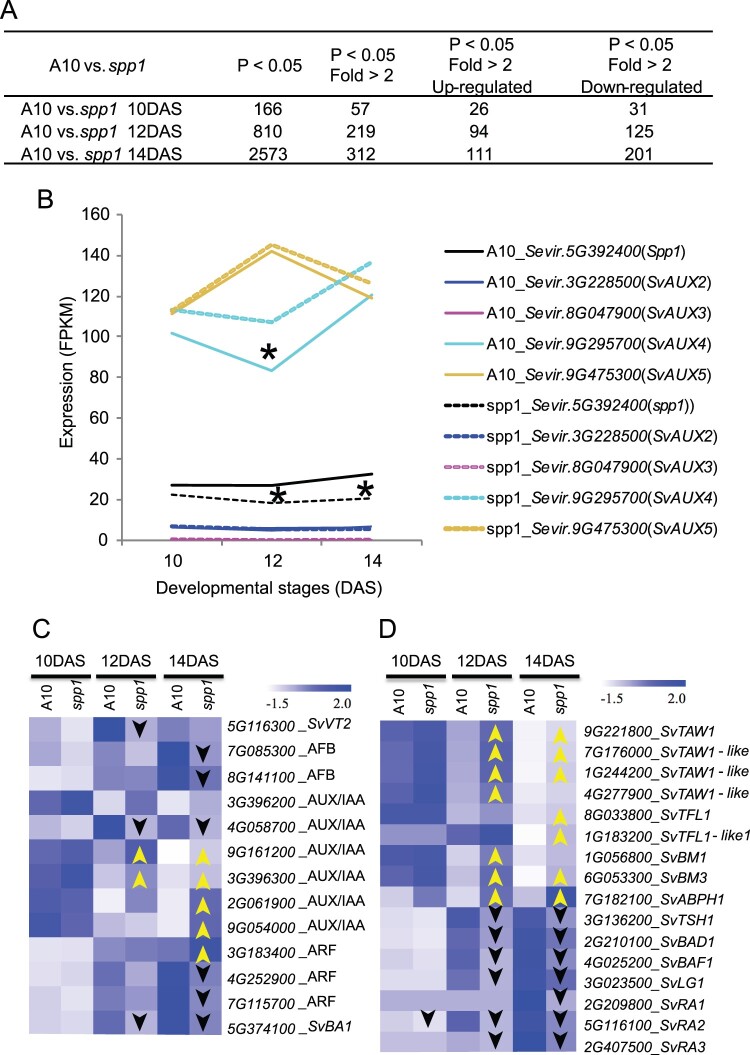
Differentially expressed genes in *spp1* inflorescences at 10, 12, and 14 DAS. A, Numbers of genes that are differentially expressed, upregulated or downregulated between WT (A10.1) and *spp1* at each time point. B, Expression of the five auxin influx carrier genes in *S. viridis* in WT and *spp1* inflorescences. C, Heat map comparing expression of selected auxin pathway-related genes in WT (A10.1) and *spp1* inflorescences. D, Heat map of selected differentially expressed genes involved in inflorescence branching. Yellow upward pointing arrows and black downward pointing arrows indicate upregulation and downregulation, respectively, compared to A10.1 at the same developmental stage. Asterisk indicates expression significantly different between mutant and WT plants at q < 0.05. Data from RNA-seq experiments, three to four biological replicates at each time point.

We investigated the expression of *SPP1* and its four homologs, *SvAUX2–SvAUX5* (Figure 7B); *SvAUX1* is *SPP1* and will be referred to as such here. 

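*SPP1* (Sevir.5G392400) had 27.4 ± 7.43 FPKM (SD, n = 4) in A10.1 and 22.5 ± 5.49 (SD, n = 4) in *spp1* at 10 DAS, a log2 fold change of -0.27 (standard error 0.20, adjusted p = 0.960 by limma). The values were 27.0 ± 2.30 FPKM (SD, n = 3) and 18.4 ± 2.79 (SD, n = 3) at 12 DAS, a log2 fold change of -0.54 (standard error 0.12, adjusted p = 0.143 by limma). At 14 DAS they were 32.6 ± 2.61 FPKM (SD, n = 4) and 20.8 ± 5.4 (SD, n = 4), a log2 fold change of -0.65 (standard error 0.16, adjusted p = 0.0720 by limma). Every *spp1* library lay below every A10.1 library at 12 DAS (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow) and at 14 DAS (p = 0.0286 in the same exact test, the smallest that 4 against 4 allow). With all 22 libraries in 1 fit, the adjusted p at 14 DAS was 0.0332 by limma. Over the alternatives with all libraries of the stage, the adjusted p ranged from 0.0424 to 0.477 at 12 DAS and from 0.0332 to 0.154 at 14 DAS. Leaving out replicate 4 of *spp1* at 14 DAS changed the log2 fold change to -0.80 (adjusted p = 0.00894 by limma), and over the 8 such fits the adjusted p reached 0.206. A transcript of *SPP1* was present in all *spp1* libraries, at no less than 16.52 FPKM.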

*SPP1* expression in *spp1* mutants was significantly reduced at 12 and 14 DAS compared to that in A10.1 (Figure 7B), as shown previously with RT-qPCR (Huang et al., 2017). At all three time points of both genotypes, expression of *SvAUX2* was several fold lower than that of *SPP1* and *SvAUX3* was scarcely expressed at all (fragments per kilobase of transcript per million [FPKM] values <1 for all samples; Supplemental Table S6). 

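*SvAUX2* (Sevir.3G228500) had between 3.6 and 9.96 FPKM over the 22 libraries. Within each library its value was below that of *SPP1* in 22 of 22 cases, by 2.24-fold to 7.03-fold with a median of 4.36-fold. *SvAUX3* (Sevir.8G047900) lay between 0 and 0.93 FPKM. Such ratios between genes also depend on the transcript lengths and the mappability that enter the FPKM values, so they compare the genes less directly than libraries of 1 gene.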

*SvAUX4* and *SvAUX5* were more highly expressed than *SPP1* over all three time points. 

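*SvAUX4* (Sevir.9G295700) ranged from 72.73 to 156.91 FPKM and exceeded *SPP1* in 22 of 22 libraries, by 2.69-fold to 8.21-fold. *SvAUX5* (Sevir.9G475300) ranged from 85.11 to 162.2 FPKM, and it too exceeded *SPP1* in 22 of 22 libraries, by 3.25-fold to 9.17-fold.

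**Figure D2:**
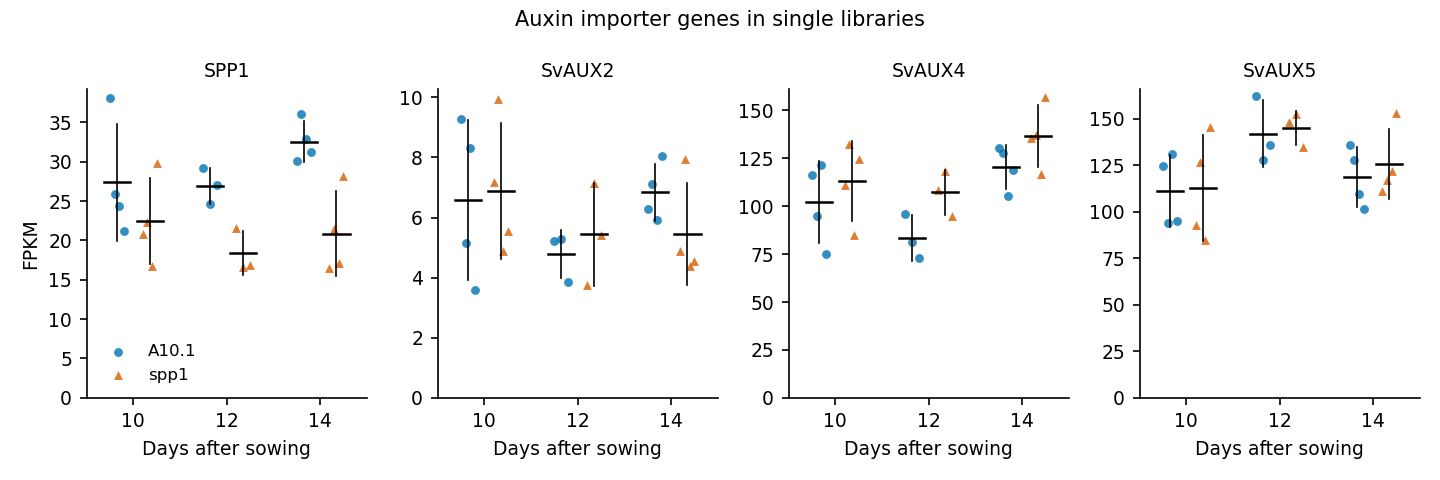
FPKM of *SPP1*, *SvAUX2*, *SvAUX4*, and *SvAUX5* in single libraries against days after sowing, with circles for A10.1 and triangles for *spp1*. Horizontal bars are means and vertical bars are 1 SD (n = 3 or 4). Every triangle of *SPP1* lies below every circle at 12 and 14 DAS, and the values of *SvAUX4* and *SvAUX5* stay above 72 FPKM.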

Among *SvAUX2–SvAUX5*, only *SvAUX4* differed significantly in *spp1* mutants, with higher expression in mutant plants than in A10.1 (Figure 7B), possibly indicating a compensation effect. 

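At 12 DAS, *SvAUX4* had 83.3 ± 11.8 FPKM (SD, n = 3) in A10.1 and 107 ± 11.6 (SD, n = 3) in *spp1*. The log2 fold change was 0.36 (standard error 0.13, adjusted p = 0.366 by limma), and 2 of the 3 *spp1* libraries lay above all A10.1 libraries (exact permutation test, p = 0.2). At 10 and 14 DAS the log2 fold changes were 0.16 and 0.18 (adjusted p = 0.960 and 0.326 by limma). The difference between stages was not past the threshold (adjusted p = 0.956 for the interaction by limma). *SvAUX2* changed by 0.09, 0.13, and -0.31 on the log2 scale at 10, 12, and 14 DAS, and *SvAUX5* by 0.00, 0.04, and 0.08, with adjusted p-values of 0.294 or more by limma. The sign of the change of *SvAUX2* depended on single libraries at 10 DAS, where it ranged from -0.13 to 0.26 with 1 library left out, and at 12 DAS, where it ranged from -0.06 to 0.33. The change of *SvAUX5* also crossed 0 at each stage when 1 library was left out. No fit placed *SvAUX2*, *SvAUX4*, or *SvAUX5* past the threshold.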

*SPP1*, *SvAUX2*, *4*, and *5* belong to the turquoise module in A10.1, members of which are downregulated at 10 DAS but upregulated by 14 DAS. 

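*SPP1*, *SvAUX2*, *SvAUX4*, and *SvAUX5* were all among the 10473 transcripts selected here, and *SvAUX3* was not. None of the 4 passed the threshold for a change from 10 to 14 DAS in either genotype. The changes given next come from fits of all libraries of each genotype, over genes with a mean of at least 1 FPKM. In A10.1 the log2 change from 10 to 14 DAS was 0.27 for *SPP1* (standard error 0.15, adjusted p = 0.140 by limma), 0.11 for *SvAUX2* (standard error 0.22, adjusted p = 0.692), 0.26 for *SvAUX4* (adjusted p = 0.157), and 0.10 for *SvAUX5* (adjusted p = 0.562). In *spp1* it was -0.11 for *SPP1* (standard error 0.19, adjusted p = 0.742 by limma) and -0.28 for *SvAUX2* (standard error 0.23, adjusted p = 0.437). *SvAUX4* and *SvAUX5* rose by 0.28 and 0.18 in *spp1* (adjusted p = 0.190 and 0.480 by limma). The opposite signs of *SPP1* and *SvAUX2* were tested as an interaction of genotype and stage, which gave adjusted p-values of 0.939 and 0.943 by limma.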

In *spp1* mutants, the expression pattern reverses for *SPP1* and *SvAUX2* (Supplemental Figure S11).

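Supplemental Table S8 lists 85 auxin pathway genes, of which 67 were expressed highly enough to be tested at any one stage, not all of them the same genes from stage to stage. At 10 DAS, 0 of the 67 genes had an adjusted p under 0.05 by limma over all genes, and 4 had an unadjusted p under 0.05. The corresponding numbers were 2 and 10 at 12 DAS, and 1 and 20 at 14 DAS. *SvBA1* was past the threshold at both later stages and 3G396200_AUX/IAA at 12 DAS. Adjusted over the list alone, 0, 5, and 7 genes passed at 10, 12, and 14 DAS. The list was drawn up in the study of these libraries, so these counts are not independent evidence. At 12 DAS the count over all genes was 1 to 3 with 1 library left out. At 14 DAS it reached 7 without replicate 4 of *spp1*. The fit of all 22 libraries gave 9 genes at 14 DAS, and the replicate number as a block gave 2.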

Only a few auxin-related genes differed significantly in expression between genotypes (Figure 7C; Supplemental Table S8). In A10.1 these fell into the turquoise, blue and brown modules (Supplemental Figure S11), which together include most of the transcripts. 

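*SvBA1* (Sevir.5G374100) had 48.1 ± 7.92 FPKM (SD, n = 3) in A10.1 and 16.2 ± 1.76 (SD, n = 3) in *spp1* at 12 DAS, a log2 fold change of -1.5 (standard error 0.14, adjusted p = 0.00953 by limma). At 14 DAS it had 77.2 ± 14.6 FPKM (SD, n = 4) and 33.0 ± 2.06 (SD, n = 4), a log2 fold change of -1.19 (standard error 0.13, adjusted p = 0.00350 by limma). Both calls held with each library left out in turn, with adjusted p-values up to 0.0493. The call at 12 DAS was lost in the fit of all 22 libraries (adjusted p = 0.0982 by limma) and without a filter on low FPKM (adjusted p = 0.0521), and among the alternatives with all libraries the adjusted p was lowest at 0.00594. *SvVT2* (Sevir.5G116300) changed most at 12 DAS, from 33.0 ± 5.69 FPKM (SD, n = 3) to 18.6 ± 3.2 (SD, n = 3), with each *spp1* library below each A10.1 library. Its log2 fold change of -0.79 had an adjusted p of 0.0895 by limma, and 0.00412 in the fit of all 22 libraries, with 0.194 as the highest value among the alternatives (no filter on low FPKM). At 14 DAS the log2 fold change of *SvVT2* was -0.15. At 10 DAS it was -0.32 (standard error 0.08, adjusted p = 0.621 by limma), with all 4 *spp1* libraries below all 4 A10.1 libraries (exact permutation test, p = 0.0286). The F-box gene 7G085300_AFB had a log2 fold change of -0.47 at 14 DAS (adjusted p = 0.0945 by limma) and 8G141100_AFB of -0.44 (adjusted p = 0.178 by limma), with all 4 *spp1* libraries below all 4 A10.1 libraries for both genes (exact permutation test, p = 0.0286 each). Replicate 4 of *spp1* had the lowest value of both F-box genes at 14 DAS. Without it, the log2 fold changes were -0.34 for 7G085300_AFB (adjusted p = 0.0371 by limma) and -0.26 for 8G141100_AFB, which did not pass the threshold in any of the fits.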

*SvVT2* and two auxin signaling F-box binding genes (encoding potential auxin receptors), and a homolog of *BARREN STALK1/LAX PANICLE 1 (SvBA1*, encoding a basic helix*–*loop*–*helix protein expressed downstream of auxin signaling; Komatsu et al., 2003; Gallavotti et al., 2004; Galli et al., 2015) were downregulated at 12 and/or 14 DAS (Figure 7C). 

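Among the AUX/IAA genes drawn in Figure 7C, 3G396200_AUX/IAA had 53.2 ± 4.4 FPKM (SD, n = 3) in A10.1 and 93.3 ± 3.56 (SD, n = 3) in *spp1* at 12 DAS. Its log2 fold change was 0.80 (standard error 0.09, adjusted p = 0.0186 by limma), and the adjusted p lay between 0.0368 and 0.108 when 1 library was left out. At 14 DAS it was 0.50 (adjusted p = 0.0811 by limma, and 0.0101 without replicate 4 of *spp1*). Its neighbour in the identifiers, 3G396300_AUX/IAA, had log2 fold changes of 0.86 at 12 DAS and 0.77 at 14 DAS (adjusted p = 0.0521 and 0.0565 by limma), and every *spp1* library lay above every A10.1 library at both stages. The change of 4G058700_AUX/IAA was in the other direction, with log2 fold changes of -1.31 at 12 DAS and -0.85 at 14 DAS (adjusted p = 0.218 and 0.137 by limma). The remaining genes, 9G161200_AUX/IAA, 2G061900_AUX/IAA, and 9G054000_AUX/IAA, had log2 fold changes of 0.38, 0.44, and 0.78 at 14 DAS, with adjusted p-values of 0.451, 0.0993, and 0.199 by limma. For 9G054000_AUX/IAA the log2 fold change was -0.18 at 10 DAS and -0.07 at 12 DAS. Without replicate 4 of *spp1* at 14 DAS, 3G396300_AUX/IAA, 2G061900_AUX/IAA, and 4G058700_AUX/IAA passed the threshold at that stage as well (adjusted p = 0.0291, 0.0451, and 0.0257 by limma).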

While five of the six *AUX*/IAA genes were upregulated in the mutant, one (*4G058700*_AUX/IAA) was downregulated (Figure 7C; Supplemental Table S8).

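*SvBAF1* (Sevir.4G025200) passed the threshold at both later stages. It had 79.2 ± 19.8 FPKM (SD, n = 3) in A10.1 and 31.5 ± 6.4 (SD, n = 3) in *spp1* at 12 DAS, a log2 fold change of -1.29 (standard error 0.19, adjusted p = 0.0435 by limma). At 14 DAS the values were 100.4 ± 18.1 FPKM (SD, n = 4) and 49.3 ± 6.16 (SD, n = 4), a log2 fold change of -1.0 (standard error 0.15, adjusted p = 0.0133 by limma). With 1 library left out, the call remained in 1 of 6 fits at 12 DAS and in 7 of 8 at 14 DAS, where it was lost without replicate 1 of A10.1 (adjusted p = 0.0549 by limma). With all libraries, the 12 DAS call was lost with a pseudocount of 0.1 (adjusted p = 0.0532 by limma) and with median-ratio scaling (0.0752). It was also lost in the fit of all 22 libraries (0.114) and without a filter on low FPKM (0.128). It remained with a mean of at least 5 FPKM and with the replicate number as a block. *SvTSH1* (Sevir.3G136200) had log2 fold changes of -0.82 at 12 DAS and -0.72 at 14 DAS (adjusted p = 0.126 and 0.125 by limma). Replicate 4 of *spp1* at 14 DAS, with 33.99 FPKM, was the only *spp1* library of that stage within the range of A10.1 for *SvTSH1*. Without it the log2 fold change of *SvTSH1* was -0.96 (adjusted p = 0.00509 by limma). *SvBAD1* (Sevir.2G210100) had log2 fold changes of -0.70 and -0.69 at 12 and 14 DAS (adjusted p = 0.397 and 0.0859 by limma), and -0.85 at 14 DAS without that library (adjusted p = 0.0175 by limma). *SvLG1* (Sevir.3G023500) fell from 43.9 ± 0.905 FPKM (SD, n = 3) to 20.2 ± 11.8 (SD, n = 3) at 12 DAS and from 71.7 ± 13.5 (SD, n = 4) to 46.2 ± 6.20 (SD, n = 4) at 14 DAS. Its log2 fold changes were -1.22 and -0.61 (adjusted p = 0.178 and 0.0623 by limma), and without replicate 1 of *spp1* at 12 DAS the first of these was -1.64 (adjusted p = 0.00533 by limma). At 14 DAS the adjusted p of *SvLG1* was 0.0496 by limma with the replicate number as a block, and up to 0.0996 with the other alternatives. Whether these numbers pair the 14 DAS libraries is uncertain. At 10 DAS the log2 fold changes of *SvBAF1*, *SvTSH1*, and *SvLG1* were -0.50, -0.17, and 0.00 (adjusted p of 0.960 or more by limma), and *SvBAD1* was below the filter on low FPKM.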

Genes whose homologs in maize are important for branch initiation and boundary formation were all downregulated in *spp1* (Figure 7D; Supplemental Table S7), including homologs of *TASSEL SHEATH1* (*TSH1*, encoding a GATA transcription factor [TF]; Wang et al., 2009; Whipple et al., 2010), *BRANCH ANGLE DEFECTIVE1* (a TCP TF; Bai et al., 2012), *BARREN STALK FASTIGIATE1* (an AT-hook protein; Gallavotti et al., 2011) and *LIGULELESS 1* (a nuclear localized protein; Moreno et al., 1997; Lewis et al., 2014). Expression of homologs of the RAMOSA pathway genes *RA1* (encoding a Cys2-His2 zinc-finger TF; Vollbrecht et al., 2005), *RA2* (a *LATERAL ORGAN BOUNDARY* domain TF; Moreno et al., 1997; Bortiri et al., 2006) and *RA3* (encoding a trehalose-phosphate phosphatase) (Satoh-Nagasawa et al., 2006) was also lower in *spp1* (Figure 7D; Supplemental Table S7). 

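*SvRA3* (Sevir.2G407500) had the largest of these changes. It rose in A10.1 from 2.11 ± 0.537 FPKM (SD, n = 4) at 10 DAS to 146 ± 26.7 (SD, n = 4) at 14 DAS, and in *spp1* from 2.13 ± 0.875 (SD, n = 4) to 42.1 ± 1.50 (SD, n = 4). The log2 fold change at 14 DAS was -1.76 (standard error 0.12, adjusted p = 0.000491 by limma), and it remained past the threshold in all 8 fits that left out 1 library, between -1.84 and -1.65. At 12 DAS it was -1.22 (adjusted p = 0.151 by limma), and -1.54 without replicate 1 of *spp1* (adjusted p = 0.0380 by limma). The change of this difference with stage had an adjusted p of 0.0713 for the interaction by limma, the lowest among the genes of Figure 7. *SvRA2* (Sevir.5G116100) had 19.8 ± 1.99 FPKM (SD, n = 3) in A10.1 and 8.53 ± 1.85 (SD, n = 3) in *spp1* at 12 DAS, a log2 fold change of -1.14 (adjusted p = 0.0346 by limma). This call was lost in 5 of the 6 fits that left out 1 library, with adjusted p-values up to 0.114. With all libraries it was lost without a filter on low FPKM (adjusted p = 0.0983 by limma) and with median-ratio scaling (0.0512). It remained in the other alternatives. At 14 DAS *SvRA2* had 25.8 ± 3.95 FPKM (SD, n = 4) and 11.7 ± 2.22 (SD, n = 4), a log2 fold change of -1.08 (adjusted p = 0.00888 by limma). There it passed in 8 of 8 fits that left out 1 library. *SvRA2* also had a lower mean in *spp1* at 10 DAS (log2 fold change -0.47, adjusted p = 0.960 by limma). *SvRA1* (Sevir.2G209800) was listed at 0 in all libraries of 10 and 12 DAS. At 14 DAS it had 3.21 ± 0.512 FPKM (SD, n = 4) in A10.1 and 0.988 ± 0.715 (SD, n = 4) in *spp1* (exact permutation test, p = 0.0286), a log2 fold change of -1.16 with an adjusted p of 0.0676 by limma. It passed the threshold with the replicate number as a block (adjusted p = 0.0466 by limma, against up to 0.170 with other alternatives), and without replicate 1 of *spp1* (log2 fold change -0.86, adjusted p = 0.0487 by limma).

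**Figure D3:**
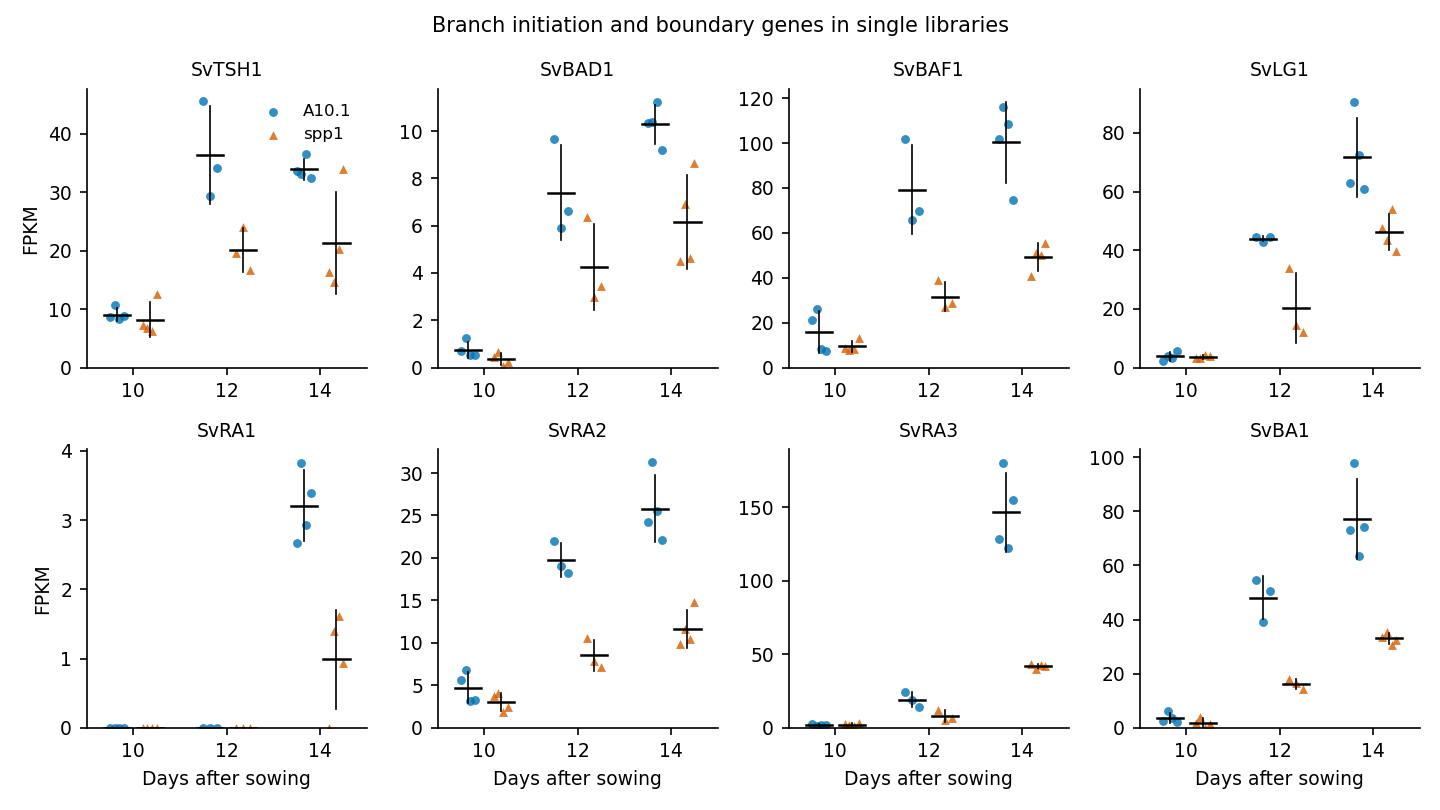
FPKM of 8 genes of branch initiation and boundary formation in single libraries against days after sowing, with circles for A10.1 and triangles for *spp1*. Horizontal bars are means and vertical bars are 1 SD (n = 3 or 4). For *SvBA1*, *SvRA2*, and *SvRA3* every triangle lies below every circle at 12 and 14 DAS, and for *SvTSH1* 1 triangle at 14 DAS, at 33.99 FPKM, lies among the circles.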

Expression levels are standardized to reflect relative, rather than absolute, expression, so the downregulation is unlikely to reflect the lower number of branches in *spp1*. However, all the branching genes are downstream in pathways that are ultimately regulated by auxin and auxin transport, as seen in mutations of other transport-related proteins such as Bif2 (Skirpan et al., 2009: Gallavotti, 2013).

In contrast, homologs of genes promoting IM identity and increased production of primary branches were upregulated (Figure 7D; Supplemental Table S7), including *TAWAWA1* (*TAW1*; Yoshida et al., 2013) and *TERMINAL FLOWER1* (*TFL1*; Nakagawa et al., 2002; Danilevskaya et al., 2010; Hanano and Goto, 2011). 

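The 4 genes of the TAW1 family in Figure 7D had higher means in *spp1* at all 3 stages and fell with stage in both genotypes. 1G244200_SvTAW1-like had 17.6 ± 3.43 FPKM (SD, n = 4) in A10.1 and 29.6 ± 5.52 (SD, n = 4) in *spp1* at 14 DAS, a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.0699 by limma), and each *spp1* library lay above each A10.1 library (exact permutation test, p = 0.0286). Its adjusted p was 0.0177 by limma without replicate 4 of *spp1* and 0.0258 with the replicate number as a block, and the alternatives with all libraries ranged from 0.0163 to 0.116. 7G176000_SvTAW1-like had 124 ± 21.0 FPKM (SD, n = 3) and 213 ± 19.0 (SD, n = 3) at 12 DAS, a log2 fold change of 0.78 (adjusted p = 0.0568 by limma), and at 14 DAS 0.83 (adjusted p = 0.169 by limma, and 0.0451 to 0.245 over the alternatives, the lowest with the block). For *SvTAW1* (Sevir.9G221800) the log2 fold changes were 0.53 and 0.36 at 12 and 14 DAS, and for 4G277900_SvTAW1-like 0.61 and 0.45, with adjusted p-values of 0.278 or more by limma. *SvTFL1-like1* (Sevir.1G183200) had 14.4 ± 2.94 FPKM (SD, n = 4) in A10.1 and 27.5 ± 6.66 (SD, n = 4) in *spp1* at 14 DAS, a log2 fold change of 0.89 (standard error 0.19, adjusted p = 0.0523 by limma). It passed the threshold with the block (adjusted p = 0.0201 by limma, within a range of 0.00650 to 0.0944 over the alternatives) and without replicate 4 of *spp1* (log2 fold change 1.01, adjusted p = 0.0221 by limma). *SvTFL1* (Sevir.8G033800) had 0.660 ± 0.0757 FPKM (SD, n = 4) and 1.48 ± 0.623 (SD, n = 4) at 14 DAS, a log2 fold change of 0.55 (adjusted p = 0.134 by limma) at a level near the filter on low FPKM. From the standardization of expression levels to relative values, the paper reasons that the lower number of branches in *spp1* is an unlikely source of the downregulation, and it states that these genes lie downstream in pathways under the control of auxin.

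**Figure D4:**
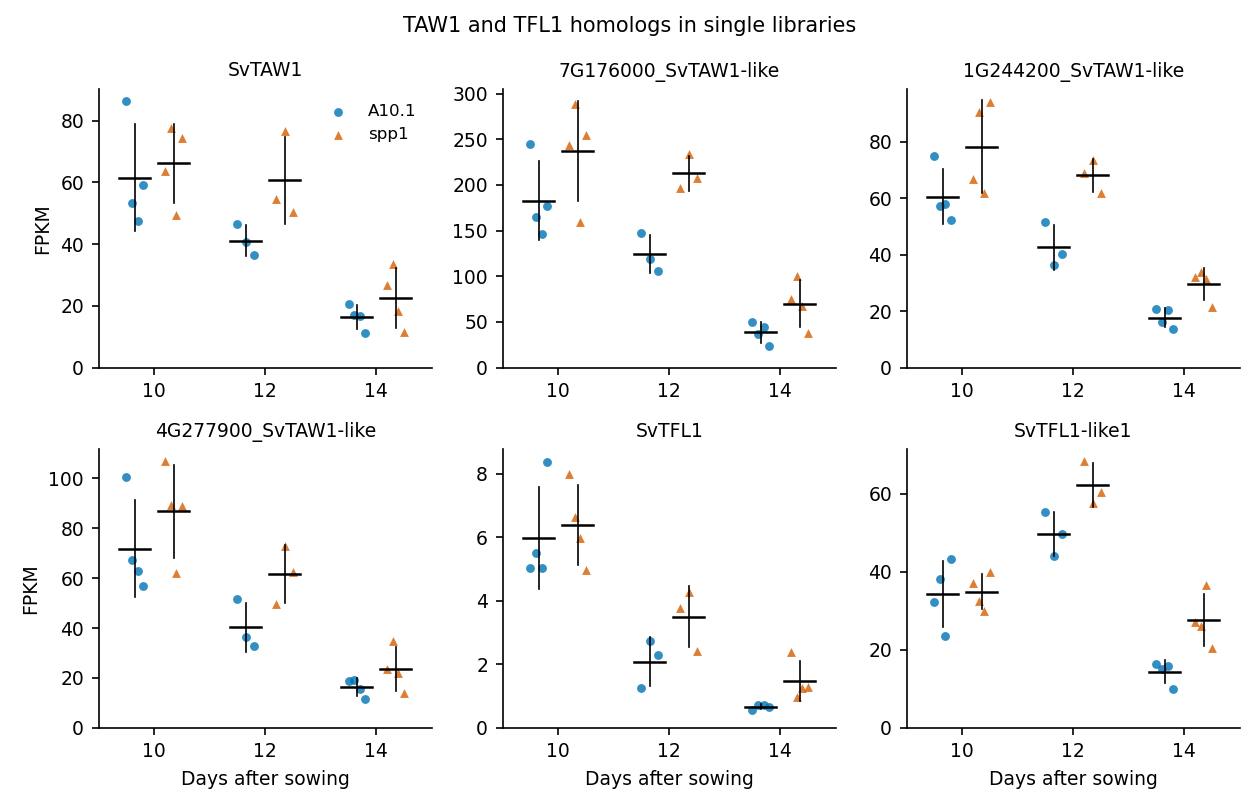
FPKM of the TAW1 and TFL1 homologs in single libraries against days after sowing, with circles for A10.1 and triangles for *spp1*. Horizontal bars are means and vertical bars are 1 SD (n = 3 or 4). The values fall from 10 to 14 DAS in both genotypes for the TAW1 family, and for *SvTFL1-like1* every triangle lies above every circle at 12 and 14 DAS.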

A homolog of *ABERRANT PHYLLOTAXY 1* (*ABPH1*; a cytokinin-inducible type A response regulator), which controls phyllotactic patterning and meristem size (Lee et al., 2009), was also significantly upregulated in *spp1* (Figure 7D; Supplemental Table S7), as were homologs of *BROWN MIDRIB 1* and *3* (*SvBM1* and *SvBM3*) (Figure 7D; Supplemental Table S7). 

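*SvBM3* (Sevir.6G053300) had 9.44 ± 1.79 FPKM (SD, n = 4) in A10.1 and 16.4 ± 4.17 (SD, n = 4) in *spp1* at 14 DAS, a log2 fold change of 0.72 (standard error 0.19, adjusted p = 0.0864 by limma), with all *spp1* libraries above all A10.1 libraries. Adding the replicate number as a block gave an adjusted p of 0.0330 by limma, within 0.0288 to 0.139 over the alternatives, and leaving out replicate 4 of *spp1* gave a log2 fold change of 0.86 with 0.0322. At 12 DAS the log2 fold change of *SvBM3* was 0.61 (adjusted p = 0.238 by limma). *SvBM1* (Sevir.1G056800) changed by 0.57 at 12 DAS and 0.32 at 14 DAS (adjusted p = 0.438 and 0.212 by limma). For *SvABPH1* (Sevir.7G182100) the log2 fold changes were 0.57, 0.72, and 0.74 at 10, 12, and 14 DAS, with adjusted p-values of 0.960, 0.511, and 0.254 by limma. The spread of *SvABPH1* in *spp1* at 14 DAS was large, 34.2 ± 26.7 FPKM (SD, n = 4) against 16.7 ± 1.68 (SD, n = 4) in A10.1, with a range of 18.27 to 73.91 FPKM. With 1 library left out, its log2 fold change at 14 DAS lay between 0.29 and 0.95.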

While BM1 and BM3 are involved in lignin synthesis in maize (Vignols et al., 1995; Halpin et al., 1998), they also affect kernel number, plant height, and days to flowering (Pedersen et al., 2005), traits associated with *spp1/aux1* mutations.

### SPP1/SvAUX1, but not the other four AUX1 homologs, is necessary for inflorescence branching

We used CRISPR–Cas9 technology with two guide RNAs to introduce mutations into all five putative auxin importers in accession ME034V, used for its high transformation efficiency (Zhu et al., 2017; Supplemental Figure S12A). We obtained two independently edited single mutants in *svaux1*; we call these *spp1-C* for *spp1-CRISPR*. *spp1-C* exhibited a phenotype similar to that of the *spp1* mutant in the A10.1 background (Supplemental Figure S12B). We also retrieved two double mutants, *spp1-C*, *svaux5* (*spp1-C*,*aux5*), and *spp1-C svaux3* (*spp1-C*,*aux3*), one triple mutant, *spp1-C*, *svaux2svaux5* (*spp1-C*,*aux2,5*) and two quintuple mutants, *spp1-C, svaux2svaux3svaux4svaux5* (*spp1-C, aux1,2,3,4,5*) (Supplemental Figure S12B). One quintuple mutant, line cz66-11-16-11-1-4, had edits in all five homologs, with indels in *SvAUX2–SvAUX5* likely to knockout gene function because of frameshifts. However the *spp1-C* edit in *SvAUX1* resulted in a single nonsynonymous substitution (Supplemental Figure S12B), substituting an aliphatic residue (leucine) for an aromatic one (phenylalanine) in a presumed transmembrane domain (Supplemental Figure S6A); both residues are hydrophobic and will have limited effect on charge. We inferred that *Spp1-C* in this line could still be functional, leaving the line with only four mutated SPP1 homologs. Here we refer to this line as *svaux2svaux3svaux4svaux5* (*aux2,3,4,5*).

All *SvAUX* mutants except *spp1-C,aux5* were significantly shorter than WT at 10 weeks, although leaf number was not significantly affected (Figure 8, A–F and M; Supplemental Table S9). Tiller number in WT plants did not differ between 4 and 10 weeks of growth, and the mutants did not differ amongst themselves at either stage (Figure 8, A–F and N; Supplemental Table S9). However, tiller number in the mutants was significantly higher than WT at 10 weeks. Because *aux2,3,4,5* had more tillers, one of its the four mutant AUX loci likely contributes to the tillering phenotype in addition to *spp1-C* (Figure 8, A–F and N).

**Figure 8:**
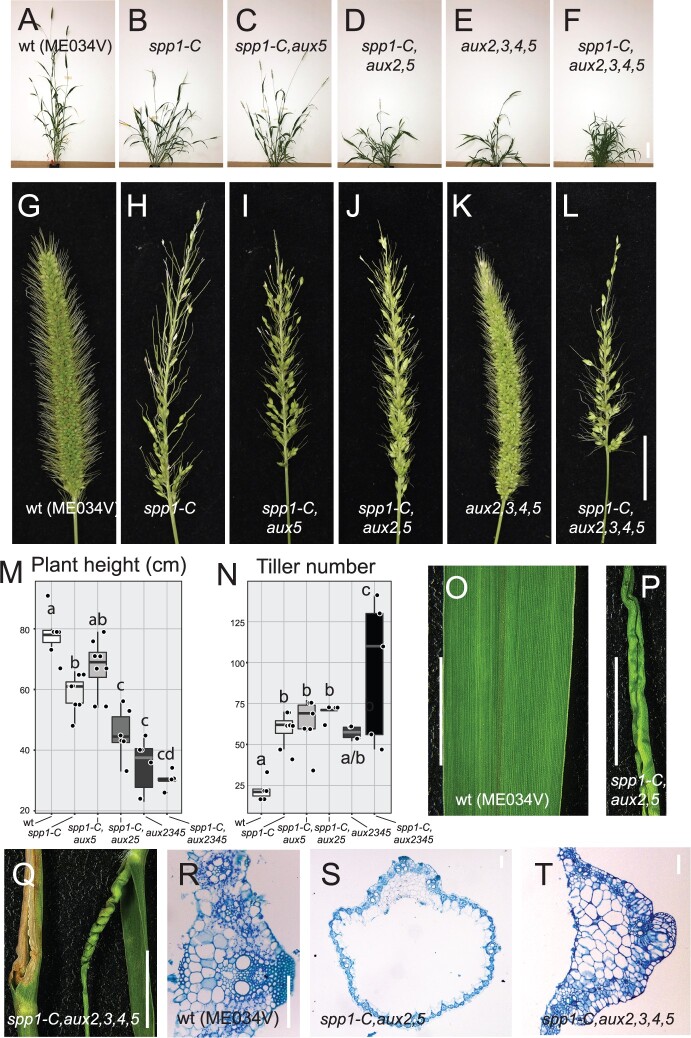
Auxin importer gene mutants in *S. viridis*. A–F, WT and mutant plants photographed at 58 DAS, showing relative height and extent of tillering. A, WT (ME034V); (B) *spp1-C*; (C) *spp1-C,aux5*; (D) *spp1-C,aux2,5*; (E) *aux2,3,4,5*; (F) *spp1-C,aux 2,3,4,5*. *aux 1,3* not available for this set of photos. Scale = 10 cm. G–L, WT and mutant inflorescences from the same plants and on the same day as in (A–F). Scale = 2 cm. M and N, Plant height (cm) (M) and number of tillers (N) on each plant 10 weeks after sowing. Box plots as in Figure 1. Fill colors white (WT; ME034V) to black (*spp1-C,aux 2,3,4*,5), with different gray values for different numbers of mutant loci. Significance values determined by ANOVA and Tukey’s HSD test. Boxes with the same letter are not significantly different at *P* < 0.05. Mean, sd, sample sizes, and *P*-values in Supplemental Table S9. O, WT ME034V leaf. Scale bar = 1 cm. P and Q, Leaves in *spp1-C,aux2,5* or *spp1-C,aux 2,3,4*,5 mutants showing tube shape (P, right leaf in (Q)), early senescence in the tips (left leaf in (Q)), and twisted shape (right leaf in (Q)). Scale bar = 1 cm. R–T, Leaf cross sections from WT (R), *spp1-C,aux2,5* (S) and *spp1-C,aux 2,3,4*,5 (T) mutants. Toluidine blue staining. Scale bar = 100 μm.

Inflorescences of higher order mutants involving *spp1-C* were similar to those of *spp1-C* single mutants (Figure 8, G–L), supporting our hypothesis that SPP1 is the major auxin influx carrier regulating inflorescence branching. Conversely, inflorescences of *aux2,3,4,5* were morphologically similar to those of WT (Figure 8, G and K), implying that the F377L substitution in SPP1 in that line indeed does not affect its function and that SPP1 alone is sufficient for inflorescence branch formation. Panicle length did not vary significantly among the plants, except that the panicle of *aux2,3,4,5* was slightly shorter, a difference that was just barely significant (Supplemental Table S9).

The higher order mutants also exhibited phenotypes not observed in WT or single mutants (*spp1-C* or *spp1*). For example, *spp1-C,aux2,5*, and *spp1-C,aux2,3,4,5* often produced twisted or tube-shaped leaves, or leaves that senesced prematurely with yellowing tips and edges (Figure 8, O–Q). The vasculature in the abnormal leaves was mis-patterned, with abnormalities in midrib cell layers and organization (Figure 8, R–T). Leaves in the upper part of the plant (those initiated latest), particularly the flag leaves, were affected more noticeably than those that initiated earlier. Lateral root number in *spp1-C,aux2*,5, and *spp1-C,aux2,5* was also reduced but primary root length was unaffected (Supplemental Figure S12, C–E).

## Discussion

The effect of SPP1 mutations on the inflorescence in *S. viridis* (*spp1/SvAUX1*) is strong, easily observed, and not obscured by mutations in its four paralogs, unlike mutations in AUX1 orthologs and paralogs in other species such as Arabidopsis. The clear mutant phenotype has allowed us to uncover and validate numerous developmental roles for the auxin importer, including several that had not been observed in other systems. We were specifically interested in the role of SPP1 in inflorescence branching but also identified functions in stigma branching, formation of higher order inflorescence branches, and glumes (leaf-like floral bracts) which together affect plant fertility (yield).

Of the five AUX1-like proteins in *S. viridis*, SPP1/SvAUX1 has the major effect on inflorescence branching, although we cannot fully rule out the possibility that the other homologs could have a weak effect on their own. Consistent with this, AUX2 and AUX3 have low to no expression during inflorescence development. AUX4 and AUX5 are highly expressed during early inflorescence development, but mutations in these genes do not further enhance the sparse panicle phenotype of *spp1*; instead they lead to shorter plants. Assuming that the model of auxin flow in *S. viridis* is similar to that demonstrated in other species (e.g. O’Connor et al. 2014), we speculate that AUX4 and AUX5 proteins could participate in internal basipetal auxin transport from auxin maxima at the branch initiation sites, whereas SPP1/AUX1 is likely mediating auxin movement to the branch initiation sites in the outer cell layers. Future imaging of the localization and dynamics of these auxin influx carriers is necessary to test this hypothesis.

Although SvAUX2–SvAUX5 make minimal or no contribution to inflorescence branching, they are collectively important for plant height, tiller formation, and leaf development. Reduced plant height and increased tiller number, as seen in higher order mutants, indicates a loss in apical dominance, a characteristic function of auxin. Twisted leaves are also seen in maize mutants whose auxin function is compromised, such as *growth regulating factor-interacting factor1* (Zhang et al., 2018) and *rough sheath2* (Tsiantis et al., 1999).

### SPP1 regulates multiple aspects of inflorescence development downstream of meristem maintenance

The *spp1* mutant has fewer primary inflorescence branches, fewer higher order inflorescence branches, an altered ratio of bristles to spikelets, and defective stigmas, indicating that SPP1 controls branch initiation and elongation and meristem fate determination. The *zmaux1* mutant was also abnormal in these aspects, suggesting the role of SPP1 is likely conserved in the panicoid grasses. However, IM size is not affected in *spp1*, suggesting that SPP1 controls inflorescence development independent of meristem maintenance in grasses. This is consistent with findings from Arabidopsis, where the quadruple mutant of *aux1lax1lax2lax3* had a normal meristem, despite its defects in phyllotactic patterning (Bainbridge et al., 2008).

The only defective floral organ in *spp1* is the gynoecium, whereas other auxin-related grass mutants, such as *ba1* (Gallavotti et al., 2004) and *bif2* (McSteen and Hake, 2001), aborted multiple floral organs. Stigmas in most grasses are highly branched, and our data suggest that auxin transport is necessary for appropriate branch formation. We also find that *spp1* mutants have fewer styles and stigmas on approximately half of the florets in any given plant, but the effects are more continuous and quantitative than shown in Figure 2, D–H. In addition, position of the spikelet in the inflorescence and along the branch may affect gynoecial development. Mutations in other genes such as those of a SHORT INTERNODES family TF (Yuo et al., 2012) also affect stigma morphology, suggesting that a specific network of genes regulating stigma formation remains to be discovered. The stigma defects could contribute to reduced fertility in *spp1*, although auxin is also involved in fertilization and seed development (Robert et al., 2015; Figueiredo and Köhler, 2018), which were not investigated here. The *spp1* mutant and tagged line may provide tools for a deeper investigation of the role of auxin transport in gynoecial patterning and function.

### SPP1 affects regulation of many branching-related genes, but not wholesale rewiring of the transcriptome

The number of genes affected by disrupting *spp1* is not large but does include loci known to control inflorescence architecture in other systems. Downregulated genes (Figure 7B) in *spp1* mutants contribute to production of fewer primary and higher order branches. In maize, the adaxial boundary of the axillary meristem is established by BA1, which is expressed very early in inflorescence development and is required for branch production (Gallavotti et al., 2004). The subtending bract is also required and needs to be suppressed for normal development, a process controlled by TSH1 (Chuck et al., 2010; Whipple et al., 2010). The meristem is delimited by RA2, which along with RA3 regulates RA1 (Eveland et al., 2014). Antagonism between the RA signaling network and the TSH network specifies which cells are allocated to the bract versus the meristem (Whipple et al., 2010; Xiao et al., 2021). All these gene networks—BA1, TSH1, and RA1/2/3—are affected if auxin synthesis, transport, or signaling are disrupted (Gallavotti et al., 2008b, Gallavotti, 2013). However, we note that TSH4 (a Squamosa promoter-binding protein TF) (Chuck et al., 2010; Whipple et al., 2010) is upstream of TSH1 (Xiao et al., 2021). Expression of *TSH4* is unchanged in *spp1*.

While the downregulated genes may explain the limited branching in *spp1*, the upregulated genes could help explain the paucity of spikelets. These genes include putative orthologs of *TAW1* and *TFL1/CENTRORADIALIS* both of which lead to more branching and fewer spikelets when over-expressed in rice (Nakagawa et al., 2002; Kyozuka, 2014). SvBM1 and SvBM3 are putative orthologs of the corresponding maize and sorghum *brown midrib* genes, which control lignin production but also affect flowering and grain yield by unknown mechanisms (Pederson et al., 2005). The effect of over-expression of ABPHYL1, a cytokinin-inducible response regulator, is unclear. When ABPHYL1 is mutated meristems become larger (Giulini et al., 2004), suggesting that higher gene expression would lead to smaller meristems, possibly reducing production of lateral organs. However, we did not observe a change in meristem size in *spp1* mutants.

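Of the AUX/IAA genes in Supplemental Table S8, 26 were tested at 10 and 12 DAS and 25 at 14 DAS. The mean was higher in *spp1* for 19 genes at 10 DAS, 19 at 12 DAS, and 15 at 14 DAS. At 14 DAS the number rose to 19 of 25 after scaling by the median ratio, with 6 lower. An unadjusted p under 0.05 by limma was found for 6 higher and 3 lower AUX/IAA genes at 14 DAS, and for 4 higher and 1 lower at 12 DAS. Over all genes tested, 1 AUX/IAA gene passed the threshold at 12 DAS and 0 at the other stages. ARF genes numbered 24 at each stage. At 10 DAS, 10 were higher and 14 lower as deposited, which turned to 14 higher and 10 lower after scaling. At 12 DAS, 15 were higher, and at 14 DAS, 6 were higher and 18 lower, or 8 and 16 after scaling. Of the ARF genes, 0 passed the threshold at any stage, and at 14 DAS 2 higher and 5 lower genes had an unadjusted p under 0.05. The ARF genes drawn in Figure 7C, 3G183400_ARF, 4G252900_ARF, and 7G115700_ARF, had log2 fold changes of 0.29, -0.53, and -0.62 at 14 DAS (adjusted p = 0.132, 0.0618, and 0.126 by limma). In the fit with the replicate number as a block, 7G115700_ARF passed the threshold (adjusted p = 0.0410 by limma, and 0.0176 to 0.184 over the alternatives).

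**Figure D5:**
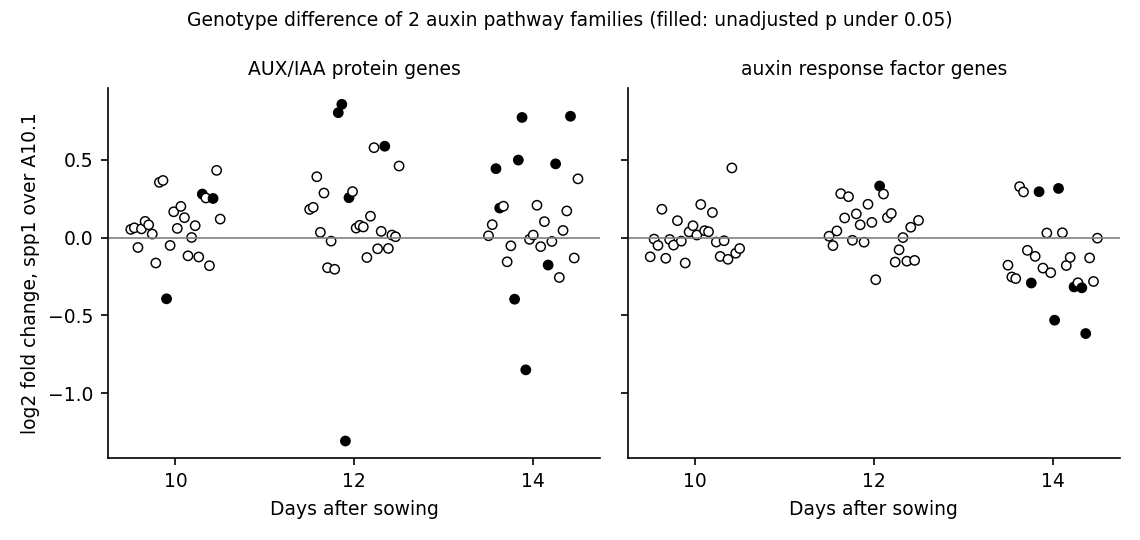
Log2 fold change between *spp1* and A10.1 of each tested AUX/IAA gene (left) and ARF gene (right) against days after sowing, as deposited. Each point is a gene, filled where the unadjusted p was under 0.05. At 14 DAS, 15 AUX/IAA genes lie above 0 and 10 below (19 and 6 after scaling), and 6 ARF genes lie above 0 and 18 below (8 and 16 after scaling).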

Several (but not all) of the genes encoding AUX/IAAs and ARFs are differentially expressed in *spp1* mutants, but do not respond in a consistent manner, with some being upregulated and others downregulated. Regulation of these genes is complex and apparently tissue-specific (Galli et al., 2015; Powers and Strader, 2019), so interpretation of the expression results reported here will required more in-depth investigation.

Because SPP1 is a presumed transporter, effects on transcription must be indirect and are likely responding to levels of auxin. Even without active auxin import into the cell, it is still able to diffuse into the cell but this is (presumably) a less tightly controlled process than transport. Thus the genes and processes that are downregulated are likely to be ones that require both rapid and precisely timed active transport.

The SPP1-iGFP protein is expressed in a restricted domain at the apex of the primary BM, potentially close to the expression domain of *Ba1/Lax1* in maize and rice (Komatsu et al., 2003; Gallavotti et al., 2004). While co-localization studies would be required to verify this apparent contiguity, it is consistent with the observed downregulation of *Ba1* in *spp1* mutants. Our data also add SPP1/AUX1 to the list of auxin transporters showing epidermal localization (Kubeš et al., 2012; Balzan et al., 2014; Swarup and Bhosale, 2019).

SPP1-iGFP only partially rescued the effects of the SPP1 mutation, so our localization results need to be interpreted with caution although partial rescues are common (Stam et al., 1997). We believe that the cellular localization of SPP1-iGFP, largely in the cell membrane and in perinuclear strands surrounding the nucleus, is likely to be accurate. We did not observe (or expect) cytoplasmic localization. However, even with proper localization, protein function may be impaired if the tag interferes with posttranslational modifications, protein turnover, position within the membrane, interactions with other proteins, or interactions with auxin. We hypothesize that SPP1-iGFP may import less auxin into the cells, creating a weak allele that helps rescue some effects of the mutation but is not fully functional.

### Function of SPP1 in Setaria applies also to maize and possibly other panicoid grasses

We extended our observations to maize, where, by manipulating other aspects of auxin synthesis, transport and signaling, we showed that ZmAUX1 shares developmental functions with SPP1. We also confirmed that it functions as expected in combination with known auxin-related mutants.

ZmAUX1 also influences leaf number, a defect that has been shown previously in other auxin-related mutants such as *vt2* (Phillips et al., 2011), in which adult leaves are missing, *Hoja loca* (Richardson et al., 2021), in which some leaves fail to initiate, as well as *bif2* (McSteen and Hake, 2001), *sparse inflorescence1* (Gallavotti et al., 2008a) and *Bif1* (Barazesh and McSteen, 2008). The nature of the leaf production defect for *zmaux1* is unknown. In contrast, mutations in *SPP1* or the other *SvAUX* loci, did not significantly affect leaf number (Supplemental Table S9), although the developmental stages may not have been comparable between the two species.

In summary, we suggest that the *spp1*, *spp1-C* mutants and the SPP1-iGFP tagged line could provide useful tools with which to develop broader models of auxin flux into and out of cells. While most of the phenotypes we report are not unexpected for a protein that affects auxin, they show that auxin influx exerts a more extensive control over plant development than previously known. In particular, SPP1/SvAUX1 is clearly a central player in the genetic network that modulates all above-ground branching and could be used to test models of auxin regulation. Whether the effects we see in Setaria and maize indicate a fundamental difference between monocots and dicots in the role of auxin influx awaits testing in a broader set of species.

## Materials and methods

### Plant growth, phenotyping, and statistical comparisons

Green millet (*S.* *viridis*) accessions A10.1 and ME034V were grown in growth chamber and greenhouse conditions, respectively, following Acharya et al. (2017) and Zhu et al. (2018). The original *spp1* mutation was isolated from an A10.1 background; ME034V was chosen for CRISPR confirmation of the mutant phenotype because of its high transformation efficiency. Plant height, leaf number, panicle length, and branch number were measured as described in Huang et al. (2017) and Zhu et al. (2018). Fertility was measured as the ratio of spikelets with a fully developed upper floret to total spikelets; bristles were ignored for fertility measurements. Tillers were counted at 37 DAS and plant height measured at 40 DAS. Stigma and style number were assessed by dissecting one floret from each of 10 spikelets per plant, five plants for *spp1* and three for A10, for a total of 50 mutant florets and 30 WT. We recorded number of styles and number of stigmas for each floret. Numbers varied as much within as between plants so the numbers were pooled among all plants to estimate the frequency of each number. Histology and SEM followed Zhu et al. (2018). Inflorescence length, meristem width and height were measured using ImageJ (Schneider et al., 2012) from SEM photos.

For root phenotyping, sterilized seeds were grown either in Murashige and Skoog (MS) medium or germination pouches as described in Huang et al. (2017) and Acharya et al. (2017), respectively.

Auxin rescue experiments followed Marchant (1999) and Yu et al. (2015). 2, 4-D (from PlantMedia (Dublin, OH, USA) in 1-mM stock with pure ethanol) and NAA (from Sigma-Aldrich, St Louis, MO, USA), in 10-mM stock with pure ethanol) were added to the medium to a final concentration of 0.1 mM. MS medium containing 0.1% ethanol (v/v) was used as a mock control. Seeds were grown on MS medium for 3 d and then transferred to media containing appropriate concentrations of auxin or mock for 3 more days. Root hairs were imaged at 4× magnification on a Leica DM750 microscope. Root hair number was counted in the focal plane on the side of the root facing the observer and normalized to root length. Experiments were repeated 3 times.

In maize, *zmaux1* mutant plants were crossed to *vt2*, *bif2* and *Bif4* mutants, and F2 segregating populations were grown in the field in Columbia, Missouri in 2017. Plants were genotyped to identify single and double mutants using primers listed in Supplemental Table S10 and were phenotyped at the eighth week. For the dominant mutant *Bif4*, both heterozygotes and homozygotes were included for mutant phenotyping analysis. For each mutant and mutant combination, we assessed traits of the tassel (length from flag leaf to tassel tip, number of branches, spikelets on main spike, and spikelet number per cm) and ear (kernel number and ear row number), and three vegetative traits (height of flag leaf, number of leaves above the lowest elongated internode, and number of tillers).

All pairwise comparisons used Welch’s *t* test as implemented in R (R Core Team, 2020). Single, double and higher order mutants were compared to each other and to WT by one-way or two-way Type I or II ANOVA as appropriate, followed by Tukey’s honestly significant difference test using standard programs in R (R Core Team, 2020). Comparisons with *P* > 0.05 were considered nonsignificant.

### Generation of mutants for auxin importer gene homologs

Cloning of CRISPR–Cas9 constructs and *S. viridi*s transformation followed Zhu et al. (2021). Two guide RNAs targeting GGGAGATCATGCACGCGATG and AGTTGATGGGCCCGAAGAAG, respectively, were designed to target all five *SvAUX1* paralogs and used in the CRISPR-Cas9 constructs. Briefly, we used the module 2 vector pMOD_B2518 via the Esp3I/BsmBI cloning site for the first guide RNA and the module 3 vector pMOD_C2616 via the BsaI cloning site for the second. Then, the AarI cloning site in the destination vector pTRANS_250d was used to assemble the module 2 and 3 vectors plus the module 1 vector pMOD_A1110 containing Cas9 and hygromycin phosphotransferase genes. Constructs were sequenced to verify integrity. The assembled vector was transformed into the Agrobacterium strain AGL1, which was then transformed into the accession ME034V. More than ten transgenic plants were obtained and gene edits in the auxin importer genes were examined using primers listed in Supplemental Table S10. Stable homozygous lines in T3 or T4 were used for phenotypic analysis.

### RNAseq sampling, sequencing, and analysis

Inflorescences from both A10.1 control plants and *spp1* mutants (in the A10.1 background) were dissected at 10, 12, and 14 DAS for RNA extraction and library preparation following Zhu et al. (2018). For each genotype and developmental stage, 10–30 inflorescences were dissected and pooled to constitute a biological replicate; the exact number depended on the size of the inflorescences at that stage. Three to four biological replicates were collected per genotype and stage. Specimens were collected within a 2-h window in the morning to control for circadian effects. 100-bp paired-end sequences were produced on the Illumina HiSeq 2500 platform at the University of Illinois at Urbana-Champaign W.M. Keck Center.

Adaptors and low-quality reads were trimmed using Trimmomatic (Bolger et al., 2014) and reads were quality-checked using fastqc after trimming. The *S. viridis* reference genome (version 1) was indexed using bowtie 2 (Langmead and Salzberg, 2012) from Sviridis_311_v1.0.fa.gz file at PhytozomeV11 (phytozome.jgi.doe.gov). Reads were mapped to the reference genome using tophat2 and differentially expressed genes were identified using cuffdiff (Trapnell et al., 2012). Expression levels quantified in FPKM were extracted for 35,214 *S. viridis* primary transcripts (Supplemental Tables S5 and S6). Gene annotation and grass homolog identification followed Zhu et al. (2018). Expression differences were considered statistically significant if *q* < 0.05, where *q* is a *P*-value adjusted for multiple tests that optimizes the False Discovery Rate.

Genes with an average FPKM ≥ 5 per sample group (three to four biological replicates) were extracted, and the log_2_(FPKM + 1) of genes within the top 75% of the highest median absolute deviation across three developmental stages was selected for co-expression analysis (nGenes = 10,434 from both genotypes). A co-expression network was constructed for each genotype using the R package WGCNA (version 1.70; Langfelder and Horvath, 2008) with an established pipeline (Yu et al., 2020), with blockwiseModules function and the following parameters: soft-thresholding power of 18, minModuleSize of 100, detectCutHeight of 0.995, mergeCutHeight of 0.25, deepSplit of 2. Degree distributions in each individual network followed the power law and satisfied the scale-free topology. Conservation of modules was tested with the modulePreservation function in the WGCNA package (Langfelder et al., 2011) following Yu et al. (2020). An improved *S. viridis* GO annotation was generated by the GOMAP annotation pipeline (Wimalanathan and Lawrence-Dill, 2021). A total of 33,391 of 35,214 genes (representing 94.8% of primary transcripts in the *S. viridis* genome version 1.1) were successfully annotated, with the median number of annotation terms per gene of 8. GO enrichment analysis and visualization used the R package clusterProfiler (version 4.0; Wu et al., 2021). The chord diagram of changes in module membership was plotted with R package circlize (version 0.4.13).

### Creation of SvSPP1-iGFP fusion protein, subcellular localization, and transgenics

Binary vectors were built using standard Golden Gate assembly (Werner et al., 2012). *SPP1* was internally tagged (hereafter, *SPP1-iGFP*) and placed either under the native *SvSPP1* (*proSvSPP1::SPP1-iGFP*) or a constitutive *Panicum virgatum UBI1* promoter (*proPvUBI1::SPP1-iGFP*). We were unable to transform *S. viridis* with the C-terminal fusion of GFP (SvSPP1-GFP), a problem also encountered in Arabidopsis by Swarup et al. (2004) for C- and N-terminal reporter fusions of auxin influx carriers including AtAUX1. Hence, we chose an internal facing (cytoplasmic) N-terminal hydrophilic loop of SPP1 because a similar AtAUX1 construct retained its topology and physiological role (Swarup et al., 2004). The GFP sequence in SvSPP1-iGFP was inserted between Lys_121_ and Asn_122_ (Supplemental Figure S6A), predicted to be in a hydrophilic loop (Swarup et al., 2004). 3kb of *SvSPP1* upstream sequence was PCR amplified using genomic DNA and used as *proSvSPP1*. *SPP1a* (1–363)*, SPP1b* (363–1,470) and *GFP* fragments were PCR-amplified using either cDNA or the plasmid *pL0M-C2-eGFP-15095* as templates; primers are listed in Supplemental Table S10. Each PCR fragment was cloned individually into the level 0 vectors *pICH41233* (*proSvSPP1*), *pICH41258* (*SPP1a*), *pAGM1299* (*GFP*), and *pAGM1301* (*SPP1b*). The resultant level 0 constructs plus level 0 *Nopaline synthase* terminator (NosT) vector were subsequently cloned in the level 1 vector *pICH47742* to produce *pICH47742-proSvSPP1::SvSPP1-iGFP::NosT*. The Level 1 construct *pICH47802*-*proZmUBI1::HPT*, an expression cassette with a functional *HPT* (*hygromycin phosphotransferase*) gene under a constitutive *Z.* *mays UBIQUITIN 1* promoter (*proZmUBI1::HPT*), and the *pICH47742-proSvSPP1::SvSPP1-iGFP::NosT* were then assembled in the binary level 2 vector *pICSL4723*.

The binary vector was transformed in *Agrobacterium tumefaciens* strain AGL1 for transient (*N.* *benthamiana*) or transgenic (*S. viridis*) expression analysis. To check transient expression, 6-week-old *N.* *benthamiana* leaves were agro-infiltrated following Cho et al. (2015). After 4 d, GFP fluorescence was visualized using an HC PL APO 40×/1.10 W CORR CS2 objective lens on a Leica SP8-X (Wetzlar, Germany) confocal laser scanning microscope. We used the 489 nm excitation line of the white light laser (WLL) for GFP and chlorophyll, while fluorescence emission was captured by the hybrid (HyD) detector. The detector signals were adjusted with an offset value of 0 for all channels and gain values of 90 (GFP), 10.8 (chlorophyll), and 285.4 (bright field) and with the Acousto-Optical Beam Splitter laser intensity set at 21%. Excitation and emission wavelengths for GFP and chlorophyll were 488–600 nm and 673–726 nm, respectively.

The binary vector was stably transformed into the *spp1-1* mutant line (Huang et al., 2017) at the Donald Danforth Plant Science Center Plant Transformation Facility (St Louis, MO, USA). Five putatively transgenic plants were obtained and presence of GFP was confirmed in three of them using PCR genotyping with GFP-specific primers in the T_0_ generation. One line confirmed to lack the transgene was carried forward to control for possible effects of tissue culture; this line is referred to here as *spp1_NT* (for nontransformed). One line homozygous for the transgene (GFP) was chosen and its stable expression was used in subsequent generations for confocal imaging (T_3_) and phenotypic analysis (T_4_). This line is referred to here as *spp1_T*. Primers for genotyping and expression assays are listed in Supplemental Table S10.

Relative expression was quantified for *GFP* by RT-qPCR. Four days after sowing leaves (third leaf base; *N* = 4 plants, pooled) and 11 DAS primary inflorescences (*N* = 5 plants, pooled) were hand-dissected as described in Li et al. (2010) and Huang et al. (2017), respectively. Data are the mean of three technical replicates of expression values from pooled leaves and inflorescence tissues. Total RNA was extracted using an RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) and quantified using a NanoDrop 1000 spectrophotometer (Thermo-Fisher). Each RNA sample was reverse-transcribed to cDNA after DNase I treatment using a PrimeScript RT reagent kit (Takara, Shiga, Japan). PCR was performed as described in Kumar et al. (2017). Expression data for *GFP* were normalized to expression of reference genes *Sevir.2G354200* and *Sevir.9G574400* as described in Huang et al. (2017). The normalized relative quantity of GFP transgene to the two reference genes was estimated using the Comparative CT Method (ΔΔ^CT^ method) (Schmittgen and Livak, 2008).

### Image capture, analysis, and processing

Confocal images were captured on a Leica TCS SP8 confocal laser scanning microscope with an HC PL APO CS2 63×, 40×, and 20×/1.20 WATER objective lens (Leica Microsystems, Mannheim, Germany) and Leica Application Suite X (LAS X) software. The light source was the WLL for GFP, chlorophyll, and FM4–64, while emission fluorescence was captured by the hybrid (HyD) detector. Excitation and emission wavelengths for GFP, FM4–64 and chlorophyll were 430/480 nm, 490/550 nm, and 561/673–726 nm, respectively. For bright field images, a conventional photomultiplier tube (PMT) for transmittance was used (PMT trans in LAS X software). For image capture, line averages and frame accumulations were 6–16 (for roots) and 3–6 times (for inflorescence and leaves) to reduce noise. Inflorescence and shoot meristems and leaf cross sections were imaged as Z-stacks; images were reconstructed using Imaris x64, 7.2.3 (www.bitplane.com) with background subtraction settings enabled. SPP1-iGFP cellular localization in transgenic tissues was observed through multiple confocal sections. Four or five inflorescences from 11 DAS plants were dissected under the stereomicroscope and analyzed. The hand-dissected shoot apical meristems and the fourth leaf base from 6 DAS plants were embedded in 6% agarose, sectioned using a Vibratome (1500 Sectioning System), and stained using FM4–64 as described by Grandjean et al. (2004) before imaging.

All images in this article were resized as necessary, adjusted for brightness, and assembled into figures in Adobe Photoshop. Images were then imported into Adobe Illustrator for labeling. Graphs were produced with ggplot2 in R and also imported into Illustrator to adjust labels and line width.

### Data availability

Raw sequence reads for RNA-seq for the *spp1* mutant and A10.1 are deposited in the NCBI Gene Expression Omnibus (GEO) under number GSE193344. The same reads for A10.1 were also deposited previously at GEO, accession number GSE118673 (Zhu et al. (2018). Raw phenotype data are in datadryad accession number Dryad, Dataset, https://doi.org/10.5061/dryad.0zpc86701.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Additional phenotypes of *spp1* mutant plants.

**Supplemental Figure S2.** Auxin rescue experiments.

**Supplemental Figure S3.** Phenotype of *zmaux1vt2* double mutants.

**Supplemental Figure S4.** Phenotype of *zmaux1bif2* double mutants.

**Supplemental Figure S5.** Phenotype of *zmaux1Bif4* double mutants.

**Supplemental Figure S6.** Cellular localization of SPP1-iGFP.

**Supplemental Figure S7.** Validation of SPP1-iGFP in transgenic *S*. *viridis*.

**Supplemental Figure S8.** Gene co-expression modules.

**Supplemental Figure S9.** Comparisons between wild *S. viridis* A10.1 and *spp1* mutant networks.

**Supplemental Figure S10.** GO enrichment.

**Supplemental Figure S11.** Chord diagram illustrating how WGCNA module membership differs between genotypes.

**Supplemental Figure S12.** Mutants of auxin importer genes.

**Supplemental Movie S1.** Localization of SPP1-iGFP in stably transformed *Setaria* inflorescence apical meristem.

**Supplemental Movie S2.** Localization of SPP1-iGFP in stably transformed *Setaria* inflorescence apical and BMs.

**Supplemental Movie S3.** Localization of SPP1-iGFP in stably transformed Setaria vegetative shoot apical meristem.

**Supplemental Table S1.** Phenotypic comparisons between A10.1 and *spp1* mutants.

**Supplemental Table S2.** Phenotypic comparisons between A10.1 and *spp1* mutants over development.

**Supplemental Table S3.** Phenotypic comparisons between W22 (maize WT), *zmaux1* and single and double mutants of selected genes in the auxin pathway.

**Supplemental Table S4.** Phenotypic comparisons between A10.1, spp1_T and spp1_NT, testing for complementation of SPP1∼GFP.

**Supplemental Table S5.** RNA-seq library sequencing and mapping statistics.

**Supplemental Table S6.** Expression of all *S. viridis* genes from each replicate (R1–R4) of the developmental stages (10, 12, and 14 DAS) in A10.1 and *spp1*.

**Supplemental Table S7.** Expression of differentially expressed genes between A10.1 and *spp1* at each developmental stage (10, 12, and 14 DAS).

**Supplemental Table S8.** Expression of auxin pathway-related genes in A10.1 and *spp1* at each developmental stage (10, 12, and 14 DAS).

**Supplemental Table S9.** Phenotypic comparisons among AUX CRISPR mutants.

**Supplemental Table S10.** Primers used in this study.

## Supplementary Material

kiac115_Supplementary_Data Click here for additional data file.

# Supplementary material for: Pleiotropic and nonredundant effects of an auxin importer in Setaria and maize
**Source:** Plant Physiol. 2022 Mar 14;189(2):715–34. doi: 10.1093/plphys/kiac115
**Supplement:** kiac115_Supplementary_Data

## Supplemental Figure legends with editor's comments.

**Figure S1. Additional phenotypes of *spp1* mutant plants.** (A-G) Shoot phenotypes comparing wildtype (A10.1, white box) with *spp1* mutants (gray box). (A) Days to heading. (B) Days to anthesis. (C) Size of upper (fertile) floret (mm). (D) Percent seed germination. (E) Peduncle diameter. (F, G) Cross sections of peduncles stained with toluidine blue. (F) wildtype (A10.1); (G) *spp1*. Arrows, vascular bundles; scale bar = 200  $\mu$ m. (H-N) Root phenotypes comparing wildtype (A10.1, white box) with *spp1* mutants (gray box). (H, I) Density of root hairs on the main root (H) and lateral roots (I). (J, K). Number of root hair initials on the main root (J) and lateral roots (K). (L, M) Main and lateral roots of wildtype (L) and *spp1* (M) showing differences in root hair density. Scale = 2 mm. (N) Washed root systems of wildtype (left) and *spp1* (right) showing similar sizes. Scale = 1 cm. Boxes extend from lower quartile boundary to upper quartile; horizontal bar is median. Whiskers extend to the smallest and largest values within 1.5 times the interquartile range. Dots indicate individual data points. Significance values determined by Welch's t-test. = square, 0.01-0.05, \*, <0.01, \*\*, <0.001, \*\*\*, <0.0001. Mean, standard deviation (s.d.), sample sizes, and p values in Table S1.

**Figure S2. Auxin rescue experiments.** (A-F) Root growth and gravitropism of A10.1 (A, C and E) and *spp1* (B, D and F) at mock (A and B), 0.1  $\mu$ m 2,4-D (C and D) and 0.1  $\mu$ m NAA (E and F) treatments. Scale bar = 3 cm. (G-L) Root hairs of A10.1 (G, I and K) and *spp1* (H, J and L) at mock (G and H), 0.1  $\mu$ m 2,4-D (I and J) and 0.1  $\mu$ m NAA (K and L) treatments. Scale bar = 1 mm. (M) Root hair density on the primary roots in A10.1 and *spp1* with different auxin treatments. Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S1.

**Figure S3. Phenotype of *zmaux1vt2* double mutants.** (A) Representative whole plant pictures. (B) Ear row number. (C) Spikelets per row. (D) Total number of kernels. (E) Number of tassel branches. (F) Number of spikelets on the main spike of the tassel. (G) Number of spikelets per cm (spikelet density). (H) Tassel length (cm). (I) Flag leaf height (cm) from ground. (J) Total number of leaves. Branch number, tassel spikelet number per cm and kernel number measured

**Commented [PE1]:** Please move titles (only) to the Supplemental Data section above.

Please delete the full supplemental legends over here once you have incorporated any edits in the supplemental files. Only the titles should be listed at the end of the Materials and Methods section.

In your supplemental files, please change the figure/table/dataset/movie labels to "Supplemental" with an "S" before the number (e.g., Supplemental Figure S1). The copyeditors will update the call-outs in your main manuscript file during production.

**Commented [MOU2R1]:** Done.

**Commented [PE3]:** Panels A and B show a black square in the upper right corner. Should these be asterisks? If not, please define the squares in the legend.

**Commented [KE4R3]:** Done.

**Commented [PE5]:** I do not see the scale bar in any of the images. Please ensure the bar is clearly visible.

**Commented [MOU6R5]:** Corrected.

**Commented [PE7]:** Again, please ensure the scale bar is clearly visible.

**Commented [MOU8R7]:** Corrected.

**Commented [PE9]:** Please state the p-value used to determine significance.

at 56 DAS. Left to right, WT (white box), *zmaux1* (light gray box), *vt2* (dark gray box), *zmaux1vt2* (black box). Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S3.

Commented [PE10]: Please state the p-value used to determine significance.

Commented [KE11R10]: Done.

**Figure S4. Phenotype of *zmaux1bif2* double mutants.** (A) Representative whole plant pictures. (B) Ear row number. (C) Spikelets per row. (D) Total number of kernels. (E) Number of tassel branches. (F) Number of spikelets on the main spike of the tassel. (G) Number of spikelets per cm (spikelet density). (H) Tassel length (cm). (I) Flag leaf height (cm) from ground. (J) Total number of leaves. Branch number, tassel spikelet number per cm and kernel number measured at 56 DAS. Left to right, WT (white box), *zmaux1* (light gray box), *bif2* (dark gray box), *zmaux1bif2* (black box). Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S3.

Commented [PE12]: Please state the p-value used to determine significance.

**Figure S5. Phenotype of *zmaux1Bif4* double mutants.** (A) Representative whole plant pictures. (B) Ear row number. (C) Spikelets per row. (D) Total number of kernels. (E) Number of tassel branches. (F) Number of spikelets on the main spike of the tassel. (G) Number of spikelets per cm (spikelet density). (H) Tassel length (cm). (I) Flag leaf height (cm) from ground. (J) Total number of leaves. Branch number, tassel spikelet number per cm and kernel number measured at 56 DAS. Left to right, WT (white box), *zmaux1* (light gray box), *Bif4* (dark gray box), *zmaux1Bif4* (black box). Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S3.

Commented [PE13]: Please state the p-value used to determine significance.

**Figure S6. Cellular localization of SPP1~iGFP.** (A) Schematic diagram of SPP1 protein topology showing hydrophilic regions predicted to be in extra- and intracellular spaces. Green arrow indicates the position of GFP inserted in the N-terminal cytoplasmic loop (internal) to test SPP1~iGFP localization. Closed blue circle indicates the position of Phe<sub>377</sub> to Leu<sub>377</sub> substitution in the *spp1-C* gene. (B-D) Confocal images of *N. benthamiana* leaf cells transiently expressing SPP1~iGFP, showing localization to a thin line around the cell. Panels from left to right:

Commented [PE14]: Please consider using a color combination other than red/green, as an aid to colorblind readers.

Commented [KE15R14]: Unfortunately this is a standard fluorophore (green fluorescent protein) and a standard wavelength for showing chlorophyll autofluorescence (red). We think that replacing these standard and widely understood colors would be misleading for the majority of readers, although you are right that they are difficult for colorblind readers.

SPP1~iGFP (B), chlorophyll autofluorescence (C), and overlay (D). Scale = 20  $\mu$ m. (E-J) Stable expression of SPP1~iGFP in roots of *S. viridis* at 9 DAS. Imaging of root tissues focused on either inner (E, F) or outer tissues (G-J) showing fluorescent signals on the plasma membrane (PM), predominantly in the epidermis. (H) Enlarged image of the boxed region of (H), confirming GFP signals around the nuclear membrane (yellow arrowheads). (J) Non-transgenic control.

**Figure S7. Validation of SPP1~iGFP in transgenic *S. viridis*.** (A) Gel image of PCR results confirming the presence of GFP band (~188bp, bottom bands) in transgenic *S. viridis* plants. PCR bands at ~540bp correspond to the *S. viridis* gene (*Sevir.2G209800*) serving as a positive control. (B) RT-qPCR assay determining the expression of SPP1~iGFP in transgenics. (C-K) Expression of SPP1~iGFP partially rescued the *spp1* defects in inflorescence and roots. Box plots, left to right A10.1 (white box), *spp1*\_NT (light gray box), *spp1*\_T (dark gray box). (C) Representative plants from A10.1, non-transgenic (*spp1*\_NT) and transgenic (*spp1*\_T) lines at 26 DAS. (D) Plant height at 23, 34, and 40 DAS for the three genotypes. (E) Representative panicles from A10.1, non-*spp1*\_NT and *spp1*\_T plants at 30 DAS. (F-I) Inflorescence traits for all three genotypes at 35 DAS. (F) Panicle length. (G) Primary branch number. (H) Spikelet number per branch. (I) Bristle number per branch. (J) Root growth assay showing agravitropic response of *spp1*\_T seedlings at 5 DAS. (K) Percentage of agravitropic seedlings in wt and transgenics. Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S4. Scale bars = 2 cm (C), 1 cm (E, J).

**Figure S8. Gene co-expression modules.** Weighted gene correlation network analysis (WGCNA) detected seven co-expression modules in wild *S. viridis* A10.1. (A) Cluster dendrogram shows co-expression module assignment. (B) Expression patterns of module genes and module eigengene are shown by heatmap (top) and bar graph (bottom), respectively.

**Figure S9. Comparisons between wild *S. viridis* A10.1 and *spp1* mutant networks.** (A) Preservation analysis of WGCNA modules in the reference genotype (wildtype *S. viridis* A10.1) versus the test genotype (*spp1* mutant) and conversely (B).  $Z_{summary} > 10$ , high preservation,  $2 < Z_{summary} < 10$ , weak to moderate preservation,  $Z_{summary} < 2$ , no preservation. (C) Similarity

**Commented [PE16]:** Please ensure the scale bar is correct. It seems to be the same as in H although showing an enlarged image.

**Commented [KE17R16]:** Thanks for catching that. The bar in I was larger than the one in H but not by enough. It has been replaced.

**Commented [PE18]:** Please provide the scale bar length.

**Commented [KE19R18]:** Done.

**Commented [PE20]:** Please provide the scale bar length.

**Commented [KE21R20]:** Done.

**Commented [PE22]:** Please provide the scale bar length.

**Commented [KE23R22]:** Done.

**Commented [PE24]:** Please state the p-value used to determine significance.

**Commented [MOU25R24]:** Added.

**Commented [PE26]:** Please check that all text in this figure is legible at the printed size. Text size increased.

**Commented [PE27]:** Please also provide details for the mutant portion of the figure. Added.

analysis using numbers of overlapping genes in WGCNA modules between genotypes, showing the number of overlapping genes and p-values from Fisher's exact test (in parentheses). White to red color gradient indicates  $-\log_{10}(\text{p-value})$ .

**Figure S10. GO enrichment.** GO enrichment analysis of major WGCNA modules in *S. viridis* A10.1, and *spp1* mutant. Dot color represents statistical significance of the enrichment (adjusted p-value, a color gradient from blue ( $<0.01$ ) to red ( $<0.05$ )). The sizes of the dots represent gene ratio (number of significant genes/number of annotated genes in each GO term). GO terms were not significantly enriched in red and grey modules in A10.1, and grey module in *spp1* (not displayed).

**Figure S11. Chord diagram illustrating how WGCNA module membership differs between genotypes.** Color keys on the left side of the diagram represent the seven modules identified by WGCNA in wild *S. viridis* A10.1, and on the right side represent the ten modules in *spp1*. Paths of reassignment of genes are illustrated as flows in the diagram. The inner color keys ring of wild *S. viridis* A10.1 (left half) represents the reassigned modules in the *spp1* mutant. The three dashed lines show changes of module membership of five auxin-related genes.

**Figure S12. Mutants of auxin importer genes.** (A) Target sequences for gRNA1 (cyan arrow) and gRNA2 (magenta arrow), respectively. Boldface letters represent the PAM sites. On the gene models for the five auxin importer genes in *S. viridis*, SPP1, SvAUX2-SvAUX5, cyan and magenta arrows show locations of target sites. Numbers at ends of arrows indicate number of mismatches between gRNA and target sites. (B) Table of edits at gRNA target sites one and two in each of the five auxin influx carrier genes in each line. x, no editing; +, addition; -, deletion; bp, base pair; ->, substitution. (C) Roots of ME034V, *spp1-C,aux5* and *spp1-C,aux2,5* in 7 DAS plants. (D,E) Box plots in the same plants as in (C); left to right Me034V (white box), *spp1-C,aux5* (light gray box), and *spp1-C,aux2,5* (dark gray box). (D) Lateral root number and (E) primary root length. Box plots as in Figure S1. **Significance assessed by ANOVA and Tukey's HSD.** Boxes with the same letter are not significantly different **at  $p < 0.05$** . Mean, s.d., sample sizes, and p values in Table S9.

**Commented [PE28]:** Please state the p-value used to determine significance.

**Video S1.** Confocal 3D reconstruction of a single inflorescence meristem similar to that shown in Figure 6G for *Setaria* SPP1~iGFP expression domains.

**Video S2.** Confocal 3D reconstruction of early development of a single inflorescence corresponding to that shown in Figure 6I for *Setaria* SPP1~iGFP expression domains. Image shows primary and some secondary branch meristems.

**Video S3.** Confocal 3D reconstruction of a single vegetative shoot apical meristem showing no expression of *Setaria* SPP1~iGFP

**Commented [PE29]:** Please provide the legends for the supplemental movies in a separate PDF titled "Supplemental Movie Legends".

**Commented [PE30]:** Please ensure all videos play correctly. This video is in a different format from the others and did not play correctly for me.

**Table S1.** Phenotypic comparisons between A10.1 and *spp1* mutants.

**Table S2.** Phenotypic comparisons between A10.1 and *spp1* mutants over development.

**Table S3.** Phenotypic comparisons between W22 (maize wildtype), *zmaux1* and single and double mutants of selected genes in the auxin pathway.

**Table S4.** Phenotypic comparisons between A10.1, *spp1\_T* and *spp1\_NT*, testing for complementation of SPP1~GFP.

**Table S5.** RNA-seq library sequencing and mapping statistics.

**Table S6.** Expression of all *S. viridis* genes from each replicate (R1-R4) of the developmental stages (10, 12, 14 DAS) in A10.1 and *spp1*.

**Table S7.** Expression of differentially expressed genes between A10.1 and *spp1* at each developmental stage (10, 12, 14 DAS).

**Table S8.** Expression of auxin pathway related genes in A10.1 and *spp1* at each developmental stage (10, 12, 14 DAS).

**Table S9.** Phenotypic comparisons among AUX CRISPR mutants.

**Table S10:** Primers used in this study.

**Commented [MOU32R31]:** Done.

# Supplementary material for: Pleiotropic and nonredundant effects of an auxin importer in Setaria and maize
**Source:** Plant Physiol. 2022 Mar 14;189(2):715–34. doi: 10.1093/plphys/kiac115
**Supplement:** kiac115_Supplementary_Data

## Supplemental Movie Legends

Supplemental Videos S1-S3. Localization of SPP1~iGFP in stably transformed *Setaria* inflorescences at 11 days after sowing (DAS; S1, S2) and shoot apical meristem at 6 DAS (S3).

Supplemental Video S1. Apex of the inflorescence meristem (IM) and two lateral branch primordia, showing localization of SPP1~iGFP signal (green). SPP1~iGFP expression is absent the apex of the IM. Merged image of green (GFP signals) and magenta (FM4-64 signals) channels. Meristem at the same stage as that of Figure 6G.

Supplemental Video S2. Apex of the inflorescence meristem and several branch primordia, showing epidermal enrichment of SPP1~iGFP expression in meristems of elongating primary branches. A few secondary branches also express SPP1~iGFP. SPP1~iGFP expression is absent the apex of the IM and in older branch meristems. Meristem at the same stage as that of Figure 6H. IM lacks fluorescent signals. Merged image of green (GFP signals) and magenta (for FM4-64 signals) channels.

Supplemental Video S3. Apex of the vegetative shoot apical meristem and leaf primordia. No signal is visible from SPP1~iGFP in the meristem or primordia. Some very restricted signal is visible in a few vascular cells and leaf tips but this is not reproducible.

# Supplementary material for: Pleiotropic and nonredundant effects of an auxin importer in Setaria and maize
**Source:** Plant Physiol. 2022 Mar 14;189(2):715–34. doi: 10.1093/plphys/kiac115
**Supplement:** kiac115_Supplementary_Data

# Supplemental Figure S1

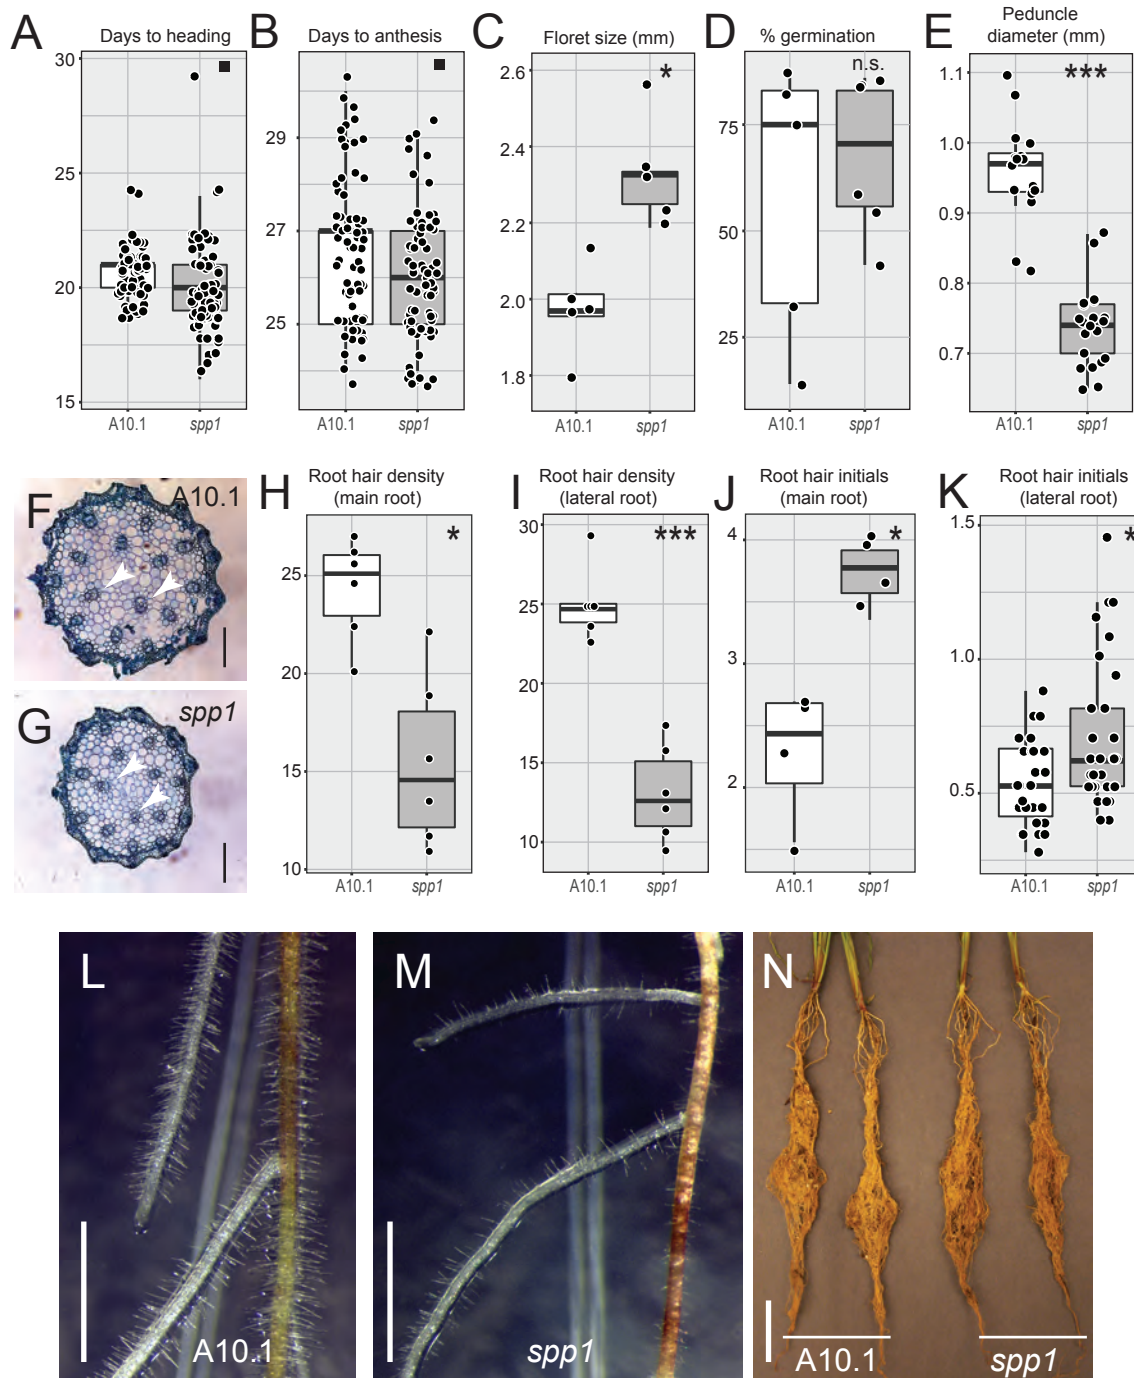

Supplemental Figure S1. Additional phenotypes of *spp1* mutant plants. (A-G) Shoot phenotypes comparing wildtype (A10.1, white box) with *spp1* mutants (gray box). (A) Days to heading. (B) Days to anthesis. (C) Size of upper (fertile) floret (mm). (D) Percent seed germination. (E) Peduncle diameter. (F, G) Cross sections of peduncles stained with toluidine blue. (F) wildtype (A10.1); (G) *spp1*. Arrows, vascular bundles; scale bar = 200  $\mu$ m. (H-N) Root phenotypes comparing wildtype (A10.1, white box) with *spp1* mutants (gray box). (H, I) Density of root hairs on the main root (H) and lateral roots (I). (J, K). Number of root hair initials on the main root (J) and lateral roots (K). (L, M) Main and lateral roots of wildtype (L) and *spp1* (M) showing differences in root hair density. Scale = 2 mm. (N) Washed root systems of wildtype (left) and *spp1* (right) showing similar sizes. Scale = 1 cm. Boxes extend from lower quartile boundary to upper quartile; horizontal bar is median. Whiskers extend to the smallest and largest values within 1.5 times the interquartile range. Dots indicate individual data points. Significance values determined by Welch's t-test. square, 0.01-0.05, \*, <0.01, \*\*, <0.001, \*\*\*, <0.0001. Mean, standard deviation (s.d.), sample sizes, and p values in Table S1.

## Supplemental Figure S2

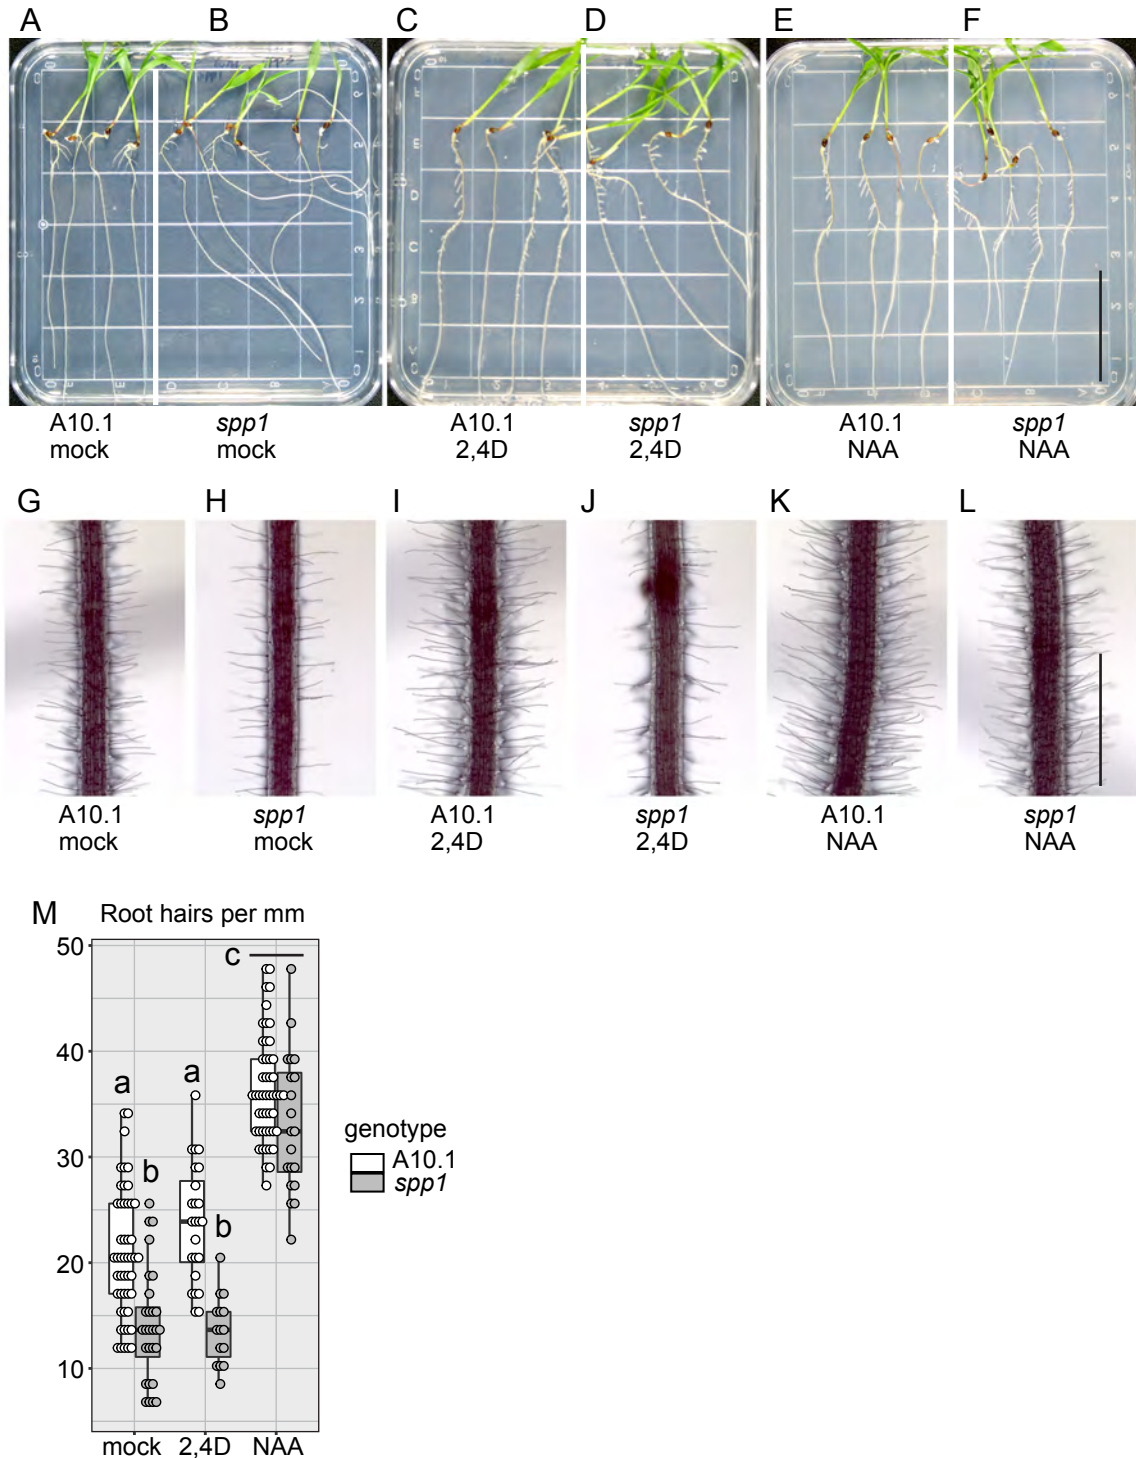

Supplemental Figure S2. Auxin rescue experiments. (A-F) Root growth and gravitropism of A10.1 (A, C and E) and *spp1* (B, D and F) at mock (A and B), 0.1  $\mu\text{m}$  2,4-D (C and D) and 0.1  $\mu\text{m}$  NAA (E and F) treatments. Scale bar = 3 cm. (G-L) Root hairs of A10.1 (G, I and K) and *spp1* (H, J and L) at mock (G and H), 0.1  $\mu\text{m}$  2,4-D (I and J) and 0.1  $\mu\text{m}$  NAA (K and L) treatments. Scale bar = 1 mm. (M) Root hair density on the primary roots in A10.1 and *spp1* with different auxin treatments. Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S1.

## Supplemental Figure S3

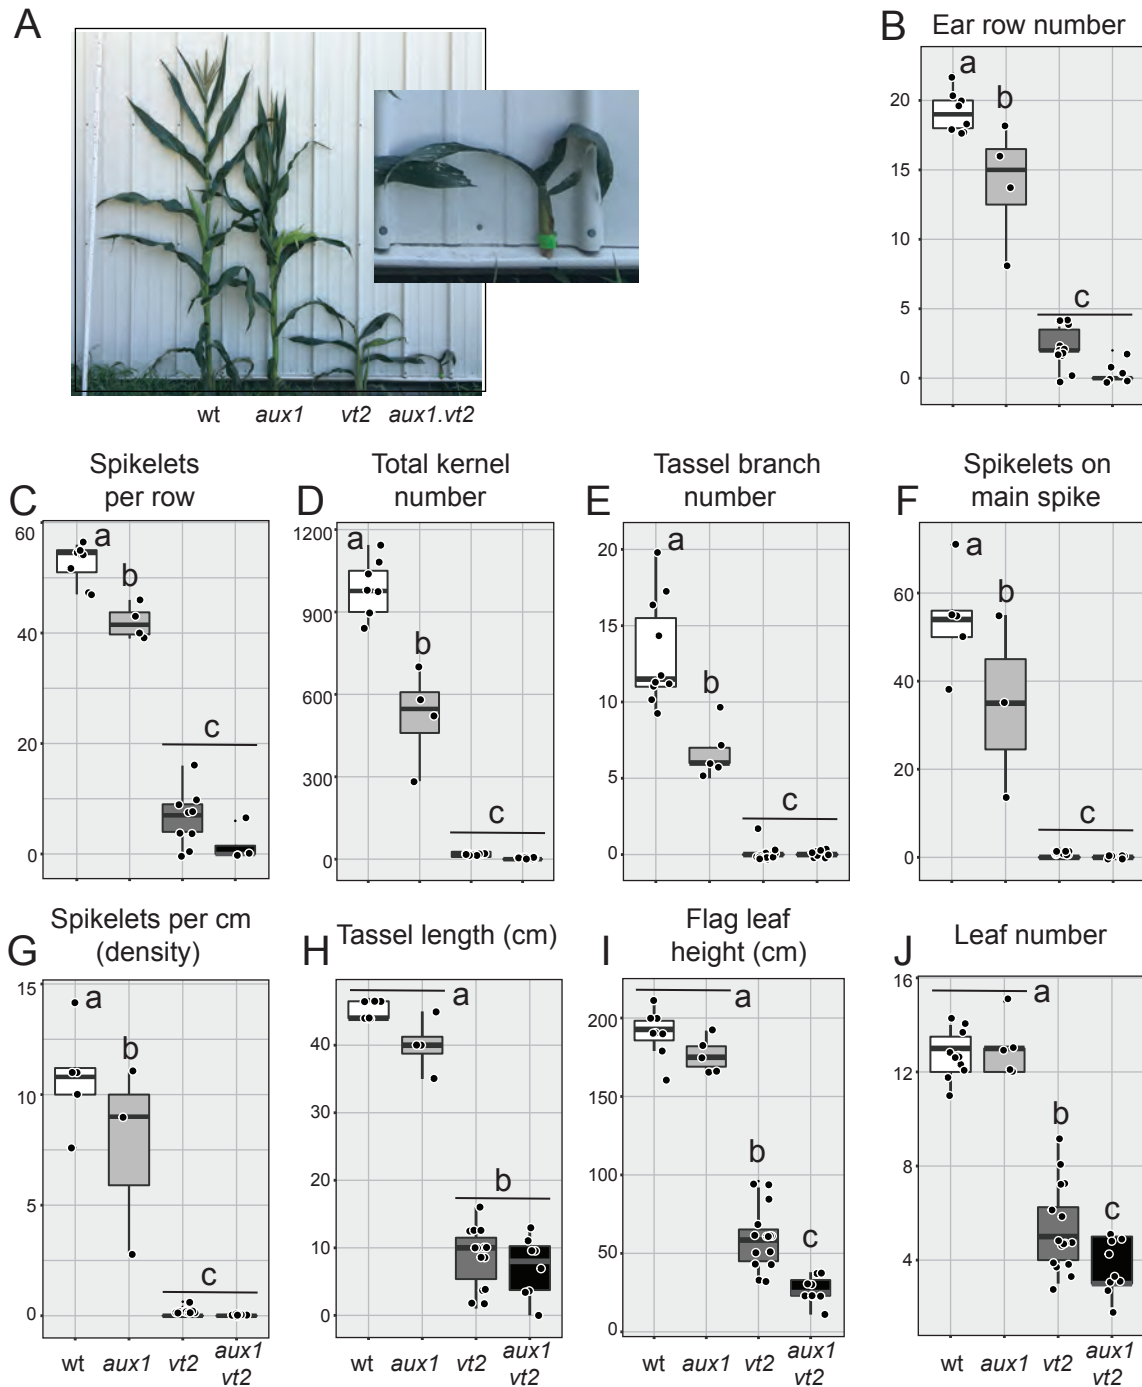

Supplemental Figure S3. Phenotype of *zmaux1vt2* double mutants. (A) Representative whole plant pictures. (B) Ear row number. (C) Spikelets per row. (D) Total number of kernels. (E) Number of tassel branches. (F) Number of spikelets on the main spike of the tassel. (G) Number of spikelets per cm (spikelet density). (H) Tassel length (cm). (I) Flag leaf height (cm) from ground. (J) Total number of leaves. Branch number, tassel spikelet number per cm and kernel number measured at 56 DAS. Left to right, WT (white box), *zmaux1* (light gray box), *vt2* (dark gray box), *zmaux1vt2* (black box). Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S3.

## Supplemental Figure S4

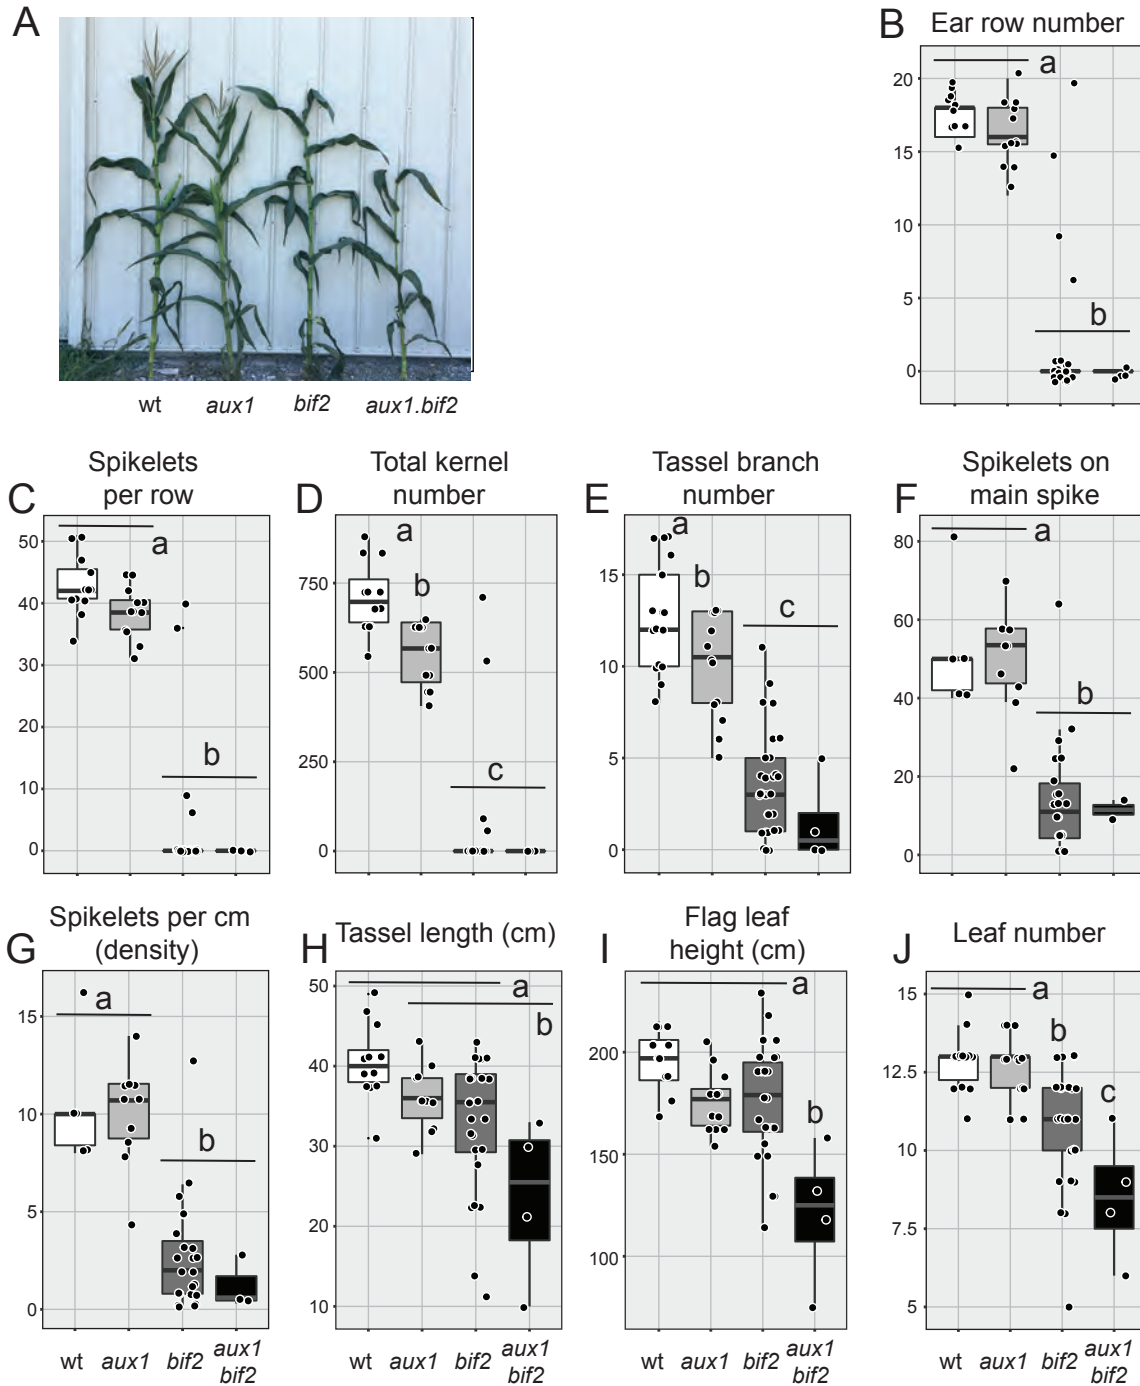

Supplemental Figure S4. Phenotype of *zmaux1bif2* double mutants. (A) Representative whole plant pictures. (B) Ear row number. (C) Spikelets per row. (D) Total number of kernels. (E) Number of tassel branches. (F) Number of spikelets on the main spike of the tassel. (G) Number of spikelets per cm (spikelet density). (H) Tassel length (cm). (I) Flag leaf height (cm) from ground. (J) Total number of leaves. Branch number, tassel spikelet number per cm and kernel number measured at 56 DAS. Left to right, WT (white box), *zmaux1* (light gray box), *bif2* (dark gray box), *zmaux1bif2* (black box). Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and  $p$  values in Table S3.

# Supplemental Figure S5

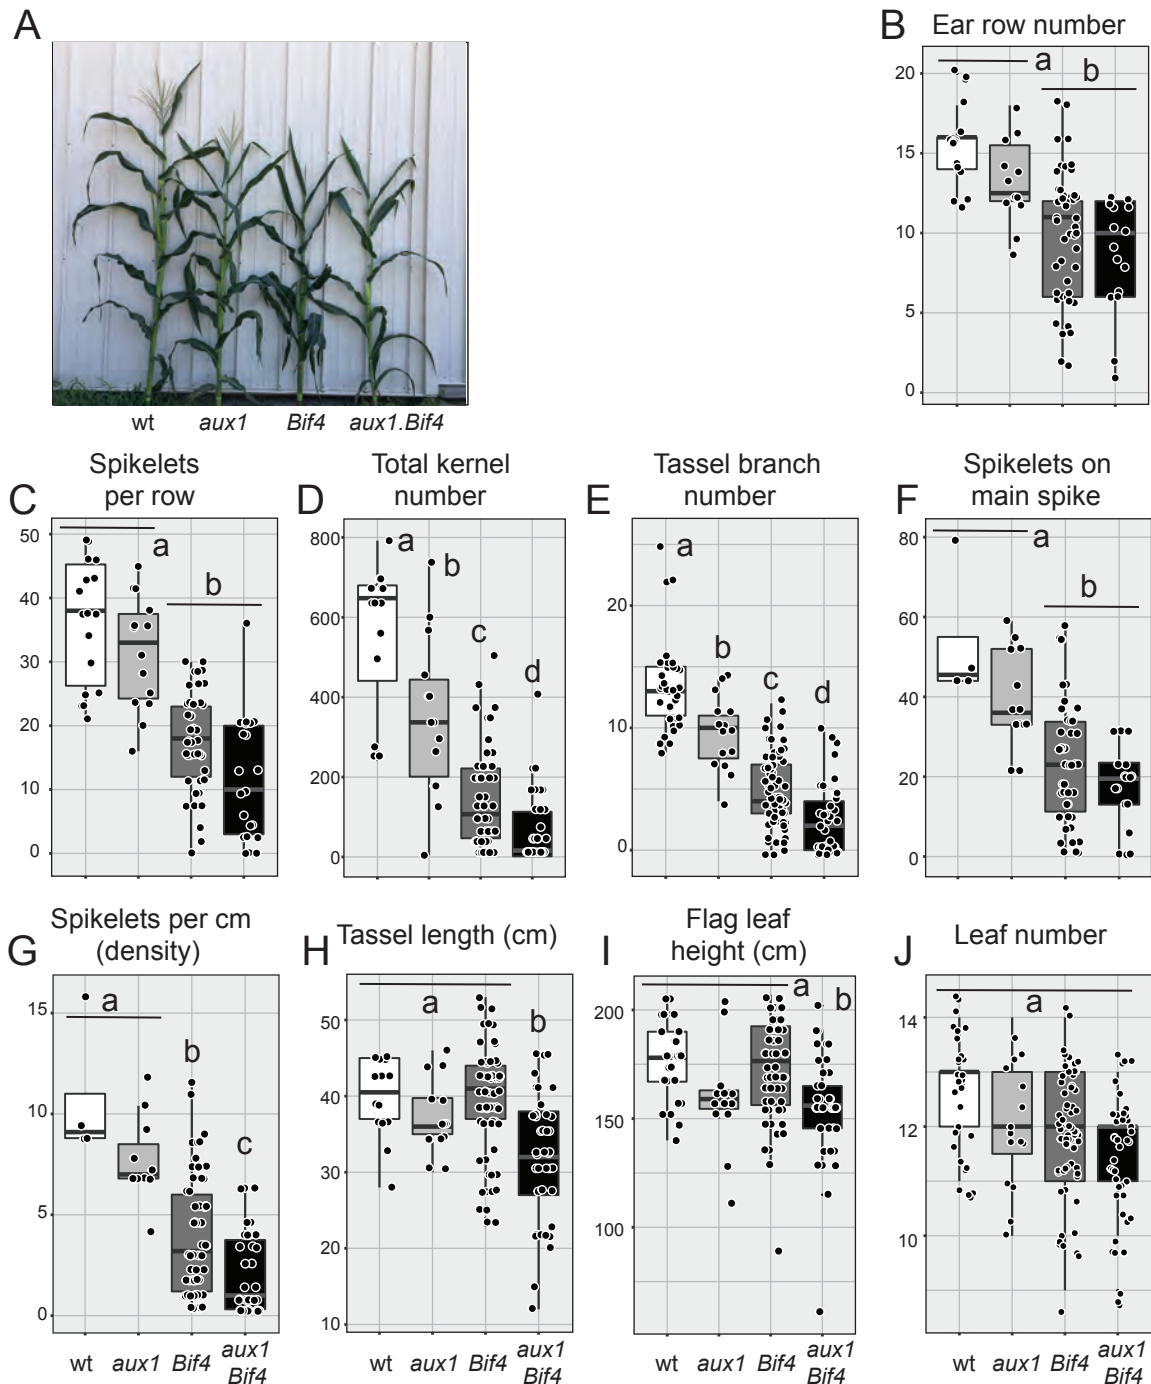

Supplemental Figure S5. Phenotype of *zmaux1Bif4* double mutants. (A) Representative whole plant pictures. (B) Ear row number. (C) Spikelets per row. (D) Total number of kernels. (E) Number of tassel branches. (F) Number of spikelets on the main spike of the tassel. (G) Number of spikelets per cm (spikelet density). (H) Tassel length (cm). (I) Flag leaf height (cm) from ground. (J) Total number of leaves. Branch number, tassel spikelet number per cm and kernel number measured at 56 DAS. Left to right, WT (white box), *zmaux1* (light gray box), *Bif4* (dark gray box), *zmaux1Bif4* (black box). Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S3.

## Supplemental Figure S6

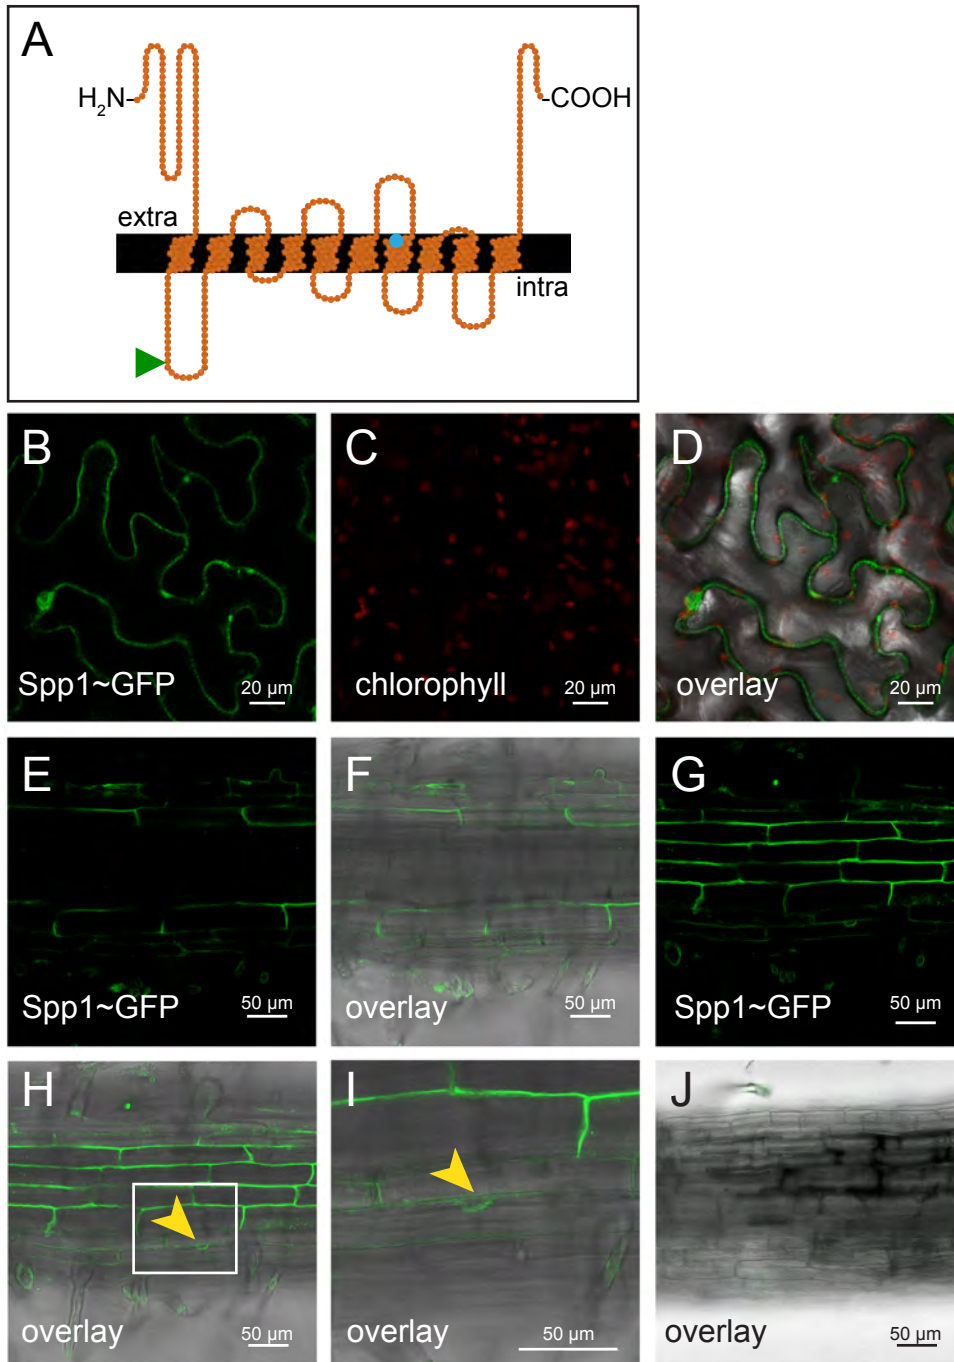

Supplemental Figure S6. Cellular localization of SPP1~iGFP. (A) Schematic diagram of SPP1 protein topology showing hydrophilic regions predicted to be in extra- and intracellular spaces. Green arrow indicates the position of GFP inserted in the N-terminal cytoplasmic loop (internal) to test SPP1~iGFP localization. Closed blue circle indicates the position of Phe377 to Leu377 substitution in the *spp1-C* gene of *spp1-C,aux2,3,4,5*. (B-D) Confocal images of cells of *Nicotiana benthamiana* leaves transiently expressing SPP1~iGFP, showing localization to a thin line around the cell. Panels from left to right: SPP1~iGFP (B), chlorophyll autofluorescence (C), and overlay (D). Scale = 20 μm. (E-J) Stable expression of SPP1~iGFP in roots of *S. viridis* at 9 DAS. Imaging of root tissues focused on either inner (E, F) or outer tissues (G-J) showing fluorescent signals on the plasma membrane (PM), predominantly in the epidermis. (I) Enlarged image of the boxed region of (H), confirming GFP signals around the nuclear membrane (yellow arrowheads). (J) Non-transgenic control.

## Supplemental Figure S7

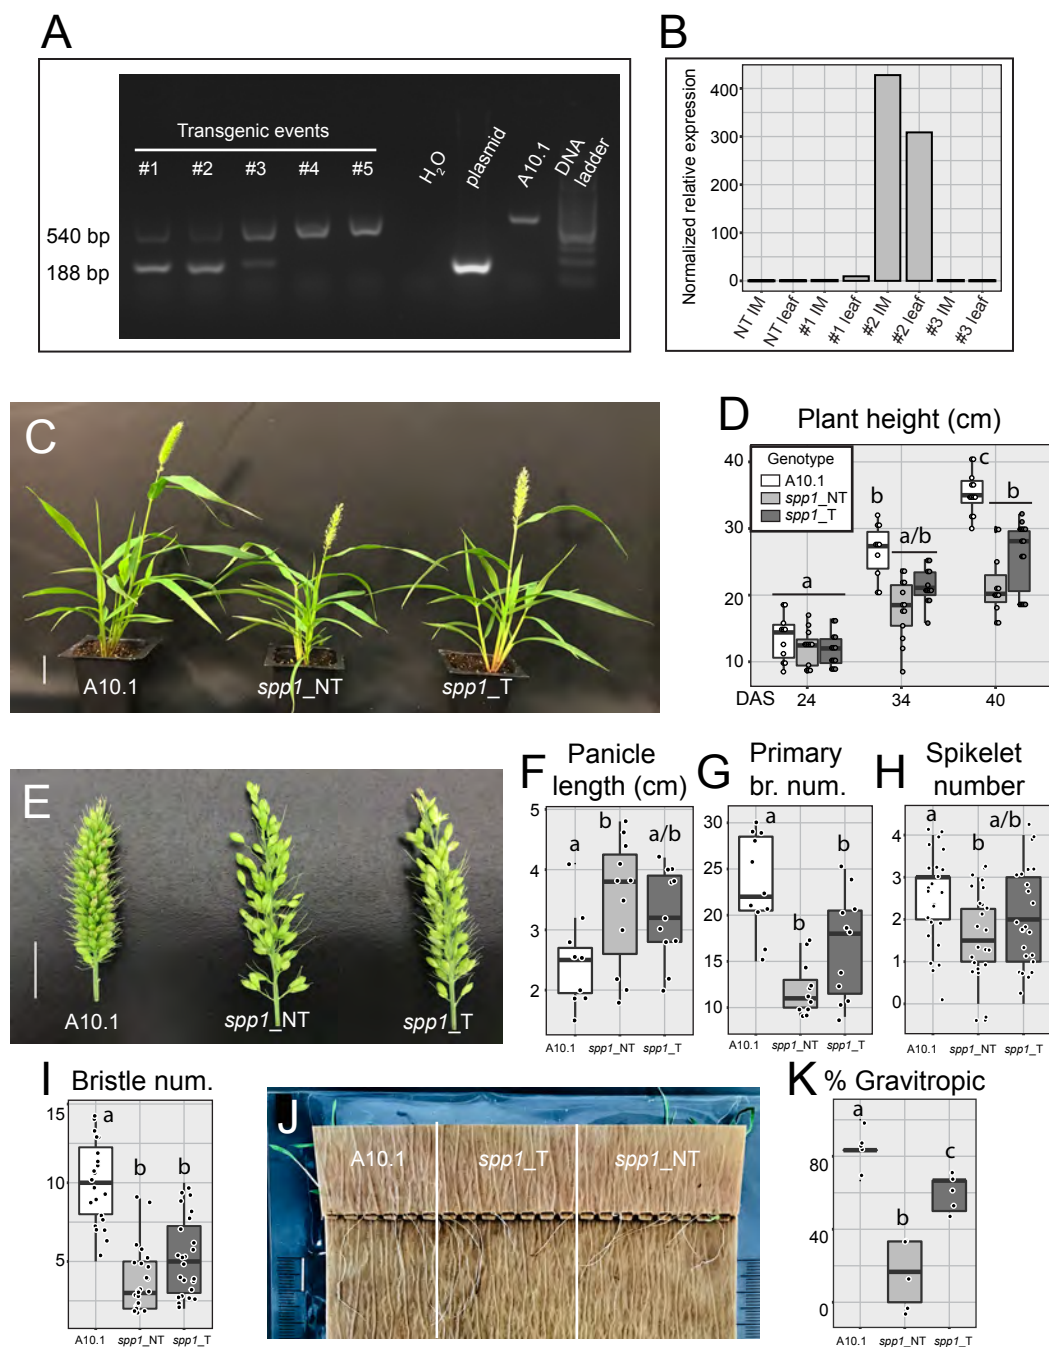

Supplemental Figure S7. Validation of SPP1~iGFP in transgenic *S. viridis*. (A) Gel image of PCR results confirming the presence of GFP band (~188bp, bottom bands) in transgenic *S. viridis* plants. PCR bands at ~540bp correspond to the *S. viridis* gene (*Sevir.2G209800*) serving as a positive control. (B) RT-qPCR assay determining the expression of SPP1~iGFP in transgenics. (C-K) Expression of SPP1~iGFP partially rescued the *spp1* defects in inflorescence and roots. Box plots, left to right, A10.1 (white box), *spp1*<sub>NT</sub> (light gray box), *spp1*<sub>T</sub> (dark gray box). (C) Representative plants from A10.1, non-transgenic (*spp1*<sub>NT</sub>) and transgenic (*spp1*<sub>T</sub>) lines at 26 days after sowing (DAS). (D) Plant height at 23, 34, and 40 DAS for the three genotypes. (E) Representative panicles from A10.1, *spp1*<sub>NT</sub> and *spp1*<sub>T</sub> plants at 30 DAS. (F-I) Inflorescence traits for all three genotypes at 35 DAS. (F) Panicle length. (G) Primary branch number. (H) Spikelet number per branch. (I) Bristle number per branch. (J) Root growth assay showing agravitropic response of *spp1*<sub>T</sub> seedlings at 5 DAS. (K) Percentage of agravitropic seedlings in wt and transgenics. Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and  $p$  values in Table S4. Scale bars = 2 cm (C), 1 cm (E, J).

# Supplemental Figure S8

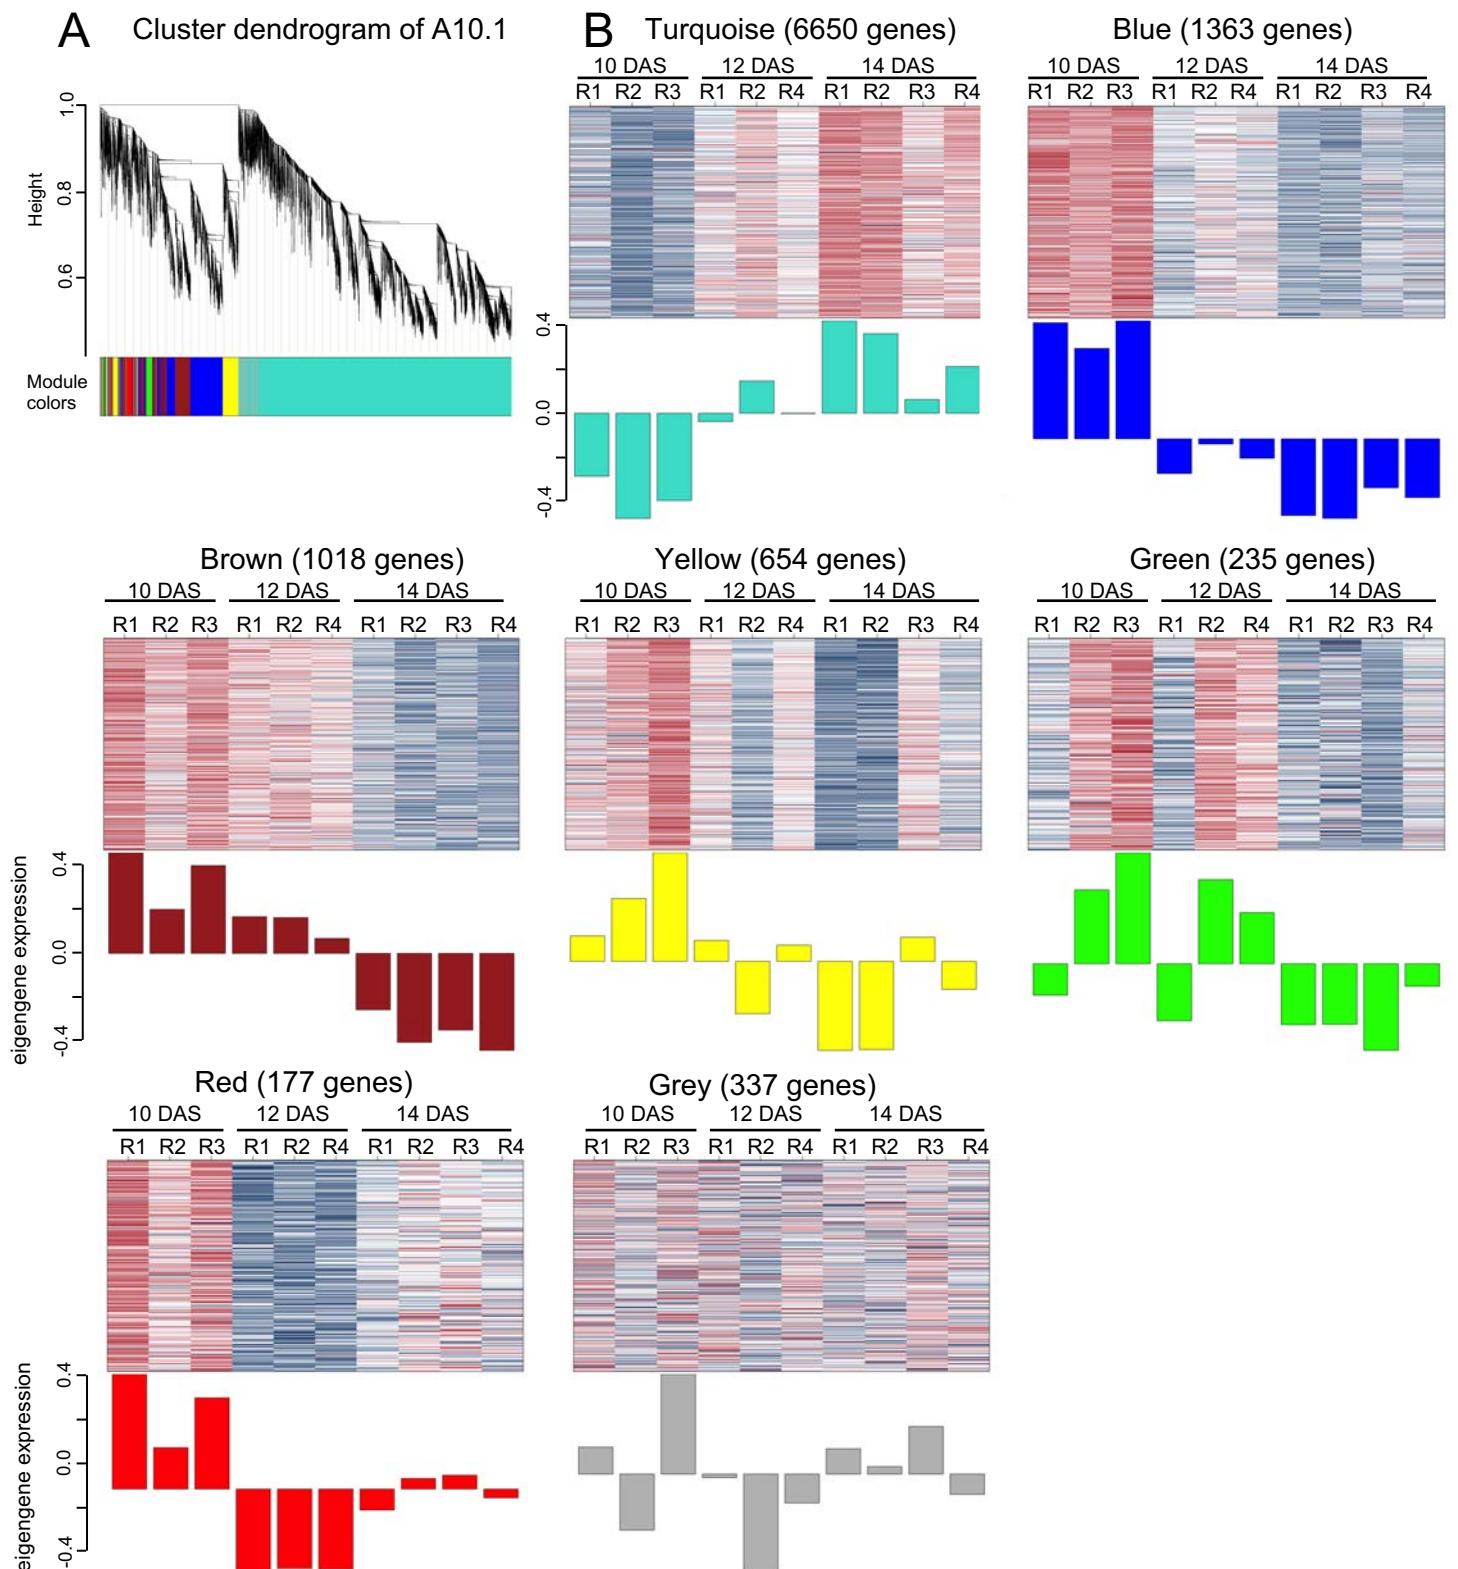

Supplemental Figure S8. Weighted gene correlation network analysis (WGCNA) for wild *S. viridis* A10.1 (A, B) and mutant *spp1* (C, D, following page). (A, C) Cluster dendrograms with co-expression module assignments, seven in A10.1 (A) and ten in *spp1* (C). (B, D) Heat map of module genes (top) and bar graphs of module eigengenes (bottom).

Supplemental Figure S8, continued

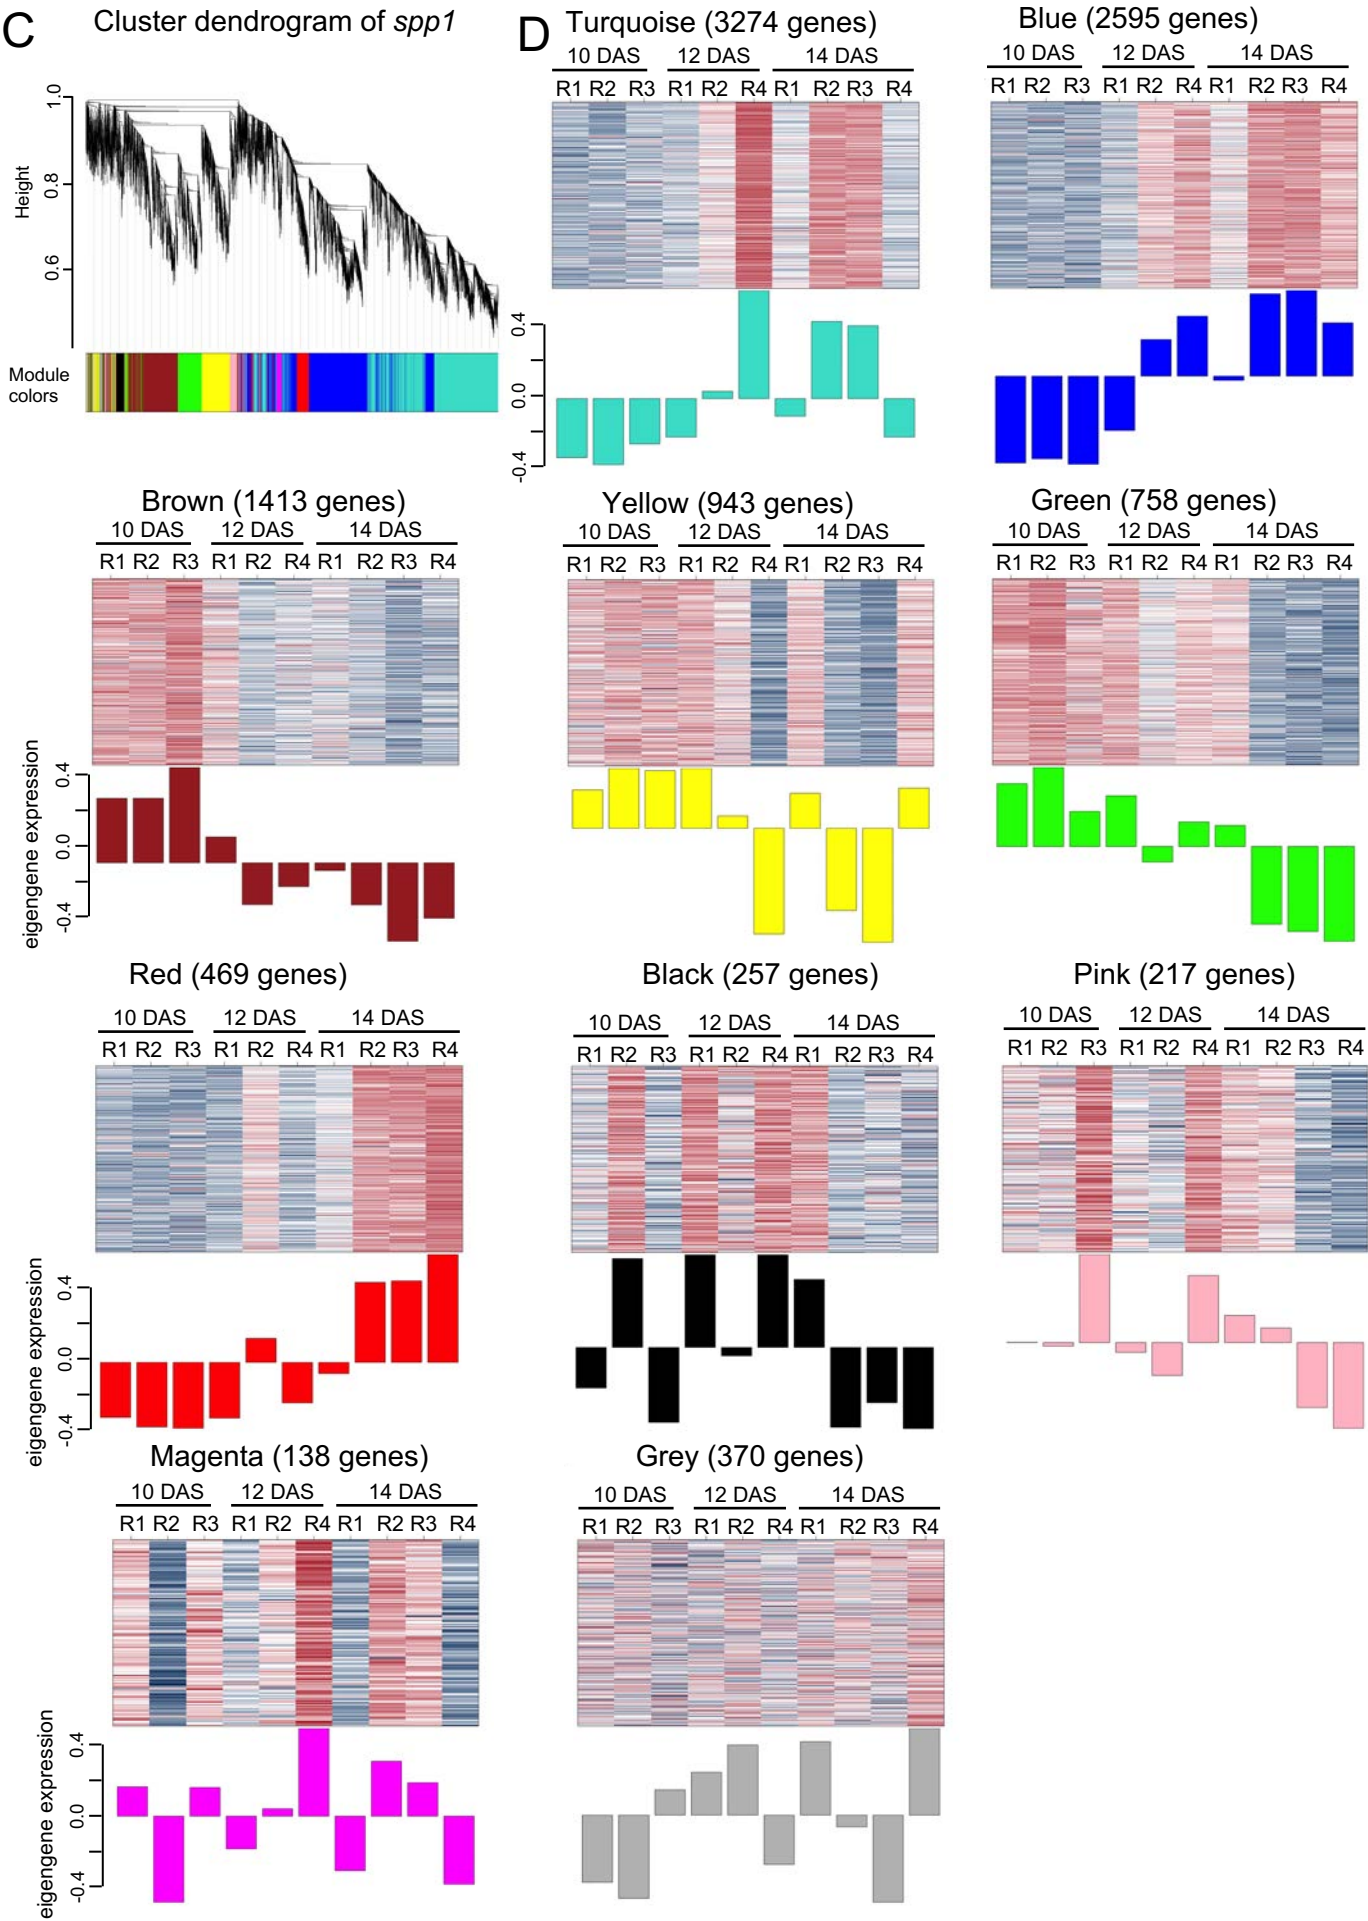

# Supplemental Figure S9

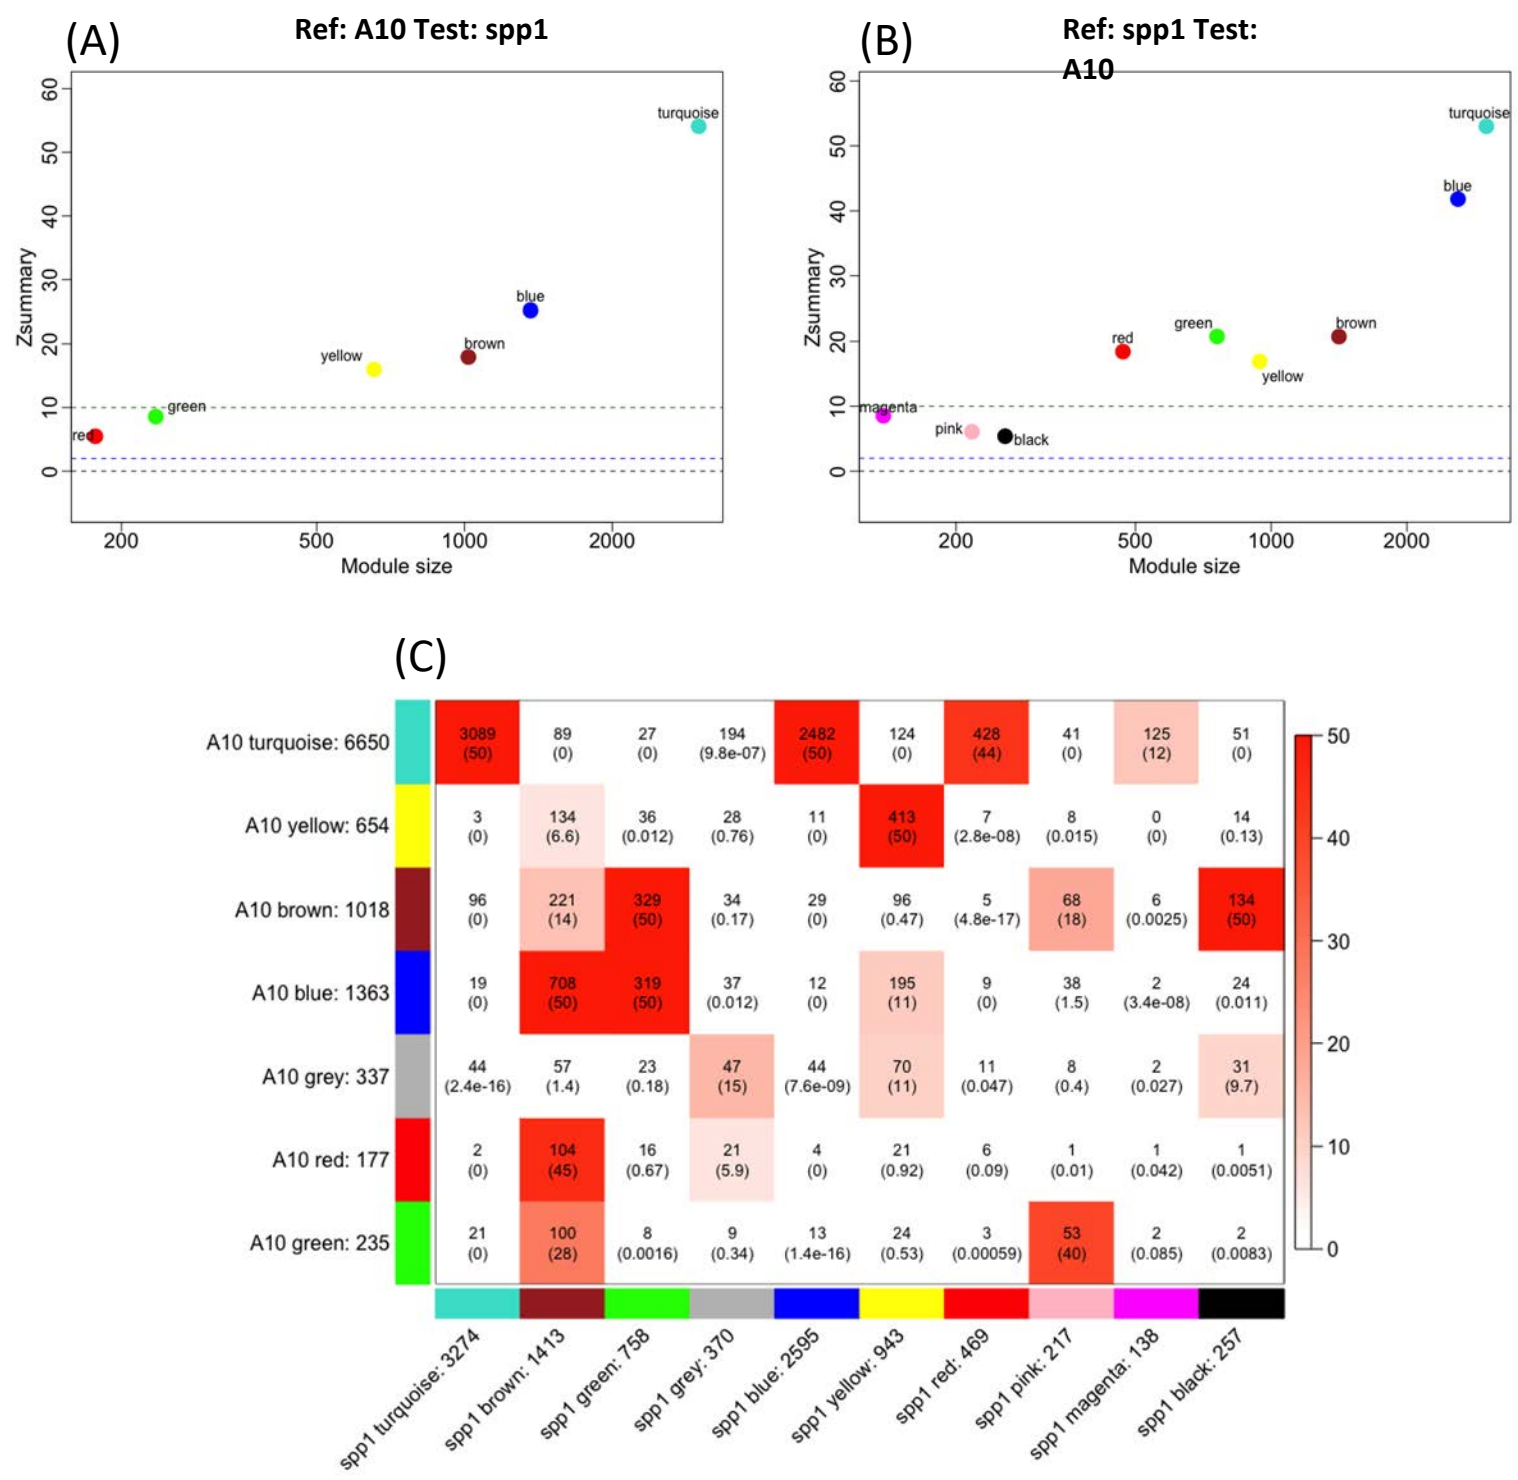

Supplement Figure S9. Comparisons between wild *S. viridis* A10.1 and *spp1* mutant networks. (A) Preservation analysis of WGCNA modules in reference genotype (wildtype *S. viridis* A10.1) versus the test genotype (*spp1* mutant) and conversely (B).  $Z_{summary} > 10$ , high preservation,  $2 < Z_{summary} < 10$ , weak to moderate preservation,  $Z_{summary} < 2$ , no preservation. (C) Similarity analysis using numbers of overlapping genes in WGCNA modules between genotypes. The number of overlapping genes and p-values from Fisher's exact test (in parentheses) is shown. White to red color gradient indicates  $-\log_{10}(p\text{-value})$ .

# Supplemental Figure S10

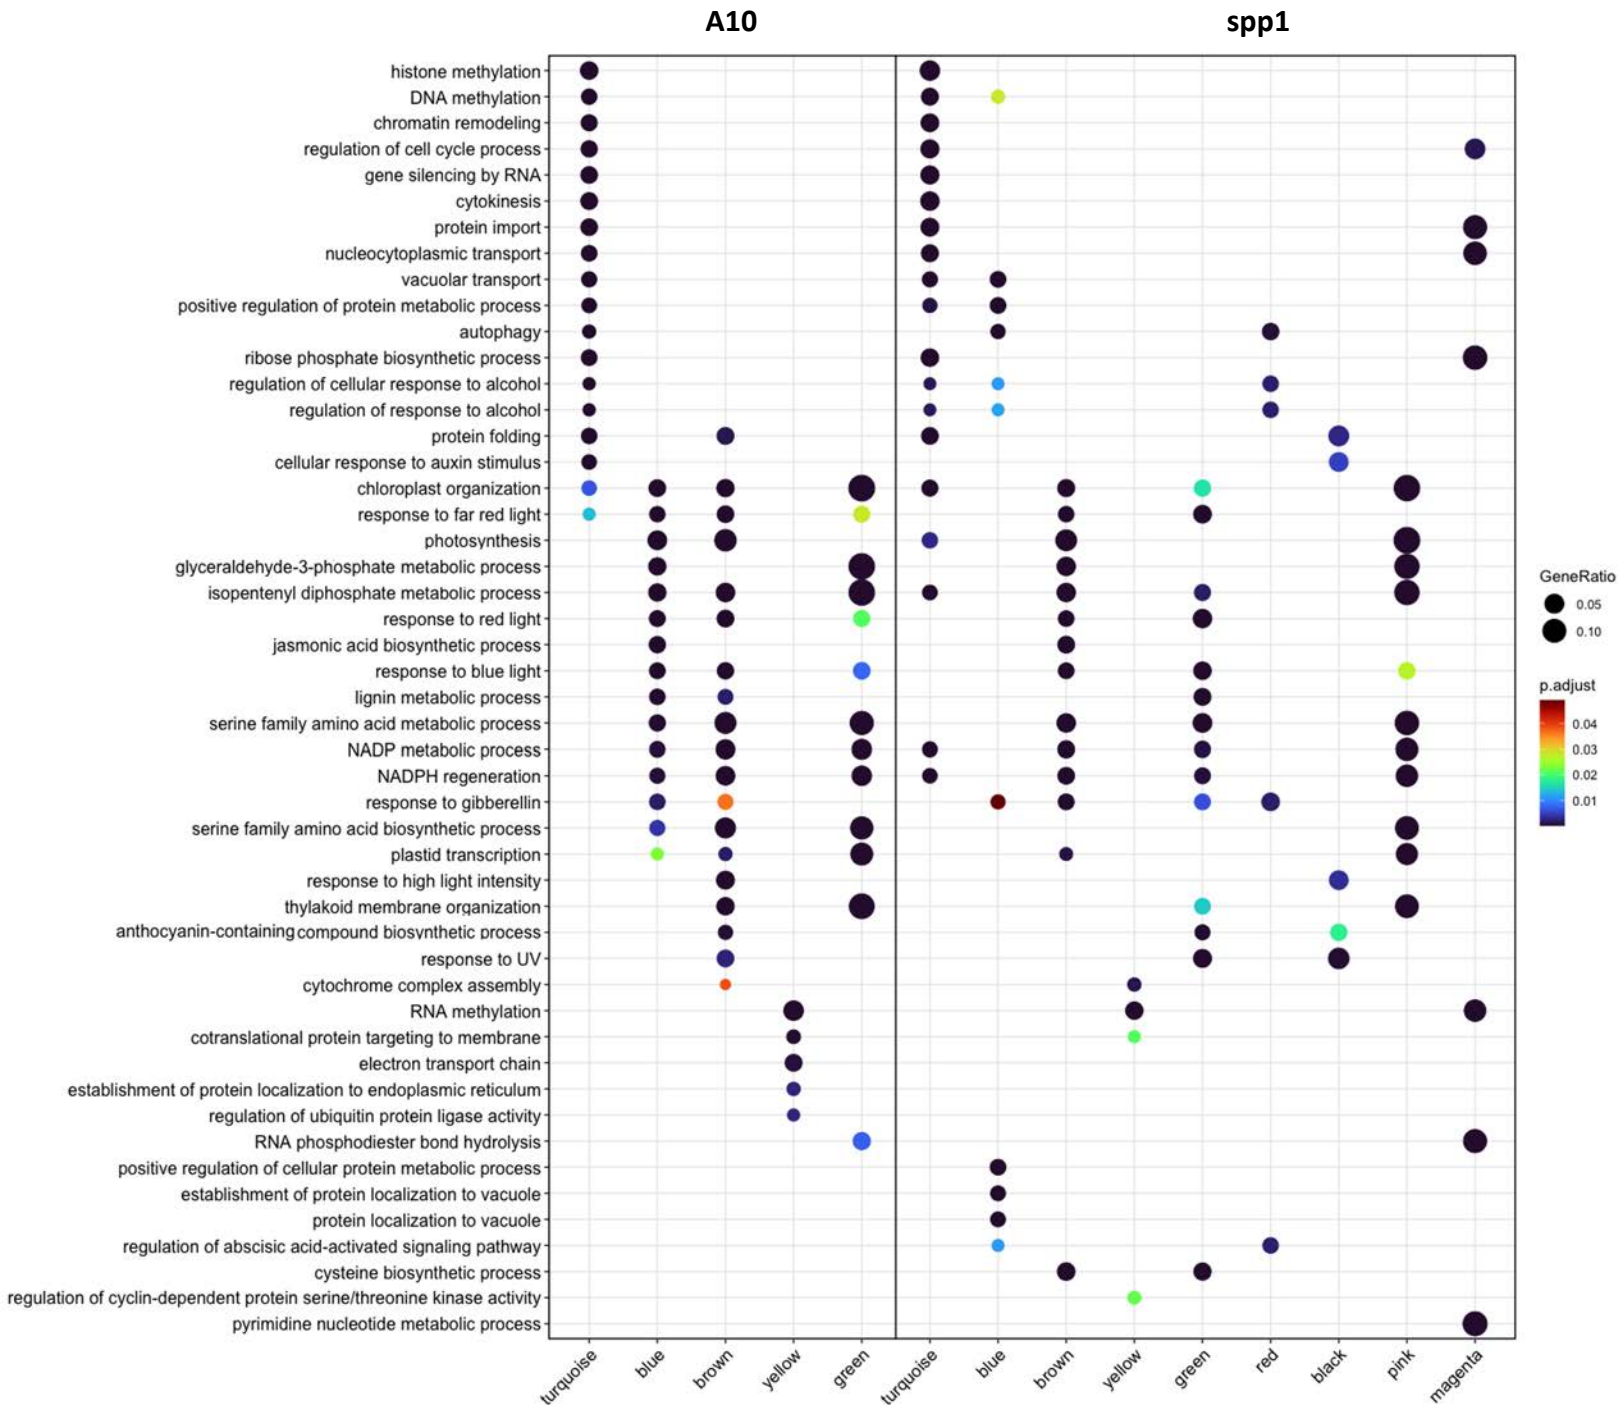

Supplemental Figure S10. GO enrichment analysis of major WGCNA modules in *S. viridis* A10.1, and *spp1* mutant. Dot color represents statistical significance of the enrichment (adjusted p-value, a color gradient from blue (<0.01) to red (<0.05)). The sizes of the dots represent gene ratio (the number of significant genes/number of annotated genes in each GO terms). GO terms were not significantly enriched in red and grey modules in A10.1, and grey module in *spp1* (not displayed).

# Supplemental Figure S11

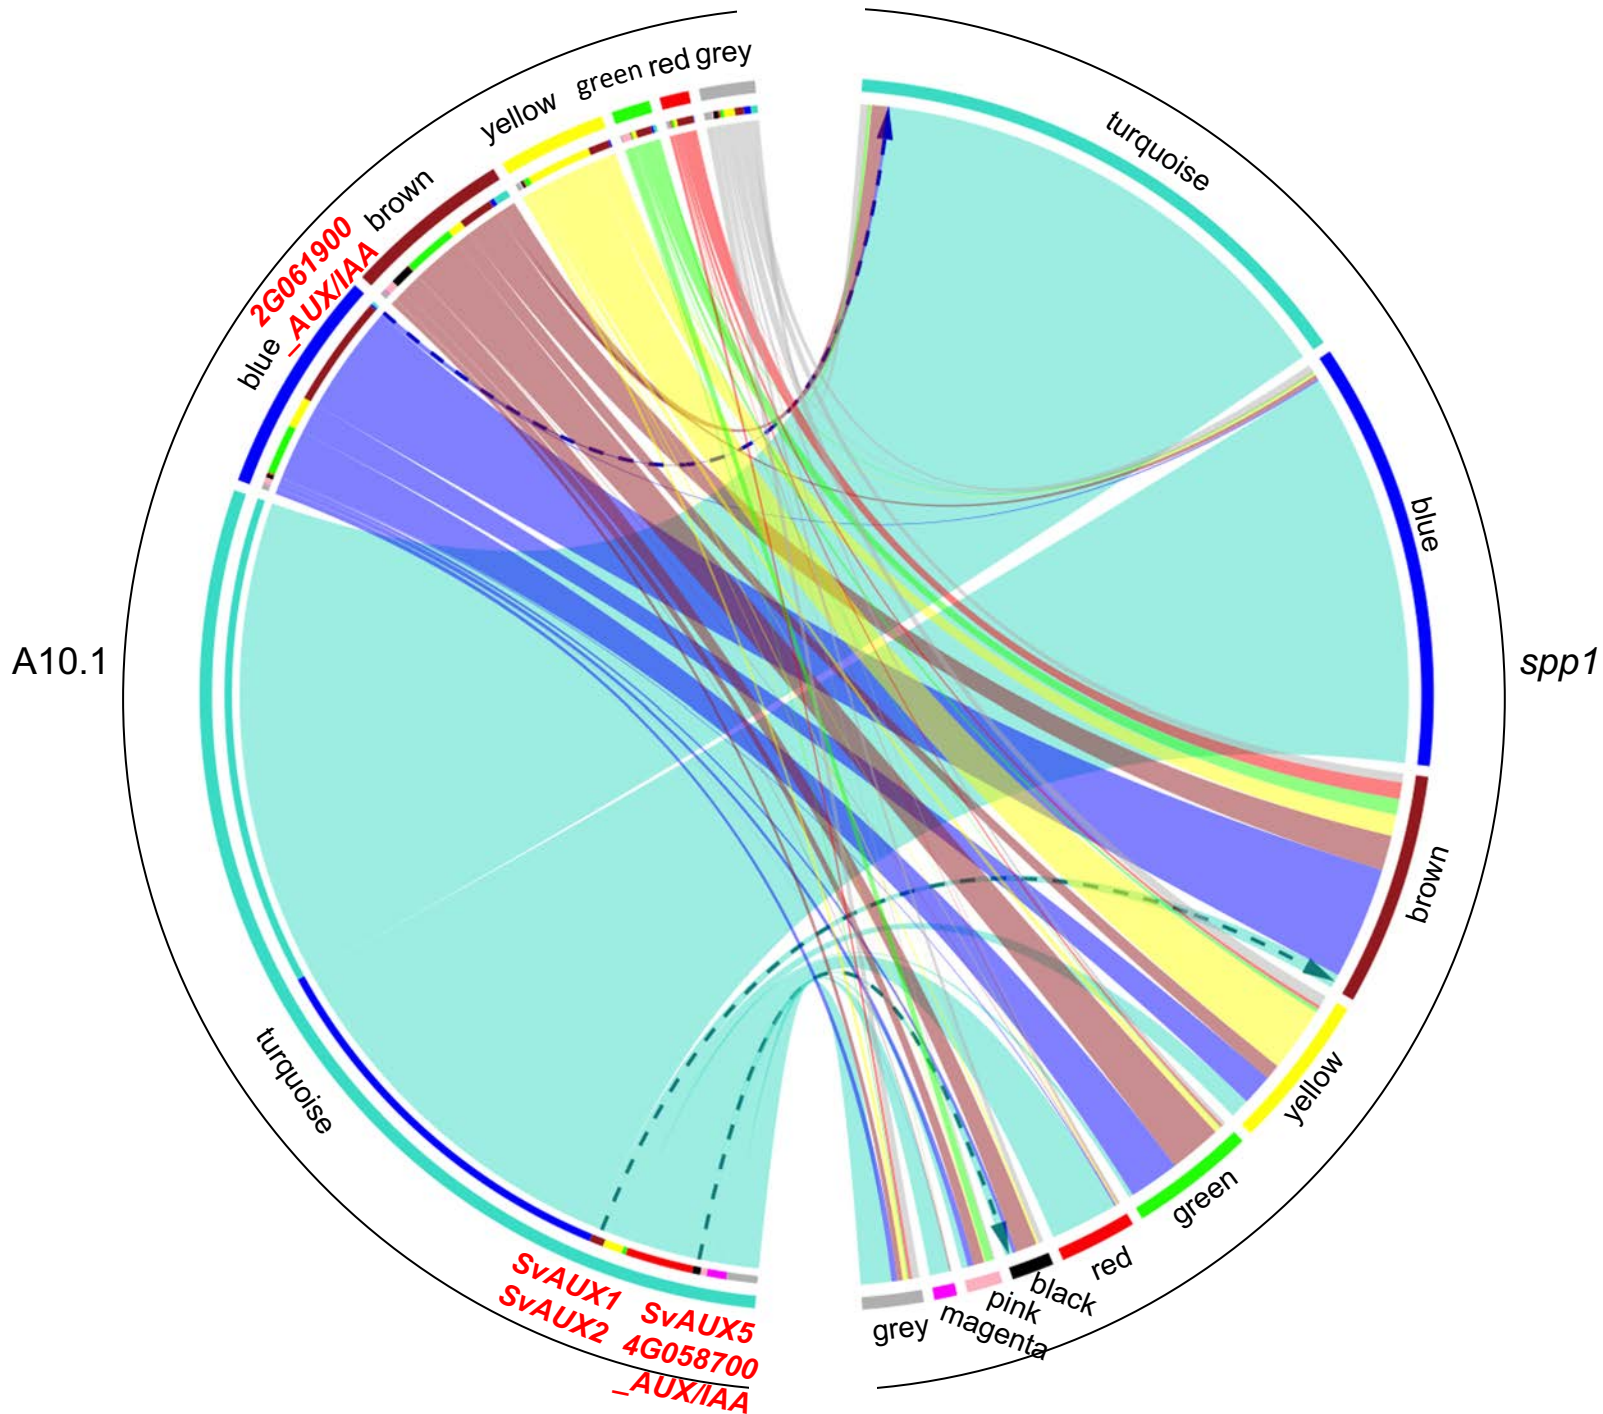

Supplemental Figure S11. Chord diagram illustrating how WGCNA module membership differs between genotypes. Color keys on the left side of the diagram represent 7 modules identified by WGCNA in wild *S. viridis* A10.1, and on the right side represent 10 modules in *spp1*. Paths of reassignment of genes are illustrated as flows in the diagram. The inner color keys ring of wild *S. viridis* A10.1 (left half) represents the reassigned modules in the *spp1* mutant. The three dashed lines show changes of module membership of five auxin-related genes.

# Supplemental Figure S12

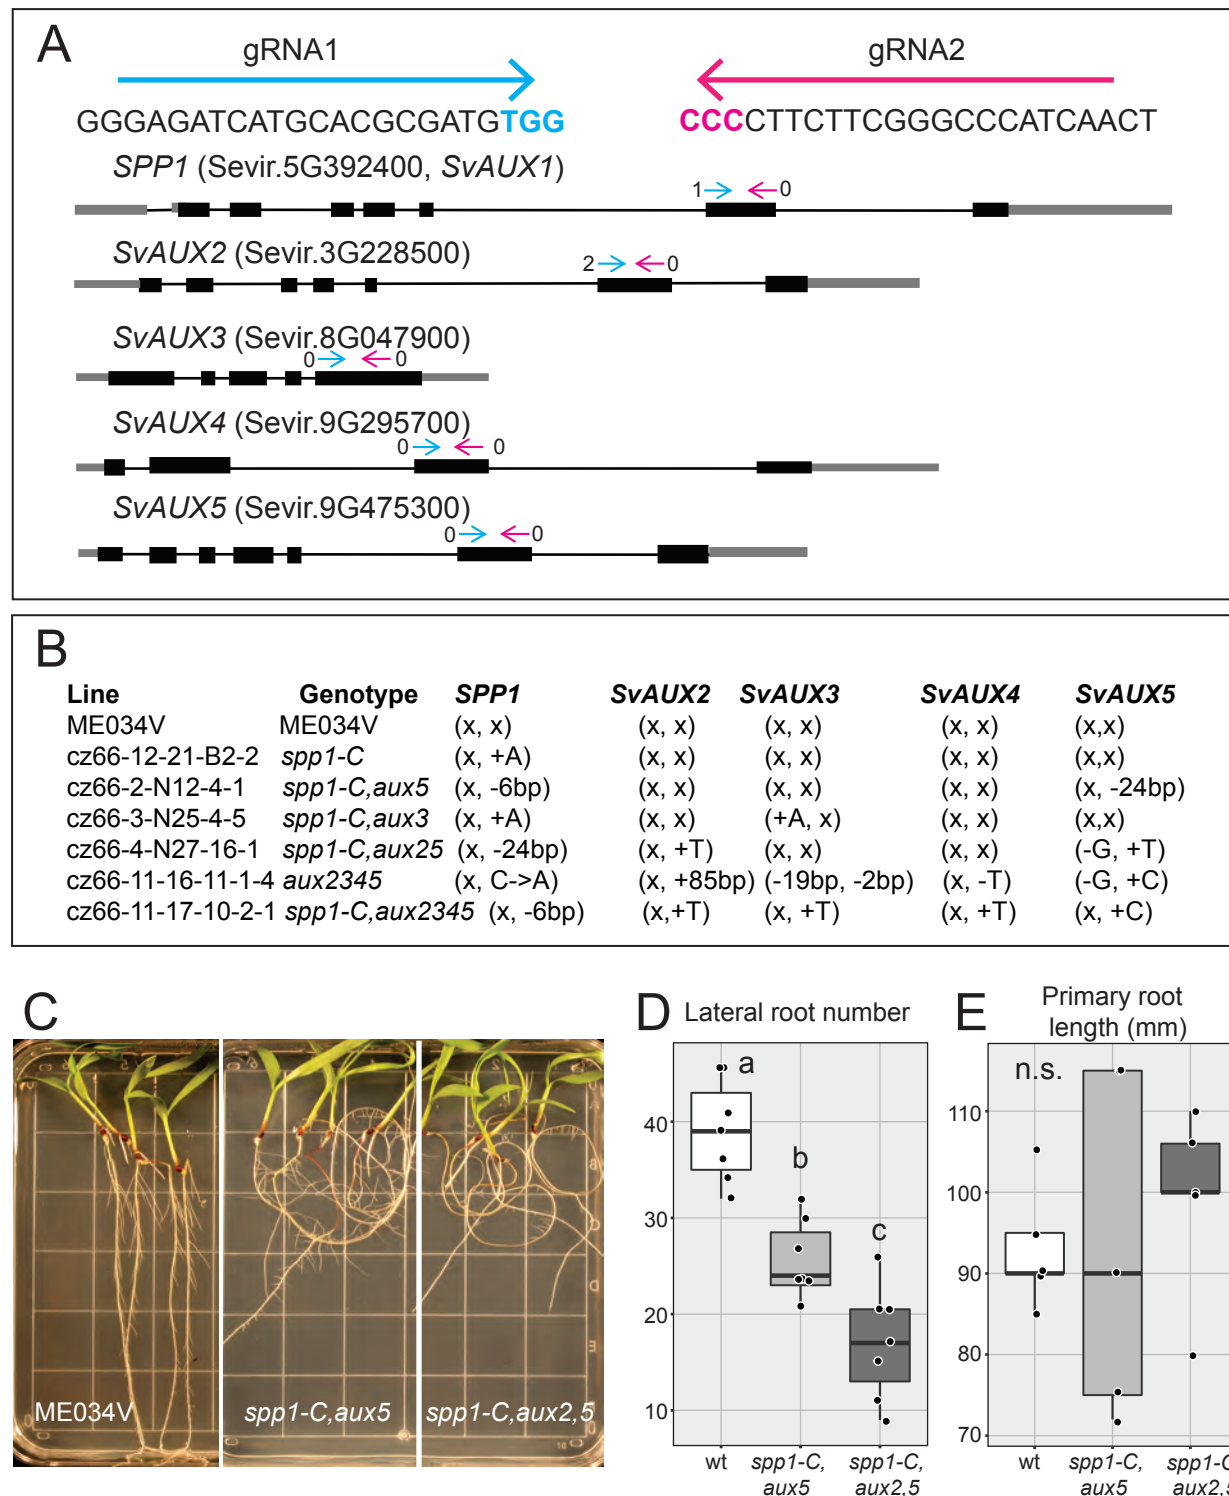

Supplemental Figure S12. Mutants of auxin importer genes. (A) Target sequences for gRNA1 (cyan arrow) and gRNA2 (magenta arrow), respectively. Boldface letters represent the PAM sites. On the gene models for the five auxin importer genes in *SPP1*, *SvAUX2*-*SvAUX5*, cyan and magenta arrows show locations of target sites. Numbers at ends of arrows indicate number of mismatches between gRNA and target sites. (B) Table of edits at gRNA target sites one and two in each of the five auxin influx carrier genes in each line. x, no editing; +, addition; -, deletion; bp, base pair; →, substitution. (C) Roots of ME034V, *spp1-C,aux5* and *spp1-C,aux2,5* in 7 DAS plants. (D,E) Box plots in the same plants as in (C); left to right Me034V (white box), *spp1-C,aux5* (light gray box), and *spp1-C,aux2,5* (dark gray box). (D) Lateral root number and (E) primary root length. Box plots as in Figure S1. Significance assessed by ANOVA and Tukey's HSD. Boxes with the same letter are not significantly different at  $p < 0.05$ . Mean, s.d., sample sizes, and p values in Table S9.

How the deposited data were processed for this re-analysis (not part of the article)

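RNA from whole inflorescences of S. viridis accession A10.1 and of the *spp1* mutant at 10, 12, and 14 DAS was compared, in 22 libraries of 6 groups. The FPKM values of 35214 primary transcripts were made by the authors. They trimmed the reads with Trimmomatic, mapped them with tophat2 to version 1 of the S. viridis genome, and called differential expression with cuffdiff. Versions and options of these tools are not named in the text of the paper. The authors also deposited group mean FPKM values and q-values for the genes that cuffdiff called at each stage. The q-value is the p-value after adjustment for multiple testing. These group means were 1.11 to 1.32 times the means of the replicate FPKM values, as a median over the genes of a table. They were therefore used only for the direction of the authors' calls and for counting those changed more than 2-fold. The log2 fold changes listed in the same tables were not used here. The percent of reads mapped was given by the authors for each library, from tophat2. It lay between 86.69% and 93.22%. The lowest number of mapped first reads of a library was 14.5 M at 10 DAS (*spp1*), 13.4 M at 12 DAS (A10.1), and 10.4 M at 14 DAS (*spp1*). FPKM values carry no counts, so no interval or detection limit was computed from the depth.

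Values were analysed as log2(FPKM + 1), without further scaling, in R 4.3.3 with limma 3.58.1. Each stage was fitted alone with genotype as the only term, with limma's empirical Bayes step and its trend on mean expression, over genes with a mean of at least 1 FPKM in the libraries of the stage. Benjamini-Hochberg adjustment was made within the stage, and an adjusted p of 0.05 was the threshold. More than 2-fold means a log2 fold change above 1 or below -1 on this scale. The change of the genotype difference with stage was tested with limma's F test of the interaction terms in a fit of the 6 groups. Single genes were also compared with two-sided exact permutation tests. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

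Genes were named by a rule. It takes every gene labelled in Figure 7B, 7C, and 7D, whatever its values, and at each stage the 5 genes with the largest absolute log2 fold change among those past the threshold whose replicates did not overlap between genotypes. Genes of Supplemental Table S8 outside Figure 7C were counted and named only where they passed the threshold over all genes. Gene names came from the paper and from descriptions in the authors' tables, since the reference table of gene symbols matched none of the identifiers.

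The transcripts for co-expression were selected as the methods of the paper describe, by a group mean of at least 5 FPKM and the top 75% by median absolute deviation, in the 20 libraries of Supplemental Figure S8. WGCNA modules and gene ontology enrichment were not analysed here. Average linkage clusters stood in for the modules, with 1000 random sets of transcripts as the comparison. A score of developmental stage was computed for each library from the genes that changed, at an adjusted p of 0.05 by limma, between the A10.1 libraries of the other stages. The score is the mean of the rising genes minus that of the falling genes, scaled so that 1 unit is the difference between those A10.1 stages, and its axis shares no library with the comparison.

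The tests, their thresholds, the naming rule, the alternatives, and the splits of the libraries were chosen before the data were examined, except where the closing part names a test or an alternative as chosen later. The alternatives were a pseudocount of 0.1, no filter on low FPKM, a mean of at least 5 FPKM, scaling of each library by its median ratio, 1 fit of all 22 libraries, the replicate number as a block, and leaving out each library in turn. For the co-expression results they were all 22 libraries, a mean of 5 FPKM in every group, and complete linkage.

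Both genotypes carry the same replicate numbers. Whether the numbers pair the libraries was checked with the correlation, across genes, of the deviations of same-numbered libraries from their group means. At 14 DAS the 4 pairs had correlations of 0.396, 0.309, 0.286, and 0.122, all over the 0.1 that was required, so the numbers were taken to pair these libraries. Some libraries of different numbers at 14 DAS had correlations as high as 0.578, and neither the paper nor the labels say what a number marks. Only replicate 2 of A10.1 had its highest correlation with the *spp1* library of its own number. Replicate 1 of A10.1 had 0.534 with replicate 2 of *spp1*, and replicate 3 of A10.1 had 0.578 with replicate 4 of *spp1*. The pairing at 14 DAS is therefore uncertain.

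Each step was tested on simulated data. With genes changed by 1.5 on the log2 scale, the test at a single stage recovered 96.5% of 200 at 10 DAS, 93.5% of 200 at 12 DAS, and 96.48% of 199 at 14 DAS, among 17908, 17600, and 17631 genes, with 15, 8, and 9 unchanged genes called as well. The interaction test recovered 94% of 200 changed genes among 17898, that is 188 genes, and called 21 unchanged genes as well. The changed genes had a mean of at least 5 FPKM, and the noise was independent between genes and libraries. Smaller changes, such as those of most genes marked in Figure 7, were not simulated. The recoveries therefore do not show how often such changes would be found. Of 600 transcripts set to rise in both genotypes, by much more than the noise, 600 were recovered among 2000 transcripts, with 7 others. A cluster set to be preserved had a mean correlation of 0.929 in the other genotype, and a cluster set not to be preserved had -0.000369, against a highest random value of 0.0264. Libraries placed at 0.2, 0.5, and 0.8 between stages scored 0.224, 0.498, and 0.772. The search for runs of neighbouring genes found 3 of 3 segments and 0 other runs among 18000 simulated genes, for which no significance test applies.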

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

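The tests of the runs of neighbouring genes, of the interaction genes against normal development, and of the genes in none of the authors' tables were chosen only after these results were seen.

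Single libraries far from the others of their group were sought by the gap to the nearest library divided by the range of the group, against the critical value of Dixon's test for 4 libraries. Of 150 groups of values tested, 6 exceeded it, where chance gives 7.5. In A10.1 at 10 DAS, replicate 1 was far from the others for 8G141100_AFB (0.861) and for 9G054000_AUX/IAA (0.862), and replicate 2 for *SvABPH1* (0.877). In A10.1 at 14 DAS, replicate 2 stood apart in the percent of reads mapped (0.837). In *spp1* at 14 DAS, replicate 4 stood apart for 7G085300_AFB (0.846) and 8G141100_AFB (0.922). Since the number is no larger than chance gives, no biological explanation was tested for these values. For the pair of AFB genes, the library is one that also differs from its group across all genes. A library quality trend may contribute there, since the deviation of the library had an absolute correlation of 0.676 with the trend among the other 21 libraries.

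A difference of the genotype effect between stages was found for 11 of 17896 genes in the interaction test by limma, with 872 genes at an unadjusted p under 0.05. Genotype labels were redrawn within each stage, and 3 of the 100 labellings, the real one included, gave as many genes, with 911 genes in the largest other. That share argues against a chance assignment of libraries to genotypes, although another labelling gave many more genes. In all 11 genes the effect was more negative at 14 DAS than at 10 DAS, and in A10.1 all 11 rose from 12 to 14 DAS. The 2 genes named here were chosen after their values were seen. Sevir.2G437800, which the authors' deposited table describes as a homolog of branched silkless1, was listed at 0 in A10.1 at 10 DAS and had 19.6 ± 6.58 FPKM (SD, n = 4) at 14 DAS, against 3.50 ± 2.31 (SD, n = 4) in *spp1* (adjusted p = 0.0104 for the interaction by limma). Sevir.2G037400, described as an inositol transporter, had 27.0 ± 4.42 FPKM (SD, n = 4) in A10.1 and 11.5 ± 1.47 (SD, n = 4) in *spp1* at 14 DAS (adjusted p = 0.0104 for the interaction by limma). An earlier developmental stage of the *spp1* inflorescences could lower such genes, and it places the *spp1* mean at 14 DAS between the A10.1 means of 12 and 14 DAS. That held for 5 of the 11 genes, while 6 lay below both means. A delay of more than 2 days would place the mean between those of 10 and 12 DAS, where 4 of these 6 lay, and 2 genes lay outside the A10.1 means of all 3 stages. The genes were picked for this pattern, so the test leaves the explanation open. The count also depended on the processing. It was 3 after median-ratio scaling, 3 without replicate 1 of A10.1 at 14 DAS, and 14 without replicate 3 of *spp1* at 10 DAS. Library batches, discussed with the genotype effect as a whole, remain open too.

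A signal that the paper does not report is a set of neighbouring genes that were all higher in *spp1*. Among 17851 expressed genes in the order of their identifiers, 7.94% were more than 0.1 higher on the log2 scale at each of the 3 stages. Such genes formed a run of 15 from Sevir.3G037500 to Sevir.3G039100, a run of 9 from Sevir.3G039300 to Sevir.3G040600, and a run of 7 from Sevir.5G457800 to Sevir.5G458500. The runs on chromosome 3 are parted by 1 gene, whose log2 fold change at 14 DAS was -0.00106. The median log2 fold change of the 25 genes on chromosome 3 was 0.66, 0.53, and 0.51 at 10, 12, and 14 DAS, and that of the 7 genes on chromosome 5 was 0.67, 0.47, and 0.53. The ratios of mean FPKM had medians of 1.47 to 1.58. After scaling by the median ratio, which was chosen for this result after the values were seen, the medians were 0.475 to 0.703. Relative to A10.1, the median of the chromosome 3 genes lay between 0.44 and 0.69 in each of the 11 *spp1* libraries and between -0.09 and 0.13 in the A10.1 libraries. On chromosome 5 the ranges were 0.37 to 0.87 and -0.35 to 0.22. The members include a ribosomal protein S4 gene, a cullin gene, glutathione S-transferase genes, and Sevir.3G038400, described as a transport inhibitor response 1-like F-box gene. In the authors' deposited table for 10 DAS, 21 of the 78 genes higher in *spp1* (26.9%) lie in these segments, and for 12 and 14 DAS the authors' deposited tables place 4.81% and 2.64% of their higher genes there.

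Several explanations of these runs have values against them. The longest run in 1000 random orders of the same genes was 6, so the order of the genes by chance does not account for them. An earlier developmental stage would raise genes that fall with age, but 19 of the 32 genes rose from 10 to 14 DAS in A10.1 and 13 fell. A batch that shifts all *spp1* libraries would also move the genes beside the runs, whose largest median log2 fold change was 0.089 over the 3 stages and both chromosomes. Of the 20 genes beside each segment, 8, 6, and 8 on chromosome 3 and 13, 9, and 8 on chromosome 5 were higher at 10, 12, and 14 DAS. The end of the run on chromosome 5 is not sharp. Sevir.5G459100, with log2 fold changes between 3.43 and 3.83 at the 3 stages, is parted from it by 1 expressed gene, and at 10 DAS the 6 expressed genes after the run were all higher, by 0.107 or more. A variant in 1 of the lines against the reference, with more copies of these segments in *spp1*, may explain a rise of about the same size across neighbours. It would also raise genes too weakly expressed to enter the search, and 6 of 7 such genes inside the runs were higher in *spp1*, against 25 of 40 beside them (Fisher's exact test, p = 0.396). More copies therefore cannot be told apart from a change in regulation of the segments, because the weak genes are few, and RNA does not show which genotype carries the change. Sharing of reads between copies of genes, and differences in gene length or GC content, were not tested here.

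Of the 363 genes past the threshold at 1 or more stages, 15 are in none of the authors' deposited tables. Values of 0 in single libraries, where the pseudocount sets the size of the change, are a candidate explanation. A library at 0 was found for 6 of the 15 genes (40%) and for 17 of the 348 genes that are in a table (4.89%; Fisher's exact test, p = 0.000114). With a pseudocount of 0.1, however, 9 of the 15 genes still passed, as did 12 after median-ratio scaling, so these values leave the explanation open for the other genes. The median of the mean FPKM was 3.48 for the 15 genes and 10.7 for the 348. Sevir.1G359500, with 1.49 ± 2.98 FPKM (SD, n = 4) in A10.1 and 10.3 ± 2.49 (SD, n = 4) in *spp1* at 14 DAS, is among the 15 (log2 fold change 2.78, adjusted p = 0.0444 by limma). It passed in 1 of the 8 fits that left out a library. Its mean was lower in *spp1* at 10 and 12 DAS (log2 fold changes of -1.497 and -1.027), neither past the threshold. No biological explanation was tested for this group.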

How the results depend on the processing

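The alternatives for the genes marked in Figure 7, for the correlation across genes with normal development, and for the number of rising transcripts without single libraries were chosen after seeing the data.

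Directions were stable. All 49 differences marked in Figure 7 had the marked direction in the fits of single stages, and 686 of 686 fits of these genes over all alternatives and libraries left out gave the same direction, with 7 that gave no value because the gene fell below the filter. The marks were chosen by the authors from these same libraries, so their directions here are not independent evidence. Over 70 results for single named genes, 784 values were recomputed. Of these, 657 kept their direction and their side of the threshold, 70 lost the threshold, 48 gained it, and 9 changed direction. The changes of direction all came from leaving out 1 library, in genes with small changes. With 1 library left out, *SvAUX2* ranged from -0.129 (without replicate 4 of A10.1) to 0.258 (without replicate 1 of A10.1) at 10 DAS and from -0.0585 to 0.331 at 12 DAS. *SvAUX5* ranged from -0.134 to 0.123 at 10 DAS, from -0.0335 to 0.137 at 12 DAS, and from -0.0151 to 0.15 at 14 DAS.

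The numbers of genes depended on the settings. The cause was not tested except where it is given. A pseudocount of 0.1 gave 27 genes at 12 DAS and 5 interaction genes, where 51 and 11 were found with a pseudocount of 1. Without a filter on low FPKM, where more genes are tested, 15 genes passed at 10 DAS, 7 of them more than 2-fold, and at 12 DAS 6 genes passed, 4 of them more than 2-fold. Among the genes of Supplemental Table S8, 0 passed at 12 DAS without the filter, while 10 of the 67 tested with the filter had an unadjusted p under 0.05. With a mean of at least 5 FPKM, which leaves fewer genes, 1 gene passed at 10 DAS, changed more than 2-fold, and 3 genes had an interaction. Median-ratio scaling gave 13 genes at 10 DAS (8 higher, 5 lower), 7 of them more than 2-fold, and 29 at 12 DAS (8 higher, 21 lower), 19 of them more than 2-fold. It also gave 4 genes of Supplemental Table S8 at 14 DAS and 3 interaction genes. At 14 DAS scaling moved the share of lower genes from 64.8% to 43.3%. Changing the fold from limma to the ratio of mean FPKM gave 134 genes more than 2-fold different at 14 DAS, since the pseudocount no longer shrinks the change of weak genes.

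With all 22 libraries in 1 fit, which share 1 estimate of the spread, 42 genes passed at 10 DAS, 9 of them more than 2-fold, 93 at 12 DAS, and 1559 at 14 DAS. In this fit 9 genes of Supplemental Table S8 passed at 14 DAS, and *SPP1* passed at 14 DAS (log2 fold change -0.65, adjusted p = 0.0332 by limma). Of the 49 marks of Figure 7, 8 passed with each stage alone, 21 in this fit, 23 with the replicate number as a block, and 4 without the filter. Complete linkage gave 13 of 16 clusters preserved, in place of 8 of 11, whereas all 22 libraries gave 6 of 10 and a mean of 5 FPKM in every group 7 of 10.

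With the replicate number as a block, 2 genes passed at 10 DAS, both more than 2-fold different, 256 at 12 DAS (133 higher, 123 lower), 60 of them more than 2-fold, and 18 in the interaction test. At 10 DAS, Sevir.5G459100 had an adjusted p of 0.0313 by limma with the block, and Sevir.3G410800 one of 0.0704, while their ranges over the alternatives were 1.01e-06 to 0.0313 and 5.95e-06 to 0.0704. Among the genes of Supplemental Table S8, 5 passed at 12 DAS and 2 at 14 DAS with the block. *SPP1* passed at 12 DAS with the block (log2 fold change -0.54, adjusted p = 0.0424 by limma, within 0.0424 to 0.477 over the alternatives). The numbers did not pair the libraries at 10 DAS, where same-numbered libraries had correlations of 0.218, -0.114, 0.0339, and 0.137, nor at 12 DAS, where they had 0.0313, 0.435, and 0.153, so the block there groups libraries that share only a number. At 14 DAS the numbers were taken to pair the libraries, which is uncertain, and the block gave 511 genes. Among the named genes the block changed no call apart from those given with *SvLG1*, *SvRA1*, 1G244200_SvTAW1-like, 7G176000_SvTAW1-like, *SvTFL1-like1*, *SvBM3*, and 7G115700_ARF.

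Leaving out 1 library lowers the number of samples and moved most counts. Across the 8 fits at 10 DAS, 2 (without replicate 1 of A10.1) to 5 (without replicate 4 of A10.1) genes passed, and 2 to 4 of them changed more than 2-fold. Across the 6 fits at 12 DAS, 9 (without replicate 4 of A10.1) to 81 (without replicate 1 of *spp1*) genes passed, 9 to 56 changed more than 2-fold, and 1 to 3 were genes of Supplemental Table S8. Across the 8 fits at 14 DAS, 65 (without replicate 1 of A10.1) to 574 (without replicate 4 of *spp1*) genes passed, 43 to 98 changed more than 2-fold, and 1 to 7 were genes of Supplemental Table S8. The log2 fold change of *SPP1* at 14 DAS lay between -0.80 (without replicate 4 of *spp1*, adjusted p = 0.00894 by limma) and -0.55, with adjusted p-values up to 0.206. The interaction test gave 3 (without replicate 1 of A10.1 at 14 DAS) to 14 (without replicate 3 of *spp1* at 10 DAS) genes. The number of transcripts rising in both genotypes lay between 585 (without replicate 1 of *spp1* at 10 DAS) and 2282 (without replicate 4 of *spp1* at 14 DAS), and was 969 with all 20 libraries.

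The difference in stage score kept its sign with each library left out, but its size moved. At 10 DAS it ran from -0.0873 (without replicate 3 of A10.1 at 14 DAS) to -0.0361 (without replicate 1 of A10.1 at 12 DAS, exact permutation p = 0.629), against -0.0649 with all libraries. The range was -0.233 (without replicate 1 of *spp1*) to -0.132 (without replicate 4 of *spp1*) at 12 DAS and -0.32 to -0.229 at 14 DAS. The number of selected transcripts lay between 8786 and 10473, and the number rising in both genotypes between 654 and 1109 over the alternatives with all their libraries. The correlation across genes of the genotype effect at 14 DAS with normal development was -0.37 with a pseudocount of 0.1, in place of -0.424. Since FPKM values carry no counts, the depth behind genes near 0 is unknown, which limits *SvRA1*, *SvTFL1*, *SvAUX3*, and the genes listed at 0 in 1 genotype.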

Differences from the paper's values

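The paper gives 166 genes as differentially expressed at 10 DAS, 57 of them more than 2-fold. Here 5 genes passed the threshold by limma, 4 of them more than 2-fold. The counts were 1 to 42 and 1 to 9 over the alternatives set before the data were examined, none of which reached the paper's values. Figure 7A, read by eye, shows about 810 genes at 12 DAS and about 220 changed more than 2-fold. Here 51 and 30 genes were found, and 6 to 256 and 4 to 60 over the alternatives. For 14 DAS, Figure 7A shows about 2600 genes and about 310 changed more than 2-fold, read by eye, against 341 and 78 here. None of the alternatives closed these gaps. The nearest were 1559 genes at 14 DAS with all 22 libraries in 1 fit, and 134 genes more than 2-fold different at 14 DAS with the fold taken as the ratio of mean FPKM. The paper's calls come from cuffdiff on mapped reads, whereas every alternative here used limma on FPKM values. The alternatives therefore could not test whether this difference in method gives the gaps.

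The authors' deposited tables hold 166, 810, and 2573 genes at 10, 12, and 14 DAS. Of the genes found here, 5 of 5, 47 of 51, and 327 of 341 are in the authors' deposited table of the stage, all with the same direction. Both sets of calls come from the same libraries. Neither this overlap nor the closeness of the ratios below is therefore independent evidence. For 21 log2 ratios of group means in Supplemental Table S8, 0 differed from the values here by more than the larger replicate SD. The largest difference was 0.107, for *SPP1* at 14 DAS, with the paper's -0.537 against -0.644 here. Median-ratio scaling, which was set before the data were examined, gave -0.517 for *SPP1*. For 3G183400_ARF at 14 DAS it gave 0.41, against the paper's 0.394 and 0.299 without scaling, whereas for 3G396200_AUX/IAA at 14 DAS it moved the value away, to 0.617, from 0.523 against the paper's 0.542. The paper gives 10,434 transcripts for the co-expression analysis, and the same number was found here with all 22 libraries, an alternative set before the data were examined, whereas the 20 libraries of Supplemental Figure S8 gave 10473.

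The paper states that slightly more genes were down than up at 12 and 14 DAS. Here 68.6% and 64.8% of the genes past the threshold were lower. At 12 DAS, however, 133 genes were higher and 123 lower with the replicate number as a block, and 20 were higher and 25 lower with a mean of at least 5 FPKM. With median-ratio scaling 43.3% were lower at 14 DAS. In the authors' deposited table for 12 DAS, 43.6% of the genes are lower, and of those changed more than 2-fold, 125 are lower and 94 higher. In the authors' deposited table for 14 DAS, 61.8% of the genes are lower.

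Figure 7 marks 49 differences between genotypes, all of which had the marked direction here and 8 of which passed the threshold. As the marks come from these same libraries, the shared direction is not independent evidence. The paper describes *SPP1* as reduced at 12 and 14 DAS, and cites earlier RT-qPCR that showed a reduction. For *SPP1* alone, without adjustment over all genes, the p was 0.0023 at both stages by limma. Its adjusted p was 0.143 and 0.0720 by limma, and it passed at 12 DAS with the replicate number as a block (0.0424) and at 14 DAS with all 22 libraries in 1 fit (0.0332) and without replicate 4 of *spp1* (0.00894). The paper describes *SvAUX4* as higher in *spp1*. Its adjusted p at 12 DAS was 0.366 by limma, and it passed in none of the alternatives. The paper places *SPP1*, *SvAUX2*, *SvAUX4*, and *SvAUX5* in a module that rises from 10 to 14 DAS in A10.1, with a reversed pattern of *SPP1* and *SvAUX2* in *spp1*. Their log2 changes from 10 to 14 DAS in A10.1 were 0.27, 0.11, 0.26, and 0.10, with adjusted p-values of 0.140 or more by limma, and the interaction had adjusted p-values of 0.939 and 0.943 for *SPP1* and *SvAUX2*. Since these changes were not past the threshold in either genotype, a reversal was not shown here for the single genes. The paper draws the reversal from module membership, which was not computed here. The paper describes *SvABPH1* as upregulated, and its adjusted p was 0.511 and 0.254 at 12 and 14 DAS by limma.

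Other settings reached further marks of Figure 7, and 24 of the 41 marks not called here passed in a setting with all libraries. With all 22 libraries in 1 fit these were, at 14 DAS, 1G244200_SvTAW1-like, 7G176000_SvTAW1-like, 3G396200_AUX/IAA, 3G396300_AUX/IAA, 4G252900_ARF, 7G115700_ARF, 7G085300_AFB, *SPP1*, *SvBAD1*, *SvBM3*, *SvTFL1-like1*, and *SvTSH1*, and, at 12 DAS, *SvLG1*, *SvRA3*, and *SvVT2*. With median-ratio scaling, 1G244200_SvTAW1-like, 2G061900_AUX/IAA, 3G396200_AUX/IAA, 3G396300_AUX/IAA, *SvBM3*, and *SvTFL1-like1* passed at 14 DAS. With a mean of at least 5 FPKM, 3G396300_AUX/IAA passed at 12 DAS and *SvTFL1-like1* at 14 DAS. With the replicate number as a block, 1G244200_SvTAW1-like and 7G176000_SvTAW1-like passed at both stages, 3G396300_AUX/IAA, *SPP1*, *SvABPH1*, *SvBAD1*, *SvRA3*, and *SvVT2* at 12 DAS, and 7G115700_ARF, *SvBM3*, *SvLG1*, *SvRA1*, and *SvTFL1-like1* at 14 DAS. These settings were applied to the marks after the values were seen. Without replicate 1 of *spp1* at 12 DAS, 3G396300_AUX/IAA, *SvLG1*, and *SvRA3* passed at 12 DAS, and without replicate 1 of *spp1* at 14 DAS, *SvRA1* passed. Without replicate 4 of *spp1* at 14 DAS, 1G244200_SvTAW1-like, 2G061900_AUX/IAA, 3G396200_AUX/IAA, 3G396300_AUX/IAA, 7G085300_AFB, *SPP1*, *SvBAD1*, *SvBM3*, *SvTFL1-like1*, and *SvTSH1* passed, and so did 4G058700_AUX/IAA, which passed in no setting with all libraries. The remaining 16 marks passed in none. Settings with all libraries also lost marks called here at 12 DAS, namely *SvBAF1*, *SvRA2*, *SvBA1*, and 3G396200_AUX/IAA, and none of those called at 14 DAS.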

Other observations

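The tests of single genes against the A10.1 means of the stages, and the test of the stage score of the library that stood apart, were chosen only after the results were seen.

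Other divisions of the same libraries were tested at each stage. At 10 DAS, 3 of the 35 splits of the 8 libraries, the split by genotype included, gave as many genes past the threshold, the median other split gave 0, and the largest other split gave 10 genes. The number of genes at 10 DAS alone is therefore not beyond what chance divisions of these libraries give. Sevir.5G459100, Sevir.3G410800, and Sevir.2G038600, which are among the 5 genes, also passed at 12 and 14 DAS, in other libraries. At 12 DAS, 1 of the 10 splits, the one by genotype, gave as many genes, and no smaller share is possible with 3 libraries against 3. At 14 DAS, 1 of the 35 splits gave as many, and the largest other split gave 1 gene. Of the 8 splits at 14 DAS that part all 4 pairs of replicate numbers, 1 gave as many, the split by genotype.

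A hypothesis for the genotype effect is that *spp1* inflorescences are at an earlier developmental stage than A10.1 inflorescences of the same age. Stage scores from axes of other A10.1 libraries were used to test it. The mean score of *spp1* differed from that of A10.1 by -0.0649 at 10 DAS (two-sided exact permutation test, p = 0.171, and -0.0361 without replicate 1 of A10.1 at 12 DAS), by -0.196 at 12 DAS (p = 0.1 in the exact test, the smallest possible), and by -0.271 at 14 DAS (p = 0.0286 in the exact test, the smallest possible). All 3 *spp1* libraries lay below all A10.1 libraries at 12 DAS, and all 4 did at 14 DAS. The scores are not a linear measure of days, since on the axis from 10 DAS (0) to 12 DAS (1) the A10.1 libraries of 14 DAS had a mean of only 1.33. The *spp1* libraries of 14 DAS had a mean of 1.06 on this axis, near A10.1 at 12 DAS. Across 17896 genes, which are not independent replicates, the genotype effect had Pearson correlations of -0.164, -0.503, and -0.424 at 10, 12, and 14 DAS with the change between the other A10.1 stages. An earlier stage may thus account for part of the genotype effect at 12 and 14 DAS. From images, the paper found no difference in meristem height at any stage, and hardly any in inflorescence length before 14 DAS. It also found fewer primary branches in *spp1* by 12 DAS and a greater width by 14 DAS. Flowering of *spp1* was only slightly later in the paper, which does not attribute the phenotypes to developmental timing. The tests do not separate a delay from a change of the inflorescence itself, such as fewer branches, that alters the same genes.

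Single genes were set against the A10.1 means of the stages under this hypothesis. These groups of genes were formed after their values were seen. A delay under 2 days would place *spp1* at 14 DAS between the A10.1 means of 12 and 14 DAS, and a longer one between those of 10 and 12 DAS. For *SvRA3*, *SvLG1*, the 4 genes of the TAW1 family, and *SvTFL1-like1*, 24 of 28 values lay between the means of 12 and 14 DAS, as a shorter delay could give. An earlier stage cannot be told apart from a direct effect for this group, since a direct effect in the same direction and range would look the same. For *SvBA1*, *SvTSH1*, *SvBAF1*, and *SvRA2*, 15 of the 16 *spp1* values, all but that of *SvTSH1* in replicate 4, lay below every A10.1 library of 12 DAS, as did 14 of 16 after median-ratio scaling. In the same libraries *SvRA3* lay above every A10.1 library of 12 DAS in 4 of 4, on the side of 14 DAS, and the stage score was 0.994 or more, where A10.1 at 12 DAS is 1. A single delay of the whole inflorescence therefore has values against it as the whole source of the lower *SvBA1*, *SvTSH1*, *SvBAF1*, and *SvRA2*. A delay that differs between genes or parts of the inflorescence could still give them, as 16 of 16 values lay between the means of 10 and 12 DAS. Such a delay cannot be told apart from a direct effect, which could give the same range. The scaling was chosen for this test after the values were seen.

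Batches of libraries could also part the genotypes. The log2 fold changes at 10 and 14 DAS, which share no library, had a correlation of 0.458 across 17120 genes, and those at 12 and 14 DAS of 0.532. A batch that shifts all *spp1* libraries alike could give such correlations, as could a lasting effect of the mutation. The libraries of the genotypes shared 0 of the second indexes used for sequencing, with 3 for each genotype, and the paper states that the A10.1 reads were also deposited with an earlier study. A batch that parts the genotypes in this way cannot be told apart from genotype, and no fit with such a batch as a term can be had. The block of replicate numbers, which was taken to pair libraries across the genotypes at 14 DAS, cannot remove such a batch.

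Replicate 4 of *spp1* at 14 DAS stood apart from the other libraries. Its deviation from the other replicates had a standard deviation of 0.433 on the log2 scale, against 0.187 to 0.352 for the other 21 libraries, and 13129 genes were listed at 0 in it, against 11062 to 12413. A mislabelled A10.1 library, or a mixture with A10.1, has values against it, and mixing with other material was not tested. On the axis from A10.1 (0) to *spp1* (1) made from the other 7 libraries of 14 DAS, it lay at 0.855, while the other *spp1* libraries lay between 0.792 and 0.835 and the A10.1 libraries between -0.08 and 0.211. A further difference in developmental stage is not seen either, because its stage score of 1.07 lay within the 0.994 to 1.11 of the *spp1* libraries. A library quality trend is a candidate explanation. The first component of the deviations of the other 21 libraries, which held 30.7% of their variance, had an absolute correlation of 0.676 across 12892 genes with the deviation of this library. Replicate 4 of *spp1* at 14 DAS also had the lowest share of reads mapped, 86.69%, against 87.48% to 93.22%. A low share did not always go with a large deviation. Replicate 2 of A10.1 at 10 DAS, with 87.48%, had the smallest deviation (0.187). Replicate 4 of A10.1 at 10 DAS, with 93.07%, had the largest among the other 21 libraries (0.352). What sets this trend was not tested.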
